# Transcriptional responses of *Escherichia coli* during recovery from inorganic or organic mercury exposure

**DOI:** 10.1186/s12864-017-4413-z

**Published:** 2018-01-16

**Authors:** Stephen P. LaVoie, Anne O. Summers

**Keywords:** Longitudinal RNA-Seq, Transcriptomics, Toxic metals, Essential metals, Stress response, Biofilm, Phenylmercury, Antibiotic resistance

## Abstract

**Background:**

The protean chemical properties of mercury have long made it attractive for diverse applications, but its toxicity requires great care in its use, disposal, and recycling. Mercury occurs in multiple chemical forms, and the molecular basis for the distinct toxicity of its various forms is only partly understood. Global transcriptomics applied over time can reveal how a cell recognizes a toxicant and what cellular subsystems it marshals to repair and recover from the damage. The longitudinal effects on the transcriptome of exponential phase *E. coli* were compared during sub-acute exposure to mercuric chloride (HgCl_2_) or to phenylmercuric acetate (PMA) using RNA-Seq.

**Results:**

Differential gene expression revealed common and distinct responses to the mercurials throughout recovery. Cultures exhibited growth stasis immediately after each mercurial exposure but returned to normal growth more quickly after PMA exposure than after HgCl_2_ exposure. Correspondingly, PMA rapidly elicited up-regulation of a large number of genes which continued for 30 min, whereas fewer genes were up-regulated early after HgCl_2_ exposure only some of which overlapped with PMA up-regulated genes. By 60 min gene expression in PMA-exposed cells was almost indistinguishable from unexposed cells, but HgCl_2_ exposed cells still had many differentially expressed genes. Relative expression of energy production and most metabolite uptake pathways declined with both compounds, but nearly all stress response systems were up-regulated by one or the other mercurial during recovery.

**Conclusions:**

Sub-acute exposure influenced expression of ~45% of all genes with many distinct responses for each compound, reflecting differential biochemical damage by each mercurial and the corresponding resources available for repair. This study is the first global, high-resolution view of the transcriptional responses to any common toxicant in a prokaryotic model system from exposure to recovery of active growth. The responses provoked by these two mercurials in this model bacterium also provide insights about how higher organisms may respond to these ubiquitous metal toxicants.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4413-z) contains supplementary material, which is available to authorized users.

## Background

The common metallic element mercury (Hg) has no beneficial biological function and its chemical similarities to essential transition metals such as zinc, copper, and iron make it highly toxic to all living systems. Global mercury emissions range from 6500 to 8500 Mg annually with estimates of half [1, 2] and even two-thirds [3] being anthropogenic and the rest from volcanism. Mercury exists in multiple chemical forms that are readily susceptible to abiotic and biotic inter-conversions [4]. Mercury occurs naturally as the insoluble HgS ore (cinnabar), as inorganic complexes of Hg^+2^, Hg^+1^, or (Hg_2_)^2+^ of varying solubility depending on available ligands, and as organomercurials generated by microbial and anthropogenic processes.

Major sources of chronic mercury exposure in humans include dental amalgam fillings [5, 6], consumption of fish containing methylmercury [7], and artisanal gold mining operations [8]. Organomercurials, like phenylmercury, methylmercury, and merthiolate (ethylmercury) have historically been used in medical, industrial and agricultural applications as antimicrobial or fungicidal agents [9–11]. The toxic effects of mercury exposure in humans are associated with neurological, kidney, liver, gastrointestinal, and developmental disorders [9, 12–15].

Like other common electrophilic toxic metals such as arsenic, cadmium, and lead, there is no single biochemical target for mercury damage. Mercury has a strong affinity for sulfur and selenium [16, 17] and therefore targets the cellular thiol pool, composed of glutathione and cysteine thiol groups of proteins [9] and selenocysteine, a rare but critical amino acid in proteins involved in redox defense and thyroid function [18]. Depletion of the cellular thiol pool and disruption of the cellular membrane potential by mercury can induce oxidative stress and apoptosis pathways in mitochondria [19, 20]. However, there is no evidence that mercury itself undergoes Fenton-type chemistry to generate reactive oxygen species like iron and copper [21].

In earlier work we used global proteomics to identify stable mercury-protein binding sites in growing *E. coli* cells exposed to acute levels of organic or inorganic Hg [22]. We found cysteine sites in several hundred proteins, many highly conserved evolutionarily, that formed stable adducts with one or more of these mercurials, consequently disrupting many cellular processes such as iron homeostasis and the electrolyte balance [23]. Importantly, we found that organic and inorganic mercurials had distinct effects on these cellular processes and distinct protein structural preferences. Although the pathobiology of organic and inorganic mercurials has been known for decades to differ, with methyl- and ethyl-mercury recognized as neurotoxic and inorganic mercury as neurotoxic, nephrotoxic, hepatotoxic, and immunotoxic, no previous studies at that time had assessed the biochemical underpinnings of these distinctions on a global scale in any model system.

Motivated by our proteomics observations and by microarray data from *C. elegans* showing distinct transcriptional single end point response and toxicity for inorganic and organic mercurials [24], we applied RNA-Seq to examine the transcriptional effects of HgCl_2_ and phenylmercuric acetate (PMA) exposure on *E. coli* K-12 MG1655 over time. This is the first study to examine the global transcriptional response to mercury exposure in a microorganism and the only study to compare directly the effects of different compounds over time through recovery. The changes in gene expression were idiosyncratic for each compound, confirming and extending the idea that the cell suffers overlapping but distinct biochemical damage and marshals both distinct and overlapping recovery processes in response to these chemically distinct mercurials. Although our work was in a bacterium, the high evolutionary conservation of many of the genes whose expression we identified as mercury-vulnerable offers insights for the toxicology of mercury compounds in higher organisms.

## Methods

### Cell cultures

For each biological RNA-Seq replicate *E coli* K-12 MG1655 was subcultured from cryostorage on Luria-Bertani (LB) agar overnight at 37 °C. A half-dozen well-isolated colonies were used to inoculate a 20 ml starter culture in Neidhardt MOPS Minimal Medium (NM3) [25] (0.2% final glucose concentration) supplemented with 20 mg/L uracil and 500 μg/L thiamine, which was incubated at 37°C with shaking at 250 rpm overnight (~18 h). The overnight starter culture was diluted 1:30 to initiate the experimental culture and divided into three 500 ml flasks with 100 ml NM3 in each, which were incubated at 37°C with shaking at 250 rpm. When cultures reached OD_595_ ≈ 0.470 (~ 200 min), two cultures were made 3 μM mercuric chloride (HgCl_2_) or 3 μM phenylmercuric acetate (PMA) and the third was left as an unexposed control. Mercury stocks were prepared fresh for each growth experiment: 10 mM HgCl_2_ (Fisher) in water and 5 mM PMA (Sigma) in 25% dimethyl sulfoxide DMSO (Fisher), which is 2.1 mM or 0.015% *v*/v final concentration DMSO in culture. These mercurial exposures were chosen from prior pilot experiments to find exposure conditions (OD_595_, mercurial concentration and sampling times) that displayed a marked decrease in growth rate relative to the unexposed control but allowed subsequent restoration of rapid growth rate (i.e. recovery) within 1 h (approximately one generation in NM3) after mercurial exposure. Duplicate 1-ml aliquots of each culture were collected at 0 (unexposed control only), 10, 30, 60 min after mercurial exposure and immediately centrifuged at 20,800 *x g* for 3 min at 4 °C. Spent medium was aspirated and cell pellets were frozen at −70 °C within 5 min after collection. Seven biological replicates were prepared following this protocol and the average variance for all replicates in culture optical density over each 90-min experiment ranged from 0.0019 – 0.0073. The three biological replicates with the lowest variance between growth curves (range from 0.0007 – 0.0017 for all time points) were prepared for RNA-Seq.

### Purification of mRNA

One cell pellet from each condition and sampling time was thawed on ice for all three biological replicates; total RNA was isolated by RNA*snap*™ [26] and stored at −70 °C. DNA contamination was removed by two treatments with Turbo-DNase (Ambion; Life Technologies). RNA concentrations and A_260_/A_280_ ratios were determined using a Nanodrop™ 1000 spectrophotometer (Thermo Scientific). Ribosomal RNA depletion was performed with the Ribo-Zero™ rRNA removal kit for Gram-negative bacteria (Epicentre) and concentrated using RNA Clean and Concentrator™ -5 columns (Zymo Research) following the manufacturer’s instructions. Purified mRNA was quantified using the Nanodrop™ and stored at −70 °C.

### Library preparation and next-generation sequencing

The quality and quantity of rRNA-depleted RNA was assessed on a 2100 Bioanalyzer RNA pico chip (Agilent Technologies) using the manufacturer’s recommendations. Next-generation sequencing (NGS) libraries were prepared using the Kapa biosystems NGS stranded library prep kit for RNA-Seq with dual indexed Illumina adapters. Library insert size was ~150 bp, as determined by high-sensitivity NGS fragment analysis kit for Fragment Analyzer™ (Advanced Analytical Technologies) using the manufacturer’s instructions. Quantification of each library was done by qPCR and all 30 libraries were pooled in equal concentrations. The library preparation, quality analysis, and pooling were performed by the Georgia Genomics Facility (http://dna.uga.edu). Paired-end (2 × 50 bp) sequencing of the pooled libraries using the Illumina HiSeq 2000 platform was performed by the HudsonAlpha Institute for Biotechnology Genomic Services Laboratory (http://gsl.hudsonalpha.org). See Additional file 1: Table S1 for index and filename information for data uploaded to NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) with accession ID: GSE95575.

### Data processing and differential expression analysis

Quality control processing of sequence data was performed using Galaxy (https://galaxyproject.org) on the Georgia Advanced Computing Resource Center at the University of Georgia. The FASTX tools in Galaxy (http://hannonlab.cshl.edu/fastx_toolkit) were used for filtering by quality (80% of sequence ≥ quality score of 20), then reads were trimmed at both 5′ and 3′ ends using a window and step size of 1 with quality score ≥ 20. Forward- and reverse-read mate-pairs were assembled and aligned to the *Escherichia coli* MG1655 K-12 genome using Bowtie2 [27]. SAMtools [28] was used to convert Bowtie2 output (.bam file) to SAM format. The number of sequence reads that aligned to features in the annotation file (Escherichia_coli_str_k_12_substr_mg1655.GCA_000005845.2.24.gtf from http://bacteria.ensembl.org) were tabulated from the resulting SAM alignment files using the HTSeq-count program [29] with intersection non-empty mode. Mapped read counts were analyzed for significant differential expression (false discovery rate of ≤0.01, fold-change ≥2) using the baySeq package in R [30]. All genes that did not meet both the ≤1% FDR and ≥2 fold-change criteria were indicated as no-change in figures, tables, and text. Within baySeq, two-way comparisons using quantile normalization were made for all three biological replicate transcriptomes over time for HgCl_2_ exposure or PMA exposure versus the unexposed control. We also examined changes over time in the unexposed control culture itself.

## Results

### Effects of sub-acute mercury exposure on growth of MG1655

We defined sub-acute exposure as the concentration of mercury that clearly inhibited growth relative to the unexposed control but allowed cells to resume growth within 1 h or approximately one generation in this medium (Fig. 1a, Additional file 1: Figure S1). We chose restoration of growth rate, not stationary phase cell density, as the benchmark for recovery so as not to conflate normal cellular stationary phase “stop growing” signals with mercury-induced “stop growing” signals. Based on pilot experiments the appropriate dose proved to be 3 μM for both mercurials. Exposure to 4 - 5 μM HgCl_2_ prevented growth resumption during 1 h and the effects of PMA exposure were similar at 3 and 5 μM; exposure to 2.5 μM of either mercurial did not consistently retard growth (data not shown).

**Fig. 1:**
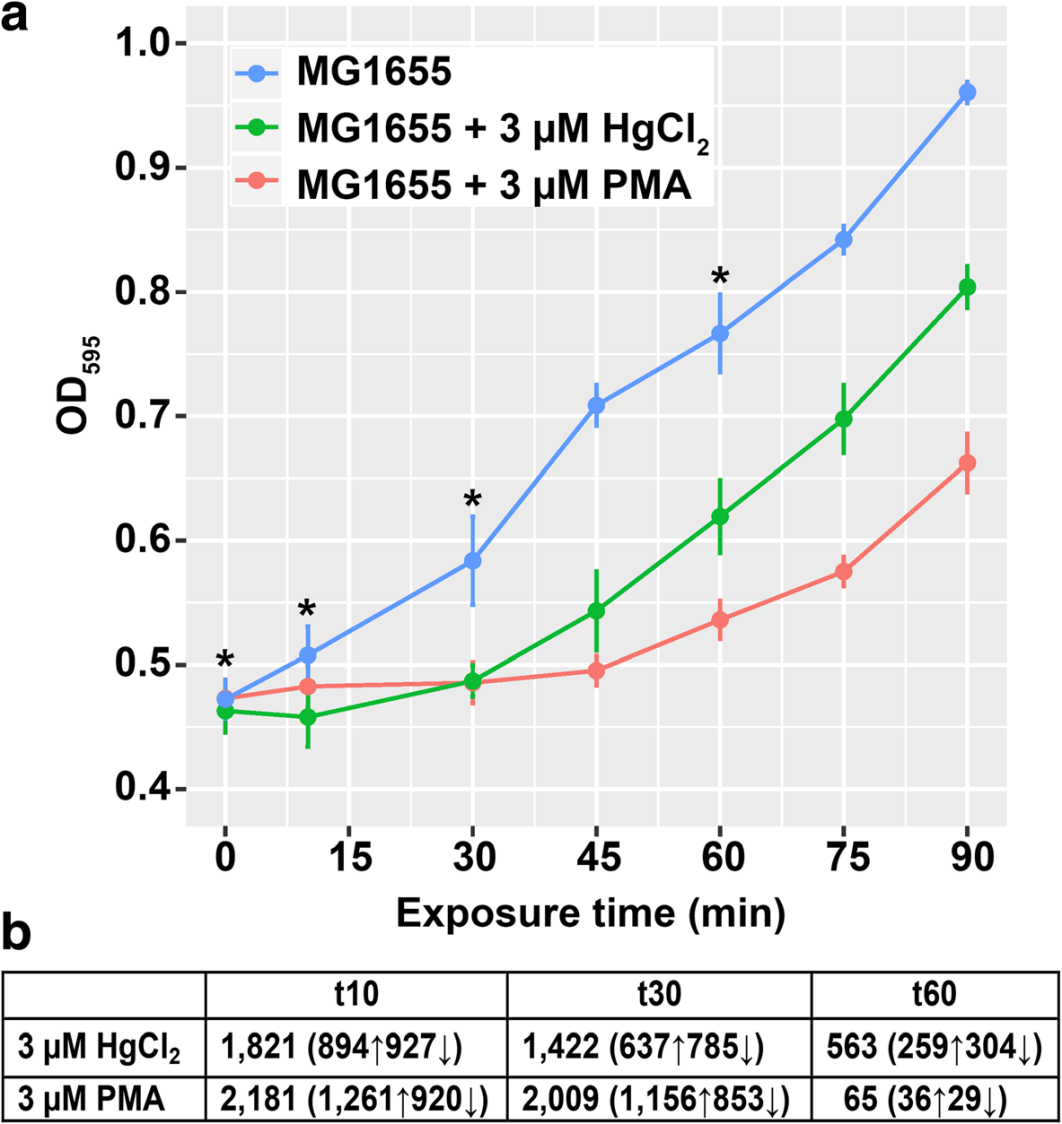
Effects of sub-acute mercury exposure on growth of MG1655. **a** *E. coli* K12 MG1655 grown in MOPS minimal medium, unexposed (blue) or exposed to 3 μM HgCl_2_ (red) or 3 μM PMA (green) during mid-log phase. Asterisks indicate sampling times for RNA-seq. Error bars are standard error (SEM) of 3 biological replicates for each culture condition. See Additional file 1: Figure S1 for full growth curve. **b** Significantly differentially expressed genes (DEG) counts (up-regulated or down-regulated) for HgCl_2_ and PMA relative to unexposed control culture at each time point

Cell-associated Hg (Additional file 1: Table S2 and Supporting Information Methods) declined slowly as has been reported previously for low level HgCl_2_ exposure of Hg sensitive cells and was attributed to non-specific endogenous reductants [31–33]. Bound Hg in cells exposed either to HgCl_2_ or to PMA declined similarly from ~50% of total Hg added to culture at 10 min to ~20% at 30 min, after which Hg loss from PMA-exposed cells continued to decline to 11% of input at 60 min. In contrast, cell-associated Hg in cells exposed to HgCl_2_ increased from 24% at 30 to 47% at 60 min. Presently, we have no simple explanation for this unexpected difference in cell-bound Hg in late exponential phase cultures, however it does echo our finding that cultures acutely exposed to 40 μM or 80 μM PMA or HgCl_2_ bound 24% or 208% more Hg(II) than PhHg, respectively [23]. Also notable was a brief drop in the culture optical density immediately after PMA exposure consistent with some cell lysis as has been reported [34]. The lack of apparent lysis after divalent HgCl_2_ exposure may be due to its ability to cross-link cell envelope proteins via their cysteines, which is not possible for monovalent PMA.

### Transcriptome benchmarks

Paired-end libraries averaged over 9.5 million reads and mapped reads provided an average of 143X coverage (Additional file 1: Figure S2). 

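Escherichia coli K-12 MG1655 growing exponentially in minimal medium with glucose was left unexposed or was made 3 µM in HgCl2 or in PMA, and RNA was sequenced from unexposed cells at 0, 10, 30 and 60 min and from cells of each exposure at 10, 30 and 60 min. Each of these 10 conditions has 3 biological replicates, and the 30 libraries were depleted of rRNA before sequencing. The authors aligned the read pairs with Bowtie2 to the MG1655 genome and counted them on the genes of its ASM584v2 annotation with HTSeq-count, and they deposited these counts for each gene and library without normalization. The table lists 4494 genes, of which 22 encode rRNA; the other 4472 were analysed here. Between 2744079 and 9142670 read pairs per library were counted on genes, with a median of 6564288.5. The medians were 6129913, 6612267 and 6673035 in unexposed cells at 10, 30 and 60 min, 6727819, 5490569 and 7746301 with HgCl2, and 8217153, 4844788 and 6375613 with PMA. Each exposure was compared with the unexposed cells of the same time by edgeR's quasi-likelihood test on TMM-normalized counts, in a fit of the 6 libraries compared, after genes with too few counts had been removed with filterByExpr. This left between 3751 and 4013 genes to test in a comparison. A gene was called a DEG, up-regulated or down-regulated, when its Benjamini-Hochberg adjusted p was at most 0.01 and its fold change at least 2 in either direction, the thresholds of the study. A log2 fold change is given with a standard error (SE), n = 3 libraries in each group. The SE is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Expression is given as counts per 1000000 of the TMM-scaled library size (CPM) with its SD. The CPM scaling was made over all 30 libraries, so a ratio of CPM values can differ from the fold change of a fit. Where the libraries of a group all had 3 counts or fewer, the fold change is given only as a lower bound. Where another setting changes a value, the value under it follows: without a replicate means that the libraries of that number were left out of each group compared, and DESeq2's size factors, upper-quartile normalization, total counts or quantile normalization (limma-voom) stand in place of TMM. The number in parentheses is then the log2 fold change under that setting. For medians of gene lists such values are given only in part.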

The sequencing data were of high quality, requiring removal of only 11% as low-quality reads. Of the high-quality reads, 97% of reads mate-paired, 99.4% of paired reads mapped to the genome and 82% of reads mapped to an annotated genome feature on average from all libraries.

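Over the 30 libraries, 87% ± 2.6 (SD, n = 30) of the counted read pairs fell on coding genes, and over the 12 unexposed libraries 88.8% ± 1.34 (SD, n = 12). The share was 89.4% ± 0.107 (SD, n = 3) in unexposed cells at 0 min and 86.8% ± 0.27 at 60 min. It was 88.6% ± 0.689, 83.7% ± 0.271 and 83.8% ± 2.85 with HgCl2 and 85.7% ± 0.773, 83.8% ± 0.398 and 89% ± 0.172 with PMA at 10, 30 and 60 min. At 30 min, each of the 3 libraries of either exposure had a smaller share than each unexposed library of that time (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The remaining read pairs fell on tmRNA, ncRNA, pseudogenes, tRNA and rRNA.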

Overall 89% of annotated mapped reads were to coding regions (CDS) based on raw un-normalized read counts per gene output from HTseq-count program [29] (Additional file 1: Figure S3, Table S3 and Additional file 2: Table S4). Pearson correlations of raw read counts confirmed that no strong biases were introduced in biological replicates for each condition (Additional file 1: Figures S4-S6). That dispersion is slightly greater in both mercury exposure conditions than in unexposed cultures, especially at later time points, is consistent with perturbations of multiple cellular processes.

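Pearson's r of the raw counts of replicates, across the 4472 non-rRNA genes, ranged from 0.987 to 0.9996 in the unexposed conditions, from 0.933 to 0.998 with HgCl2 and from 0.959 to 0.999 with PMA. These correlations are across genes, which are not independent replicates. The biological coefficient of variation, the square root of edgeR's common dispersion over the 3 libraries of a condition, was 14.8%, 8.44%, 15.6% and 14.8% in unexposed cells at 0, 10, 30 and 60 min. It was 21.2%, 21.1% and 38.8% with HgCl2 and 8.09%, 12.6% and 28.5% with PMA at 10, 30 and 60 min. With PMA at 10 and 30 min the variation was thus below that of the unexposed cells of the same time, and with HgCl2 it was above at each time. In every condition the replicates varied more than the sampling of reads alone gives, with a variance at least 3.58 times as large for the least variable pair of libraries. From the greater dispersion on exposure, the paper proposes that several cellular processes were perturbed.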

Mapped reads to rRNA constituted only 0.3% of total reads (std. dev. = 0.425) on average for all libraries (Additional file 1: Table S3) consistent with effective Ribo-Zero™ rRNA removal. 

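The rRNA genes took 0.294% ± 0.425 (SD, n = 30) of the counted read pairs, and at most 1.49% in a single library, of HgCl2-exposed cells at 30 min. By condition, the share lay between 0.00471% ± 0.00103 (SD, n = 3) with HgCl2 at 60 min and 0.74% ± 0.687 with PMA at 30 min.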

In the unexposed culture non-coding RNA’s (ncRNA) were 4% of total reads over all time points, but their percentage increased in mercury exposure conditions indicating greater differential expression of some ncRNA genes (details below). 

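Over the 12 unexposed libraries, 4% ± 0.628 (SD, n = 12) of the counted read pairs fell on the 63 ncRNA genes, rising from 3.6% ± 0.123 (SD, n = 3) at 0 min to 4.86% ± 0.351 at 60 min. The share was 4.99% ± 0.18, 6.74% ± 0.448 and 6.45% ± 1.44 with HgCl2 and 5.54% ± 0.365, 5.8% ± 0.358 and 3.71% ± 0.274 with PMA at 10, 30 and 60 min. At 10 and 30 min each exposed library was above each unexposed library of the same time (exact two-sided permutation test, p = 0.1, the smallest p possible), and with PMA at 60 min each was below. Of the ncRNA genes, 6 were up-regulated and 3 down-regulated with HgCl2 at 10 min, against 7 and 5 with PMA. At 30 min, 5 were up-regulated with HgCl2 and 9 with PMA. Up-regulated ncRNA genes with PMA at 10 min numbered 11 with upper-quartile normalization and 12 with total counts. Down-regulated ncRNA genes with PMA at 10 min numbered 3 without replicate 2, without replicate 3 and with total counts. Up-regulated ncRNA genes with HgCl2 at 30 min numbered 4 when adjusted over the list alone and 2 without replicate 1. The other counts of ncRNA genes adjusted over the list alone were the same.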

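The tmRNA gene ssrA (b2621) took 5.93% ± 0.823 (SD, n = 12) of the counted read pairs in unexposed cells, 5.39% ± 0.4 (SD, n = 3) at 0 min and 7.16% ± 0.187 at 60 min. Its share was 5.95% ± 0.54, 8.58% ± 0.19 and 8.89% ± 1.55 with HgCl2 and 7.7% ± 0.366, 8.59% ± 0.359 and 6.03% ± 0.485 with PMA at 10, 30 and 60 min, so that it was below the unexposed share with PMA at 60 min. After TMM normalization its log2 fold change was 0.29 (SE 0.11), 0.39 (SE 0.19) and 0.03 (SE 0.28) with HgCl2 and 0.19 (SE 0.08), 0.13 (SE 0.14) and -0.21 (SE 0.16) with PMA, and it passed the thresholds in none of the 6 comparisons.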

The very abundant tmRNA (*ssrA*) needed for rescuing stalled ribosomes [35] was 6% of total reads in the unexposed condition and although this percentage increased for mercury exposure conditions, the tmRNA gene (*ssrA*) was not differentially expressed under any condition. 

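The 178 pseudogenes of the annotation took 0.509% ± 0.195 (SD, n = 30) of the counted read pairs. The share fell from 0.522% ± 0.00317 (SD, n = 3) in unexposed cells to 0.231% ± 0.0317 with HgCl2 at 10 min and rose to 0.719% ± 0.00992 with PMA, with no overlap between the libraries of these 3 conditions. With HgCl2, 23 (12.9%) of them were up-regulated at 10 min, 9 at 30 min and 1 at 60 min. With PMA, 41 (23%) were up-regulated at 10 min, 40 at 30 min and 0 at 60 min. The direct contrast of the exposures at 10 min had 9 pseudogenes higher with HgCl2 and 21 higher with PMA. A pseudogene can share reads with an intact copy of the gene, which leaves these counts uncertain. Up-regulated pseudogenes with HgCl2 at 30 min numbered 6 when adjusted over the list alone and 3 without replicate 1. Up-regulated pseudogenes with HgCl2 at 60 min numbered 3 without replicate 2 and 0 without replicate 3. Pseudogenes lower with HgCl2 than with PMA at 10 min numbered 20 when adjusted over the list alone, 8 without replicate 1 and 32 with total counts. All other counts of pseudogenes adjusted over the list alone were the same.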

Pseudogenes accounted for less than 1% of total reads, but up to 35% (HgCl_2_) and 13% (PMA) of them were significantly up-regulated. The tRNA’s were less than 1% of total reads because the library preparation method we used was not optimized for such small RNAs. However, approximately 35% of these observed tRNA genes were significantly down-regulated during the first 30 min after exposure to either mercurial.

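The 86 tRNA genes took 0.329% ± 0.156 (SD, n = 30) of the counted read pairs. With HgCl2, 33 of them (38.4%) were down-regulated at 10 min and 22 (25.6%) at 30 min, against 39 (45.3%) and 32 (37.2%) with PMA. The median log2 fold change over the list was -0.86 and -0.60 with HgCl2 and -1.07 and -0.95 with PMA. Many tRNA genes have identical copies whose reads a counter cannot assign, so single tRNA genes are uncertain. The tRNA counts adjusted over the list alone were the same. Down-regulated tRNA genes with HgCl2 at 30 min numbered 7 without replicate 1 and 14 with total counts.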

### HgCl_2_ and PMA transcriptional responses are not the same

We expected that significantly differentially expressed genes (DEGs) in the mercury exposure conditions (compared to the unexposed cells) would change over time as the cells transitioned from initial growth stasis back into a normal growth rate. We also expected that some DEG responses would be similar because both mercurials are thiophilic and will bind to the cellular thiol redox buffer, glutathione (GSH), and to protein cysteine residues. However, since there are physiological differences and protein site preferences for each compound in acute Hg(II)- or PMA-exposure [23 and Zink et al. in preparation] we aimed here at a low exposure using a longitudinal protocol to discern more subtle distinctions between these mercurials as the cells experienced stasis and then recovered their growth rate. In the following sections, we first describe the bulk measures of gene expression over time and then describe differences in specific functional pathways.

### Differentially expressed genes: the view from 30,000 ft

#### Differentially expressed genes (DEG) for each condition and time point

DEGs were determined by pairwise comparisons of mercury exposure conditions relative to the unexposed culture at the corresponding time point (Fig. 1b and Additional file 3: Table S5). Ten minutes after exposure, expression of 41% or 49% of the 4472 non-rRNA genes changed significantly for HgCl_2_ or PMA-exposed cells, respectively (Fig. 1b). 

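At 10 min after exposure, 1773 genes (39.6% of the 4472 non-rRNA genes) passed the thresholds with HgCl2, 895 up-regulated and 878 down-regulated. With PMA the number was 1964 (43.9%), 929 up-regulated and 1035 down-regulated. Of the alternatives, edgeR's test of fold changes beyond 2 moved the HgCl2 count most, to 1059, and leaving out the fold change threshold moved the PMA count most, to 2925. Without TMM factors the median log2 fold change of all genes tested moved by -0.11 with HgCl2 and by 0.35 with PMA. The PMA split then became 1287 up-regulated and 856 down-regulated. With upper-quartile normalization the PMA median moved by 0.25 and the split was 1194 to 904, and with quantile normalization in limma-voom the median moved by 0.23. With DESeq2's size factors inside edgeR the HgCl2 median moved by -0.11. The direct contrast of HgCl2 with PMA at 10 min gave 1183 genes, 677 higher with HgCl2 and 506 higher with PMA, a split that became 473 to 852 without TMM factors.

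**Figure D1:**
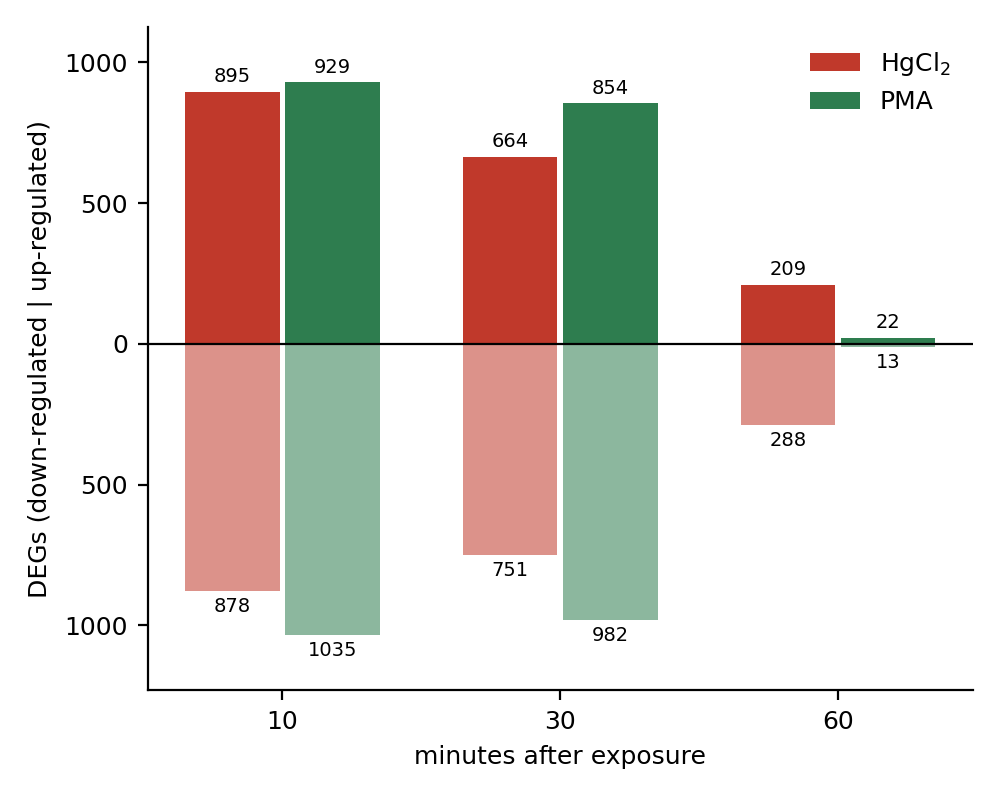
Number of DEGs (y axis, genes) in cells exposed to HgCl2 or PMA against unexposed cells of the same time (x axis, minutes after exposure), with up-regulated genes above the zero line and down-regulated genes below it. With HgCl2 the totals are 1773, 1415 and 497, and with PMA 1964, 1836 and 35, at 10, 30 and 60 min.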

At 30 min with growth still arrested, 32% of genes in the HgCl_2_-exposed cells were differentially expressed (Fig. 1b, a red). In contrast, PMA-exposed cells at 30 min began to recover their prior growth rate (Fig. 1a, green), but 45% of their genes remained differentially expressed (Fig. 1b). 

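At 30 min with HgCl2, 1415 genes (31.6%) were DEGs, 664 up-regulated and 751 down-regulated. Without replicate 1 the count was 1026, and without replicate 2 or 3 it was 1357 or 1390. Without TMM factors, which moved the median of all genes tested by 0.14, there were 791 up-regulated and 662 down-regulated genes.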

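With PMA at 30 min, 1836 genes (41.1%) were DEGs, 854 up-regulated and 982 down-regulated. Without TMM factors, which moved the median of all genes tested by 0.41, the split was 1267 to 765; the median moved by 0.22 with upper-quartile and by 0.25 with quantile normalization. The direct contrast of the exposures at 30 min gave 1167 genes, 651 higher with HgCl2 and 516 higher with PMA, or 542 and 644 without TMM factors and 545 and 637 with upper-quartile normalization. Between 10 and 30 min the log2 fold changes of PMA had a correlation of 0.901 across 3901 genes, and those of HgCl2 0.787 across 3756.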

By 60 min, the PMA-exposed cells were growing at nearly their pre-exposure rate and only 1.5% of genes were differentially expressed, whereas the HgCl_2_-exposed cells were still growing more slowly than pre-exposure with 13% of their genes still differentially expressed compared to the unexposed cells (Fig. 1b).

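At 60 min, 497 genes (11.1%) were DEGs with HgCl2, 209 up-regulated and 288 down-regulated, and 35 (0.783%) with PMA, 22 up-regulated and 13 down-regulated. Both counts depend on which replicates are used: with HgCl2 there were 405, 391 and 0 DEGs without replicate 1, 2 and 3, and with PMA 280, 0 and 1. In the 2 fits with 0 DEGs, 828 genes had an unadjusted p under 0.05 with HgCl2 without replicate 3 and 572 with PMA without replicate 2. DESeq2 gave 866 DEGs with HgCl2 and 259 with PMA, one fit of all 30 libraries 1002 and 239, and the replicate block 278 and 30. Without TMM factors, which moved the median of all genes tested by 0.28, the HgCl2 split was 341 up-regulated to 242 down-regulated, and with DESeq2 it was 456 to 410. On simulated counts with the spread of these libraries, the test recovered 85.8% of 197 changed genes at 60 min with HgCl2 and 96.4% of 195 with PMA. From the return of expression and of the growth rate, the paper reasons that PMA-exposed cells recovered sooner than HgCl2-exposed cells.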

#### Shared and unique genes at each time point for each exposure

The total distinct DEGs across all time points was slightly lower for HgCl_2_ (2327) than for PMA (2541) exposure (Fig. 1b and Additional file 1: Figure S7). 

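Across the 3 times, 2296 distinct genes were DEGs with HgCl2 and 2310 with PMA. With HgCl2, 216 genes were DEGs at all 3 times, and with PMA 22. Without replicate 3 the first count was 0 and without replicate 2 the second was 0, since no gene was then a DEG at 60 min; without replicate 1 the counts were 147 and 150. DESeq2 gave 404 and 131 such genes, one fit of all 30 libraries 437 and 109, and glmTreat 76 and 11. The change of the exposure effect between 10 and 60 min, tested as an interaction, passed the thresholds for 1467 genes with HgCl2 and 2019 with PMA. Without replicate 3 the HgCl2 count was 236 and without replicate 2 it was 866.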

More striking were the differences in DEGs at each time point; PMA-exposed cells modulated 20% more genes at 10 min (2181 vs 1821) and 40% more at 30 min (2007 vs 1422) than HgCl_2_ exposed cells. This trend completely reversed by 60 min when DEGs declined in both exposure conditions but HgCl_2_ exposed cells were still modulating ~9-fold more genes (563) than PMA-exposed cells (65), consistent with the latter recovering normal growth sooner (Fig. 1a). Also notable is the carryover of DEGs from one time point to the next where HgCl_2_ exposed cells have 1001 DEGs in common at 10 and 30 min after exposure but that number is 65% greater in PMA-exposed cells (1650) (Additional file 1: Figure S7). However, HgCl_2_ exposed cells have 52% more DEGs that are unique at 10 min compared to PMA-exposed cells (804 vs 529), i.e. more HgCl_2_ provoked DEGs occur sooner after exposure than later. 

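The direct contrast of the exposures, which does not pass through the unexposed cells, gave 93 genes at 60 min, 56 higher with HgCl2 and 37 higher with PMA. It gave 0 genes with the replicate block (the replicate number as a term of the fit), where 962 genes had an unadjusted p under 0.05. Without replicate 1, 2 and 3 it gave 263, 1 and 0 genes; without replicate 3, 477 had an unadjusted p under 0.05. DESeq2 gave 583 genes, 292 higher with HgCl2 and 291 higher with PMA, and without TMM factors the split was 61 to 25. The paper sets the larger number of DEGs with HgCl2 at 60 min beside the earlier return of PMA-exposed cells to normal growth in its growth curves.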

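With HgCl2, 991 genes were DEGs at both 10 and 30 min, and with PMA 1496. The HgCl2 count was 640 without replicate 1. Of these genes, 775 were no longer DEGs at 60 min with HgCl2 and 1474 with PMA.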

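The genes that were DEGs at 10 min alone numbered 738 with HgCl2 and 465 with PMA. These counts lay between 688 and 772 with HgCl2 and between 469 and 496 with PMA when each replicate was left out in turn. The paper concludes from the larger number with HgCl2 that more of its DEGs occur sooner after exposure than later.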

HgCl_2_ exposure also yields more DEGs that occur at all time points compared to PMA (Additional file 1: Figure S7) since there are very few DEGs at 60 min for PMA exposure.

#### Up-regulated vs. down-regulated genes for each exposure

Sorting expression simply into genes up-regulated or down-regulated by HgCl_2_ or PMA at each time point (Fig. 2) revealed additional quantitative distinctions between them. For up-regulated genes, PMA-provoked more unique DEGs than DEGs in common with HgCl_2_ exposure at all time points, in contrast to HgCl_2_ which had more DEGs in common than unique at all but the last time point. This trend was not continued for down-regulated genes where more genes were in common for both compounds than unique at all time points.

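At 10 min, 514 genes were up-regulated with both compounds, 381 with HgCl2 only and 415 with PMA only; at 30 min these counts were 380, 284 and 474, and at 60 min 7, 202 and 15. For down-regulated genes they were 657, 221 and 378 at 10 min and 595, 156 and 387 at 30 min. At 60 min, 6 genes were down-regulated with both compounds, 282 with HgCl2 only and 7 with PMA only. Other scalings changed the counts for 1 compound only: with HgCl2 only and with PMA only at 10 min, 219 and 714 genes were up-regulated without TMM factors, 279 and 590 with upper-quartile and 270 and 544 with quantile normalization, and 336 and 242, 273 and 289, and 285 and 301 were down-regulated. Up-regulated at 30 min without TMM factors were 552 genes with both, and 239 and 715 with HgCl2 only and with PMA only. If the calls with the 2 compounds were independent, 199.7 genes would be shared among the up-regulated and 240.0 among the down-regulated genes at 10 min. At 30 min these numbers would be 131.1 and 192.3, and at 60 min 1.08 and 0.98. Both compounds were compared with the same unexposed libraries, so independence is not what unchanged groups would give. In 20 simulations at each time, 0 genes were called with both compounds. There, unchanged groups were set against shared unexposed libraries, simulated with the same spread as those groups. Of the genes called with 1 compound only, 756 of 1333 at 10 min, 727 of 1243 at 30 min and 81 of 506 at 60 min also differed in the direct contrast of the compounds. At 60 min no gene was up- or down-regulated with both compounds without replicate 2 or replicate 3, where 1 of the 2 exposures has no DEG (without replicate 3, PMA has 1). Up- and down-regulated with both at 60 min were 33 and 78 genes without replicate 1, 61 and 73 with DESeq2, 62 and 92 with one fit of all 30 libraries, and 2 and 8 with the replicate block.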

**Fig. 2:**
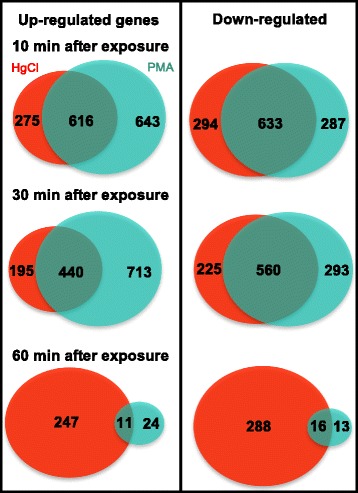
Overlap between differentially expressed genes at each sampling time. The 3 μM HgCl_2_ exposure is in red and the 3 μM PMA exposure in green. Ovals are to scale only at each time point, but not between between time points in a panel nor between left and right panels

Thus, early in exposure the cell reduced expression of a similar number of genes for both mercurials, but up-regulated expression of many more genes in response to PMA than to HgCl_2_, and these distinct trends persisted to the middle time point. By 60 min, gene expression of PMA-exposed cells closely resembled that of unexposed cells, but HgCl_2_ exposed cells still have many up- and down-DEGs, consistent with slower growth rate recovery by HgCl_2_ exposed compared to PMA-exposed cells (Fig. 1a).

#### Differentially expressed genes grouped by functional category

To sort our observations from a different perspective, the DEGs for each condition were grouped by Clusters of Orthologous Groups (COGs) to identify expression differences based on gene functions (Fig. 3 and Additional file 4: Table S6). For most COGs, both mercurials elicited their strongest responses, up- or down-regulated, within the first 10 min of exposure (Fig. 3); in most cases, the responses were of similar magnitude. At 30 min, the PMA (green) responses remained nearly the same, up- or down-regulated, but HgCl_2_ provoked responses (red) generally diminished, often sharply. By 60 min, expression in PMA-exposed cells was barely distinguishable from the unexposed cells in all COG categories, whereas HgCl_2_ exposed cells had notable differential expression in most COG categories.

**Fig. 3:**
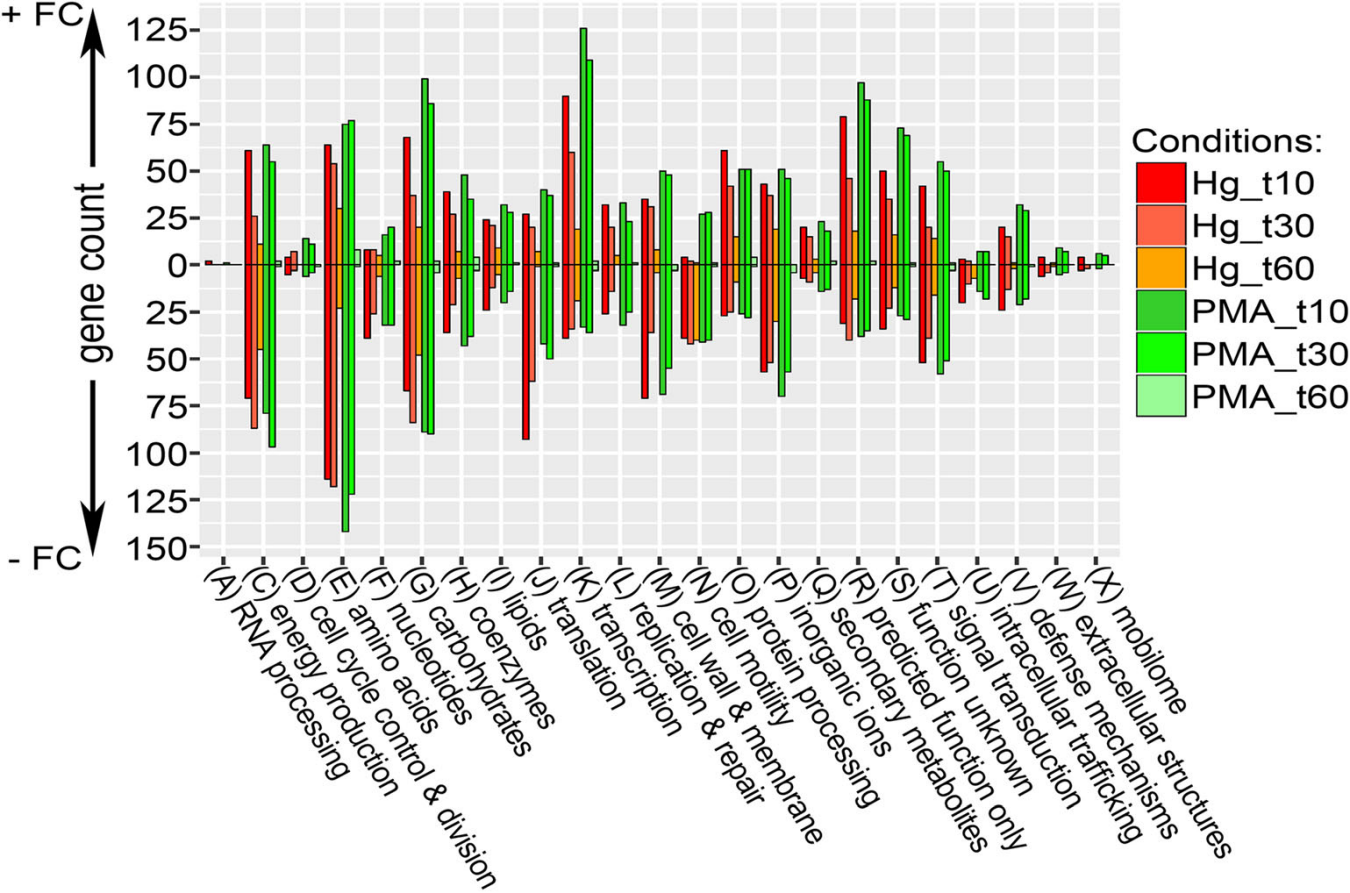
Counts of differentially expressed genes for each condition grouped by COG functional category. Genes with a log_2_ fold-change ≥1 for each condition were grouped by COG group. Positive counts represent observed up-regulated genes and negative counts represent observed down-regulated genes. COG code, number of proteins encoded by genome and category description: (A, 2) RNA processing and modification; (C, 284) Energy production and conversion; (D, 39) Cell cycle control, cell division, chromosome partitioning; (E, 355) Amino acid transport and metabolism; (F, 107) Nucleotide transport and metabolism; (G, 381) Carbohydrate transport and metabolism; (H, 179) Coenzyme transport and metabolism; (I, 121) Lipid transport and metabolism; (J, 236) Translation, ribosomal structure and biogenesis; (K, 294) Transcription; (L, 139) Replication, recombination and repair; (M, 242) Cell wall, membrane and envelope biogenesis; (N, 102) Cell motility; (O, 156) Post-translational modification, protein turnover, chaperones; (P, 223) Inorganic ion transport and metabolism; (Q, 68) Secondary metabolites biosynthesis, transport and catabolism; (R, 261) General function prediction only; (S, 203) Function unknown; (T, 191) Signal transduction mechanisms; (U, 50) Intracellular trafficking, secretion, and vesicular transport; (V, 91) Defense mechanisms; (W, 31) Extracellular structures; (X, 60) Mobilome, prophages, transposons

The four well-defined COG categories with the most DEGs were energy production (C), amino acid metabolism (E), carbohydrate metabolism (G), and transcription (K), which are also categories with a large number of genes (284, 355, 381, and 294 respectively) in *E. coli* (Fig. 3 legend)*.* COG categories R and S encoding poorly defined (261) or non-defined (203) genes were also represented proportionally. These data suggest both mercurials broadly affect most metabolic categories, albeit to different degrees and at different rates. However, four well-defined COG categories have strikingly different responses to HgCl_2_ and PMA. COG categories for nucleotide metabolism (F), translation (J), motility (N), and intracellular trafficking (U) have many fewer up-regulated genes in HgCl_2_ exposed cells than in PMA-exposed cells. There are relatively few DEGs involved in cell division (D), extracellular structures (W), and mobile genetic elements (X) and genes within these categories responded similarly to both mercurials. Thus, grouping DEGs by COGs illuminates the broad functional differences and similarities between HgCl_2_ and PMA exposure. Moreover, this view makes clear that DEGs occur in all functional categories for both compounds, but still display distinct differences in global transcriptional response to each compound. We provide gene-level detail on several of these functional groups below. Note that the COG database only includes functional annotations for 3398 of *E. coli’s* 4497 genes, but functional categories discussed below in more detail are not limited to COG-annotated genes.

A heat map of the DEGs log-fold changes (Fig. 4) provides a more granular look at all DEGs for both compounds across all time points. The heat map, using Ward’s minimum variance clustering method [36], shows considerable uniformity of up- and down-regulated expression during the 30 min after PMA exposure. In contrast, although HgCl_2_ exposed cells grossly shared many DEGs with PMA-exposed cells (Fig. 2), the heat map reveals a more variegated response to Hg(II) in which different genes are up- or down-regulated at all time points, in contrast to the relatively consistent response of PMA during recovery. 

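Over the 6 comparisons, 2958 genes were DEGs, of which 1310 (44.3%) were DEGs with 1 compound only. In opposite directions at the same time were 55 genes (1.86%): 31 at 10 min, 29 at 30 min and 0 at 60 min, and each of them also differed in the direct contrast of the compounds. Counting calls at different times as well, 90 genes were up-regulated with 1 compound and down-regulated with the other. This number leaves out genes that the same compound raised at 1 time and lowered at another.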

Overall, 34% of DEGs are unique to only one mercurial and ~3% of all DEGs had an opposite response to each compound (Additional file 3: Table S5). 

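Across 3776 genes tested in both comparisons, the log2 fold changes of HgCl2 and PMA had Pearson's r = 0.727 at 10 min, and r was 0.742 at 30 min and 0.454 at 60 min. Unchanged groups simulated against shared unexposed libraries, which were simulated too, gave a mean r of 0.534, 0.51 and 0.507. In the simulations all groups of a time had the same spread for each gene. At 60 min the biological coefficient of variation was 14.8% in unexposed cells, 38.8% with HgCl2 and 28.5% with PMA. The simulated r is therefore no benchmark for 60 min, and how much the shared libraries give there stays open. Of the genes, 80.5%, 77% and 64.7% changed in the same direction with both compounds at 10, 30 and 60 min, against 67.8%, 66.6% and 67% in the simulations. These values are across genes, which are not independent replicates.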

The most dramatic differences were at 60 min when HgCl_2_ exposed cells were still modulating many genes but PMA-exposed cells had only minor differences with unexposed cells, consistent with their faster recovery of normal growth (Fig. 1a). We dissect some of these differences in function-specific heat maps below.

**Fig. 4:**
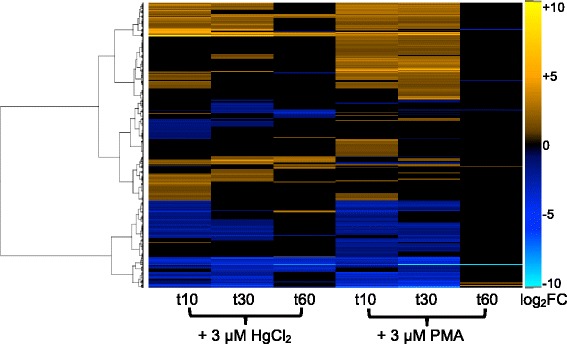
Differentially expressed genes at each RNA sampling time. Heat map of all genes that were differentially expressed in at least one mercury exposure condition (*n* = 3149). Genes were clustered by row using Ward’s minimum variance method [36] with non-squared log_2_ fold-change input values

We also used STRING (version 10.0) [37, 38] for unsupervised network analysis to identify gene clusters that were up-regulated in response to each compound (Additional file 1: Figure S8 and Additional file 5: Table S7). We focused on up-regulated genes on the working assumption that they are more likely to contribute to recovery than genes whose expression is turned down. Gene clusters were generated by STRING based on organism specific data mining to identify genes with a functional association, such as a common biological purpose, location within the same operon, or shared regulatory mechanism. Note that this network algorithm does not consider fold-change intensity of response; it enumerates only whether an up-regulated gene is present at a given time point. The up-regulated DEGs (nodes) of HgCl_2_ exposed cells formed several tight clusters encompassing 16 gene-ontology functions (GOFs) at 10 min, nine GOFs at 30 min, and seven GOFs at 60 min (Additional file 1: Figure S8 and Additional file 5: Table S7). In contrast, although there were more nodes for PMA-exposure at 10 and 30 min, there were fewer edges yielding no well-defined clusters at 10 min and only two GOFs at 30 min. This network analysis suggests that, although PMA provokes more DEGs than Hg(II) does, there is less functional congruence between the genes involved in the response to PMA. Specific gene and function changes are discussed further in the next section.

Lastly, as a control for using RNA-Seq in a longitudinal experiment, we observed DEGs at sequential time points in the unexposed control culture (Additional file 1: Figure S9 and Additional file 6: Table S8). 

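In the unexposed culture, 6 genes (0.134% of the non-rRNA genes) differed between 0 and 10 min, 271 (6.06%) between 10 and 30 min and 9 (0.201%) between 30 and 60 min at the same thresholds. Of the 271 genes, 119 rose and 152 fell. These counts changed with the fit: from 10 to 30 min there were 404, 0 and 0 genes without replicate 1, 2 and 3, with 1095 and 1245 at an unadjusted p under 0.05 in the last 2 fits. From 0 to 10 min there were 114, 0 and 0 genes in those fits, and from 30 to 60 min 38, 0 and 1. With the replicate block, 71 genes differed between 0 and 10 min and 39 between 30 and 60 min; with DESeq2, 95 and 89. At an unadjusted p under 0.05 there were 388 genes from 0 to 10 min without replicate 2, 673 genes from 0 to 10 min without replicate 3 and 405 genes from 30 to 60 min without replicate 2. All 6 genes between 0 and 10 min rose; other scalings gave 0 up and 1 down without TMM factors and 1 up and 1 down with quantile normalization; from 10 to 30 min the split was 146 up and 118 down without TMM factors and 139 up and 119 down with upper-quartile normalization.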

As expected, changes were gradual over time with no more than 5% of the genome being differentially expressed from one time point to the next. At the 60 min time point, as the cells approached stationary phase 815 genes were differentially expressed compared to mid-log (time 0). 

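Between 0 and 60 min, 841 genes (18.8%) differed in unexposed cells, 395 higher and 446 lower at 60 min, and between 0 and 30 min 495 (11.1%), 197 higher and 298 lower. Without replicate 1, 2 and 3 the 60-min counts were 873, 589 and 719, and the 30-min counts 636, 149 and 241.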

Sorting these DEGs by COGs (Additional file 1: Figure S9) and by STRING network analysis (Additional file 1: Figure S10 and Additional file 5: Table S7) showed, as expected, many DEGs were consistent with normal transitioning from mid-log to late-log phase [39, 40].

### Higher resolution view of expression differences in specific functional groups during recovery from exposure to HgCl_2_ or PMA

Taking the perspective that a toxicant is a kind of signaling molecule, we considered differences in gene expression for the 2 Hg compounds to reflect how the cell senses the biochemically distinct damage produced by these two metallo-electrophiles as manifest by what tools the cell calls upon to restore its viability. A quick snapshot of the great extent of these compound-specific differences can be seen in the genes with a > 20-fold increase in differential expression after HgCl_2_ exposure (Table 1) or PMA exposure (Table 2). Here we emphasize up-regulated genes on the working assumption they could contribute directly or indirectly to repairing damage caused by mercurial exposure. The 25 genes highly up-regulated by HgCl_2_ (Table 1) are involved in altering the cell surface, oxidative stress response and repair, protein chaperones, metals homeostasis, and ribonucleotide reductase. 

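At 10 min after HgCl2, 25 of the 25 genes of Table 1 were up-regulated, at 30 min 25 and at 60 min 14. The largest change was that of bhsA (b1112, 1169073 to 1169327 on the plus strand), from 4.52 ± 1.42 CPM (SD, n = 3) in unexposed cells to 8219 ± 1175 CPM at 10 min, a log2 fold change of 10.97 (SE 0.27) (adjusted p = 2.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 replicates). The list's median log2 fold change was 5.99 at 10 min, 5.32 at 30 min and 3.41 at 60 min. Since the study picked these genes from the same libraries, the counts adjusted within the list are not independent evidence. The prophage gene ymfJ overlaps a neighbouring gene on the other strand. If strands were not kept apart in counting, reads from the overlap cannot be assigned to either. Up-regulated genes of Table 1 with HgCl2 at 60 min numbered 18 when adjusted over the list alone and 0 without replicate 3. The remaining counts of genes of Table 1 adjusted over the list alone were the same.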

The vestigial prophage genes likely play no rescue role for the cell and were simply activated by generalized stress responses and have large fold-change values due to repressed expression under normal growth conditions. 

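With PMA, 20 of the genes that Table 1 lists were up-regulated at 10 min, 17 at 30 min and 2 at 60 min, and 1 was down-regulated at 60 min. The list's median log2 fold change with PMA was 3.09 at 10 min and 2.51 at 30 min. In the direct contrast of the compounds, 20 of them were higher with HgCl2 and 1 higher with PMA at 10 min, and 17 and 1 at 30 min. Up-regulated genes of Table 1 with PMA at 60 min numbered 0 without replicate 2 and replicate 3. Down-regulated genes of Table 1 with PMA at 60 min numbered 3 when adjusted over the list alone and without replicate 1 and 0 without replicate 2 and replicate 3. Genes of Table 1 higher with HgCl2 than with PMA at 30 min numbered 18 when adjusted over the list alone and 11 without replicate 1. All remaining counts of genes of Table 1 adjusted over the list alone were the same.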

The corresponding PMA response echoed only 8 of these 25 HgCl_2_ high-responders, and notably did not include the vestigial phage genes.

**Table 1:** Genes with ≥20 fold-change for at least two time points after HgCl_2_ exposure (*n* = 25)

Gene ID	Gene Name	Product Description	Hg t10	Hg t30	Hg t60	PMA t10	PMA t30	PMA t60
b1112	**bhsA**	Biofilm, cell surface and signaling defects, YhcN family	**1949**	**563**	**94**	**46**	**21**	n.s.
b4458	oxyS	OxyS sRNA activates genes that detoxify oxidative damage	**1524**	**1292**	**150**	10	6	n.s.
b4249	bdcA	c-di-GMP-binding biofilm dispersal mediator protein	**596**	**79**	7	16	2	n.s.
b3686	**ibpB**	Chaperone, heat-inducible protein of HSP20 family	**402**	**124**	**281**	**37**	**211**	9
b0812	dps	Stress-induced Fe-binding and storage protein	**339**	**52**	n.s.	4	2	n.s.
b4248	yjgH	Putative reactive intermediate deaminase, UPF0076 family	**296**	**24**	3	6	2	n.s.
b0849	grxA	Glutaredoxin 1	**246**	**33**	n.s.	14	4	n.s.
b1144	ymfJ	Function unknown, e14 prophage	**185**	**39**	n.s.	3	3	n.s.
b2582	**trxC**	Thioredoxin 2, zinc-binding; Trx2	**134**	**50**	7	**24**	**24**	n.s.
b1147	ymfL*	Function unknown, e14 prophage	**95**	**29**	n.s.	n.s.	3	n.s.
b1146	croE*	Cro-like repressor, e14 prophage	**90**	**40**	n.s.	n.s.	n.s.	n.s.
b3687	**ibpA**	Chaperone, heat-inducible protein of HSP20 family	**86**	19	**41**	10	**28**	4
b2531	iscR	Transcriptional repressor for isc operon; contains Fe-S cluster	**62**	**48**	9	12	18	n.s.
b1148	ymfM*	Function unknown, e14 prophage	**49**	**21**	n.s.	n.s.	n.s.	n.s.
b4599	yneM	function unknown, membrane-associated; regulated by PhoPQ	**38**	**36**	n.s.	3	3	n.s.
b2673	nrdH	NrdH-redoxin reducing oxidized NrdEF	**35**	**127**	**21**	7	14	n.s.
b4030	**psiE**	Pho regulon, regulated by phoB and cAMP	**35**	**64**	17	**38**	**59**	n.s.
b1684	sufA	Scaffold protein for assembly of iron-sulfur clusters	**32**	**39**	5	n.s.	3	n.s.
b1748	**astC**	Succinylornithine transaminase; carbon starvation protein	**30**	**31**	**25**	**34**	**36**	n.s.
b4663	**azuC**	Function unknown; membrane-associated	**27**	**25**	**36**	**41**	**49**	n.s.
b0484	copA	Copper-, silver-translocating P-type ATPase efflux pump	**25**	**20**	n.s.	5	n.s.	−10
b2674	nrdI	Flavodoxin required for NrdEF cluster assembly	**21**	**73**	**22**	4	7	n.s.
b1747	astA*	Arginine succinyltransferase, arginine catabolism	10	**20**	**29**	9	14	n.s.
b1020	**phoH**	ATP-binding protein, function unknown	8	**71**	**221**	**61**	**365**	n.s.
b4002	zraP	Zn-dependent periplasmic chaperone	3	**27**	**43**	n.s.	n.s.	−3

Table is sorted by Hg at 10 min column. n.s. = not significantly different from unexposed culture and boldface highlights actual values ≥20-fold. Gene names in boldface have a ≥ 20 differential expression response to both Hg and PMA in at least one time point (*n* = 8). Genes marked with an asterisk (*) had fewer than 11 average read counts for at least 2 time points in the unexposed condition and were operationally defined as being “off” in that condition. Such genes constituted, the lowest 15th percentile of all genes, based on raw read counts normalized across all libraries and across all biological replicates

**Table 2:** Genes with ≥20 fold-change in at least two time points for PMA exposure (*n* = 17)

Gene ID	Gene Name	Product Description	Hg t10	Hg t30	Hg t60	PMA t10	PMA t30	PMA t60
b3728	pstS	ABC phosphate transport system; periplasmic binding protein	n.s.	16	8	**86**	**165**	n.s.
b1020	**phoH**	ATP-binding protein, function unknown	8	**71**	**221**	**61**	**365**	n.s.
b0996	torC*	c-Type cytochrome	n.s.	n.s.	n.s.	**55**	**65**	**77**
b4060	**yjcB**	Function unknown	**33**	11	12	**52**	**35**	n.s.
b0399	**phoB**	Positive response regulator for pho regulon	4	**22**	3	**51**	**105**	n.s.
b1530	**marR**	Transcription repressor of multiple antibiotic resistance	**26**	7	n.s.	**48**	**29**	n.s.
b1531	marA	Transcriptional activator for multiple antibiotic resistance;	15	9	n.s.	**46**	**31**	n.s.
b1112	**bhsA**	Biofilm, cell surface and signaling defects, YhcN family	**1949**	**563**	**94**	**46**	**21**	n.s.
b1532	marB	marRAB multiple antibiotic resistance operon	16	8	n.s.	**45**	**27**	n.s.
b4663	**azuC**	Function unknown; membrane-associated	**27**	**25**	**36**	**41**	**49**	n.s.
b4030	**psiE**	Pho regulon, regulated by phoB and cAMP	**35**	**64**	17	**38**	**59**	n.s.
b3686	**ibpB**	Chaperone, heat-inducible protein of HSP20 family	**402**	**124**	**281**	**37**	**211**	9
b1748	**astC**	Succinylornithine transaminase; carbon starvation protein	**30**	**31**	**25**	**34**	**36**	n.s.
b3469	**zntA**	Zn(II), Cd(II), and Pb(II) translocating P-type ATPase	**40**	19	8	**29**	**22**	n.s.
b2582	**trxC**	Thioredoxin 2, zinc-binding; Trx2	**134**	**50**	7	**24**	**24**	n.s.
b4354	yjiY	Predicted transporter, function unknown	n.s.	n.s.	n.s.	**20**	**77**	n.s.
b1625	cnu	OriC-binding complex H-NS/Cnu	n.s.	10	n.s.	**20**	**24**	n.s.

Table is sorted by PMA at 10 min column. n.s. = not significantly different from unexposed culture and boldface highlights actual values ≥20-fold. Gene names in boldface have a ≥ 20 differential expression response to both Hg and PMA in at least one time point (*n* = 11). Genes marked with an asterisk (*) had fewer than 11 average read counts for at least 2 time points in the unexposed condition and were operationally defined as being “off” in that condition. Such genes constituted, the lowest 15th percentile of all genes, based on raw read counts normalized across all libraries and across all biological replicates

For PMA, the highly up-regulated genes are a distinct contrast to those for HgCl_2_. First, the maximum amplitude of the PMA-provoked differential expression is generally much less than for Hg(II)-provoked high differential expression (Table 1), which could reflect the lower uptake of PMA. 

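Of the 17 genes of Table 2, 17 were up-regulated with PMA at 10 min, 17 at 30 min and 2 at 60 min, with median log2 fold changes of 5.23 and 4.87 at the first 2 times. With HgCl2, 13 of these genes were up-regulated at 10 min and 15 at 30 min. The direct contrast at 10 min had 8 of them higher with PMA and 3 higher with HgCl2. These genes too were picked by the study from the same libraries. Each count of genes of Table 2 was the same when adjusted over the list alone. Up-regulated genes of Table 2 with PMA at 60 min numbered 5 without replicate 1, 0 without replicate 2 and 1 without replicate 3.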

Secondly, while 11 of the 17 PMA-provoked genes were also on the HgCl_2_ highly differential expression list, ion transport and antibiotic resistance loci were more prominent with PMA and prophage genes were absent.

These two snapshot tables make the points that both mercurials generate broad, but idiosyncratic, cellular responses. To place these “tips of many icebergs” in their larger cellular context, we used heat maps and tables of subsets of functionally related genes to discuss the differential effects of HgCl_2_ and PMA on 12 canonical cellular systems in the following sections.

#### Informational macromolecules

##### DNA replication, recombination and repair

Of the 24 genes for initiation and maintenance, and termination of chromosome replication, there were more genes down-regulated (8) than up-regulated (3) in response to HgCl_2_ and an equal number up- or down-regulated genes (7) in response to PMA (Additional file 7: Table S9). 

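With HgCl2, 2 of the 24 genes were up-regulated and 4 down-regulated at 10 min, and 2 and 2 at 30 min. With PMA, 4 were up-regulated and 7 down-regulated at 10 min, and 2 and 5 at 30 min. Over the 3 times together, 3 genes were up-regulated and 6 down-regulated at least once with HgCl2, against 4 and 7 with PMA. Counts of replication genes adjusted over the list alone were the same. Up-regulated replication genes with HgCl2 at 10 min numbered 1 without replicate 3. Down-regulated replication genes with HgCl2 at 10 min numbered 2 without replicate 1 and 7 without replicate 2. Down-regulated replication genes with HgCl2 at 30 min numbered 1 without replicate 1 and replicate 3.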

Of the 14 genes encoding the replicative polymerase holoenzyme, four genes capable of translesion synthesis (*polB*, *dinB*, *umuCD*) were up-regulated more by HgCl_2_ exposure (Additional file 7: Table S9), suggesting a greater degree of direct or indirect DNA damage by HgCl_2_ exposure. 

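At 10 min with HgCl2, the log2 fold change of polB (b0060) was 1.73 (SE 0.17), that of dinB (b0231) 2.07 (SE 0.22), that of umuC (b1184) 2.28 (SE 0.29) and that of umuD (b1183) 2.81 (SE 0.32). PMA gave -0.42 (SE 0.12), 0.01 (SE 0.12), 0.49 (SE 0.24) and 1.20 (SE 0.22) for the same genes, of which umuD was a DEG. All 4 were higher with HgCl2 in the direct contrast of the compounds at 10 min, by between 1.49 and 2.02 on the log2 scale. Over the list of 14 polymerase genes, 5 were up-regulated with HgCl2 at 10 min and 2 with PMA. From these genes the paper proposes more DNA damage, direct or indirect, with HgCl2. The polymerase counts adjusted over the list alone were the same. The gene umuD in the direct contrast at 10 min was not a DEG without replicate 1 (1.58).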

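With HgCl2, 11 of the 45 genes for repair and recombination were up-regulated and 16 down-regulated at 10 min, and 9 and 14 at 30 min. With PMA, 5 were up-regulated and 17 down-regulated at 10 min, and 5 and 18 at 30 min. The direct contrast at 10 min had 12 of the genes higher with HgCl2 and 4 higher with PMA. Up-regulated repair genes with HgCl2 at 30 min numbered 4 without replicate 1. Down-regulated repair genes with HgCl2 at 30 min numbered 15 when adjusted over the list alone and 7 without replicate 1. Up-regulated repair genes with PMA at 10 min numbered 8 with total counts. Up-regulated repair genes with PMA at 30 min numbered 10 with total counts. The other counts of repair genes adjusted over the list alone were the same.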

Of the 45 genes for repair and recombination proteins the transcriptional response to each mercurial was very similar (11 up-regulated and 16 down-regulated for HgCl_2_; 9 up-regulated and 18 down-regulated for PMA). But there were repair genes unique to each compound: *xthA*, *uvrAB*, *mutM,* and *recN* were only up-regulated by HgCl_2_; and *mutH* and *mutY* were only up-regulated by PMA.

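At 10 min with HgCl2, the log2 fold change was 3.80 (SE 0.16) for xthA (b1749), 1.65 (SE 0.11) for uvrA (b4058), 2.34 (SE 0.20) for uvrB (b0779), 1.96 (SE 0.13) for mutM (b3635) and 3.87 (SE 0.38) for recN (b2616). These genes changed by between -0.67 and 0.29 with PMA at 10 min and none was a DEG; in the direct contrast each was higher with HgCl2, by at least 1.54. At 60 min, mutM passed the thresholds with PMA, at 1.41 (SE 0.16). The log2 fold changes of mutH (b2831) and mutY (b2961) with PMA at 10 min were 1.53 (SE 0.11) and 1.03 (SE 0.08), and with HgCl2 0.40 (SE 0.14) and -0.53 (SE 0.13); both were lower with HgCl2 in the direct contrast, at -1.26 (SE 0.13) and -1.69 (SE 0.12). The gene mutM with PMA at 60 min was not a DEG without replicate 2 (1.42), without replicate 3 (1.47) or with the replicate block (1.42). The gene mutY with PMA at 10 min was not a DEG with DESeq2's size factors (1.00).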

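The recombinase gene recA (b2699, 2822711 to 2823769 on the minus strand) rose from 463 ± 43.4 CPM (SD, n = 3) to 4402 ± 2018 CPM with HgCl2 at 10 min, a log2 fold change of 3.37 (SE 0.30) (adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 replicates). With PMA it also passed the thresholds, at 1.05 (SE 0.07) at 10 min and 1.04 (SE 0.11) at 30 min. At 30 min with HgCl2 it stood at 1.70 (SE 0.27), and the direct contrast of the compounds gave 2.20 (SE 0.28) at 10 min and 0.56 (SE 0.25) at 30 min. The gene recA with HgCl2 at 30 min was not a DEG without replicate 1 (1.78).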

The *recA, recN,* and *xthA* DNA repair genes were the most highly up-regulated (≥10 fold) in response only to HgCl_2_. The *recA* gene, induced by double-strand DNA breaks, serves multiple roles in DNA repair [41, 42]. Curiously, expression of *recBCD,* which is needed for break repair, either did not change or declined compared to unexposed cells for both mercurials. 

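For recB (b2820) the log2 fold change was -1.93 (SE 0.16) with HgCl2 and -3.32 (SE 0.09) with PMA at 10 min, and for recD (b2819) -0.90 (SE 0.12) and -1.90 (SE 0.11). The gene recC (b2822) passed the thresholds in none of the 6 comparisons, with changes between -0.59 and 0.04. The gene recD with HgCl2 at 10 min was a DEG without replicate 3 (-1.01), with DESeq2's size factors (-1.01) and with total counts (-1.01).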

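At 10 min the log2 fold change of recG (b3652) was -2.83 (SE 0.13) with HgCl2 and -4.54 (SE 0.13) with PMA, that of nth (b1633) -1.59 (SE 0.24) and -3.30 (SE 0.17), that of hsdS (b4348) -4.25 (SE 0.14) and -6.23 (SE 0.15), and that of mcrC (b4345) -3.17 (SE 0.27) and -5.37 (SE 0.26). The genes recG, nth and hsdS were higher with HgCl2 than with PMA in the direct contrast at 10 min, by between 1.58 and 1.86, and mcrC had too few counts to be tested. The gene nth with HgCl2 at 10 min was not a DEG without replicate 1 (-1.32).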

Expression of several genes involved in repair (*recG*, *nth*, *hsdS*, and *mcrC*) were down-regulated by both compounds, but with larger negative fold-changes for PMA than HgCl_2_. Thus, the cells responded quickly to both mercurials, but some distinct responses suggest these two compounds directly or indirectly yield different kinds of DNA damage.

##### Transcription

Of the core RNA polymerase (RNAP) genes only PMA-exposure increased expression of a single gene *rpoZ* (ω subunit), but expression decreased in the remaining *rpoABC* core genes (Additional file 8: Table S10). 

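With PMA at 10 min, the log2 fold change of rpoZ (b3649) was 1.31 (SE 0.07), that of rpoB (b3987) -1.73 (SE 0.06) and that of rpoC (b3988) -1.86 (SE 0.08), and rpoA (b3295) was a DEG at 30 min, at -1.44 (SE 0.16). With HgCl2, rpoZ changed by -0.30 (SE 0.13) at 10 min and was lower than with PMA in the direct contrast, at -1.73 (SE 0.13). For rpoA with HgCl2, the log2 fold change was -0.41 (SE 0.12) at 10 min, -1.37 (SE 0.18) at 30 min and -0.34 (SE 0.45) at 60 min. The gene rpoA with PMA at 30 min was not a DEG with quantile normalization (-0.88). The gene rpoA with HgCl2 at 30 min was not a DEG without replicate 1 (-1.24).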

HgCl_2_ exposure did not change expression of any RNAP core genes except for a transient 3-fold drop in *rpoA* at 30 min. Only one of the five termination factors, the Rho-directed anti-terminator, *rof,* increased and did so for both mercurials with PMA again provoking a greater response.

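The log2 fold change of rof (b0189) was 2.49 (SE 0.16) with HgCl2 and 3.26 (SE 0.12) with PMA at 10 min, and 1.98 (SE 0.17) and 2.20 (SE 0.11) at 30 min. Between the compounds it did not pass the thresholds, with -0.88 (SE 0.10) at 10 min and -0.32 (SE 0.16) at 30 min in the direct contrast. The gene rof in the direct contrast at 10 min was a DEG with upper-quartile normalization (-1.02), total counts (-1.22) and quantile normalization (-1.01).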

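The gene rpoS (b2741) rose by a log2 fold change of 1.85 (SE 0.22) with HgCl2 and 3.57 (SE 0.07) with PMA at 10 min, a difference past the thresholds in the direct contrast, at -1.85 (SE 0.21). For rpoH (b3461) the values were 1.29 (SE 0.34) and 2.44 (SE 0.08) at 10 min and 2.17 (SE 0.21) and 2.04 (SE 0.15) at 30 min, and the direct contrasts of -1.27 (SE 0.33) and 0.03 (SE 0.21) did not pass. For rpoD (b3067) they were 1.38 (SE 0.10) with HgCl2 and 0.31 (SE 0.06) with PMA at 10 min, and the direct contrast, 0.94 (SE 0.09), did not pass. The gene rpoH with HgCl2 at 10 min was not a DEG without replicate 1 (1.29), without replicate 2 (0.85), with DESeq2's size factors (1.16) or with quantile normalization (1.23). The gene rpoH in the direct contrast at 10 min was a DEG with the replicate block (-1.40), upper-quartile normalization (-1.42), total counts (-1.63) and quantile normalization (-1.62).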

Genes for three sigma factors displayed increased expression upon exposure to either mercurial, with *rpoH* (heat shock sigma factor) and *rpoS* (stationary phase and stress response sigma factor) increasing more following PMA-exposure and *rpoD* (housekeeping sigma factor) only increasing after HgCl_2_ exposure. The effects of HgCl_2_ or PMA exposure on the regulation of genes within each regulon controlled by *E. coli’s* seven sigma factors are tabulated in Additional file 9: Table S11. Many genes are modulated differentially by HgCl_2_ or PMA-exposure, but no single sigma factor is uniquely responsible for increases or decreases in responses to these two compounds.

Many of the 203 transcriptional regulators annotated in the RegulonDB (Table 3) [43, 44] and the 1723 genes they control were expressed differently with the two mercurials (Additional file 10: Table S12). 

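Of 202 genes for transcription factors, 69 were up-regulated and 28 down-regulated with PMA at 10 min, and 57 and 26 at 30 min. With HgCl2 the counts were 65 and 28 at 10 min, 48 and 25 at 30 min, and 13 and 14 at 60 min. Directly contrasted, 21 were higher with PMA and 26 higher with HgCl2 at 10 min, and 36 and 23 at 30 min. Down-regulated transcription factor genes with PMA at 30 min numbered 17 with total counts. Up-regulated transcription factor genes with HgCl2 at 30 min numbered 49 when adjusted over the list alone. Up-regulated transcription factor genes with HgCl2 at 60 min numbered 6 without replicate 1, 0 without replicate 3 and 20 with total counts. Down-regulated transcription factor genes with HgCl2 at 60 min numbered 7 without replicate 2 and with the replicate block and 0 without replicate 3. Transcription factor genes lower with HgCl2 than with PMA at 10 min numbered 43 with total counts. Transcription factor genes higher with HgCl2 than with PMA at 30 min numbered 12 without replicate 1. All other counts of transcription factor genes adjusted over the list alone were the same.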

PMA provoked up-regulation of more transcription factor genes at 10 and 30 min than HgCl_2_ exposure, but slightly fewer down-regulated regulators (Table 3). Of all COG categories, transcription had the most up-regulated genes for both mercurials (Fig. 3 and Additional file 4: Table S6). PMA up-regulated ~40% more transcription related genes at 10 min and ~80% more genes at 30 min than HgCl_2_. Six activators (*mhpR, glcC, gadX, soxS, mlrA, phoB*) and three repressors (*mcbR, iscR, betI*) were up-regulated at all times for HgCl_2_, but *gadX* was the only activator gene up-regulated at all times for both mercurials (Additional file 10: Table S12). 

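Of the 6 activators and 3 repressors named, mhpR, glcC, phoB, iscR and betI were up-regulated with HgCl2 at all 3 times, with log2 fold changes at 60 min between 1.82 and 3.73. At 60 min the log2 fold change of gadX (b3516) was 2.57 (SE 0.50) with HgCl2 and 1.51 (SE 0.19) with PMA, that of soxS (b4062) with HgCl2 2.15 (SE 0.43) and that of mlrA (b2127) 1.95 (SE 0.56), none of them past the thresholds. The repressor gene mcbR had too few counts to be tested with HgCl2 at 10 min and was up-regulated at 30 and 60 min, at 2.96 (SE 0.38) and 3.37 (SE 0.52). The genes mhpR, glcC, iscR and betI with HgCl2 at 60 min were not DEGs without replicate 3 (3.67, 3.03, 3.19 and 2.00). The gene phoB with HgCl2 at 60 min was not a DEG without replicate 1 (1.65), without replicate 3 (1.77) or with the replicate block (1.76). The genes gadX and soxS with HgCl2 at 60 min were DEGs without replicate 2 (2.83 and 2.70) and with total counts (2.89 and 2.47). The gene gadX with PMA at 60 min was a DEG without replicate 1 (1.45) and with quantile normalization (1.58). The gene mcbR with HgCl2 at 60 min was not a DEG without replicate 1 (2.96) or replicate 3 (3.27).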

GadX is part of the RpoS regulon [45] and activates the acid resistance system and multidrug efflux [46, 47]. Details of transcription factors and their regulons are provided in Additional file 10: Table S12.

**Table 3:** Changes in transcription factor gene expression

Transcription factors (*n* = 203)						
	Hg_t10	Hg_t30	Hg_t60	PMA_t10	PMA_t30	PMA_t60
Up	63 (31)	46 (23)	14 (7)	86 (42)	78 (38)	1 (0.5)
Down	28 (14)	28 (14)	13 (6)	22 (11)	23 (11)	2 (1)

The sum of transcription factor genes either up-regulated or down-regulated is shown with the percentage of the total transcription factor genes in parenthesis; percents do not total 100 because genes with no change compared to unexposed cells are not tabulated here. See details in Additional file 10: Table S12

Lastly*, E. coli* has 65 currently annotated (ASM584v2), small non-coding RNAs. Although our RNA purification and library preparation methods were not optimized for their enrichment, we observed differential expression for a number of them (Additional file 3: Table S5, feature type “ncRNA”). ncRNAs up-regulated for both mercurials are involved in regulation of acid resistance (*gadY*), oxidative stress (*oxyS*)*,* and multiple transporters (*gcvB* and *sgrS*). In contrast, adhesion and motility (*cyaR*), and anaerobic metabolism shift (*fnrS*) were down-regulated by both compounds.

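The ncRNA gene gcvB (b4443) had a log2 fold change of 2.19 (SE 0.13) with HgCl2 and 3.18 (SE 0.10) with PMA at 10 min, and gadY (b4452) 1.63 (SE 0.39) and 1.30 (SE 0.34). The gene sgrS (b4577), which shares most of its length with sgrT, was a DEG with HgCl2, at 1.19 (SE 0.25), and not with PMA, at 0.66 (SE 0.21); the direct contrast was 0.40 (SE 0.15). The gene gadY with HgCl2 at 10 min was not a DEG without replicate 1 (2.02), without replicate 2 (1.52), without replicate 3 (1.23) or with quantile normalization (1.54). The gene gadY with PMA at 10 min was not a DEG without replicate 2 (1.52), without replicate 3 (0.84) or with quantile normalization (1.07). The gene sgrS with HgCl2 at 10 min was not a DEG without replicate 1 (0.88) or replicate 2 (1.14). The gene sgrS with PMA at 10 min was a DEG with total counts (1.01).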

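For cyaR (b4438) the log2 fold change at 10 min was -1.45 (SE 0.26) with HgCl2 and -2.50 (SE 0.19) with PMA. For fnrS (b4699) it was -3.96 (SE 0.24) and -1.90 (SE 0.17) at 10 min and -4.78 (SE 0.40) and -3.75 (SE 0.16) at 30 min, while its expression in unexposed cells rose from 38.2 ± 20.0 CPM (SD, n = 3) at 0 min to 362 ± 55.9 CPM at 30 min. The gene cyaR with HgCl2 at 10 min was not a DEG without replicate 1 (-1.59).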

##### Translation

Upon HgCl_2_ exposure 83 and 74% of ribosomal proteins (r-proteins) were down-regulated at 10 and 30 min, respectively, versus only 4 and 41% for PMA at the corresponding times (Fig. 5 and Additional file 1: Figure S9; data for all functional group heat maps are shown in Additional file 11: Tables S13 and Additional file 12: Table S14). 

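Of the 54 r-protein genes, 44 (81.5%) were down-regulated with HgCl2 at 10 min and 39 (72.2%) at 30 min, against 7 (13%) and 34 (63%) with PMA. The median log2 fold change was -1.65 and -1.21 with HgCl2 and -0.59 and -1.14 with PMA at 10 and 30 min. With PMA the medians were -0.10 and -0.63 with quantile normalization and -0.24 and -0.72 with total counts, and with HgCl2 at 30 min the median was -0.84 with quantile normalization. The direct contrast had 40 of the genes lower with HgCl2 at 10 min, and 2 lower and 3 higher at 30 min. Down-regulated r-protein genes with HgCl2 at 30 min numbered 24 without replicate 1 and 21 with quantile normalization. Down-regulated r-protein genes with PMA at 10 min numbered 2 with upper-quartile normalization and 1 with total counts and quantile normalization. Down-regulated r-protein genes with PMA at 30 min numbered 19 with total counts and 14 with quantile normalization. The r-protein genes lower with HgCl2 than with PMA at 10 min numbered 41 when adjusted over the list alone. The r-protein genes lower with HgCl2 than with PMA at 30 min numbered 1 without replicate 1 and replicate 2. The remaining counts of r-protein genes adjusted over the list alone were the same.

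**Figure D2:**
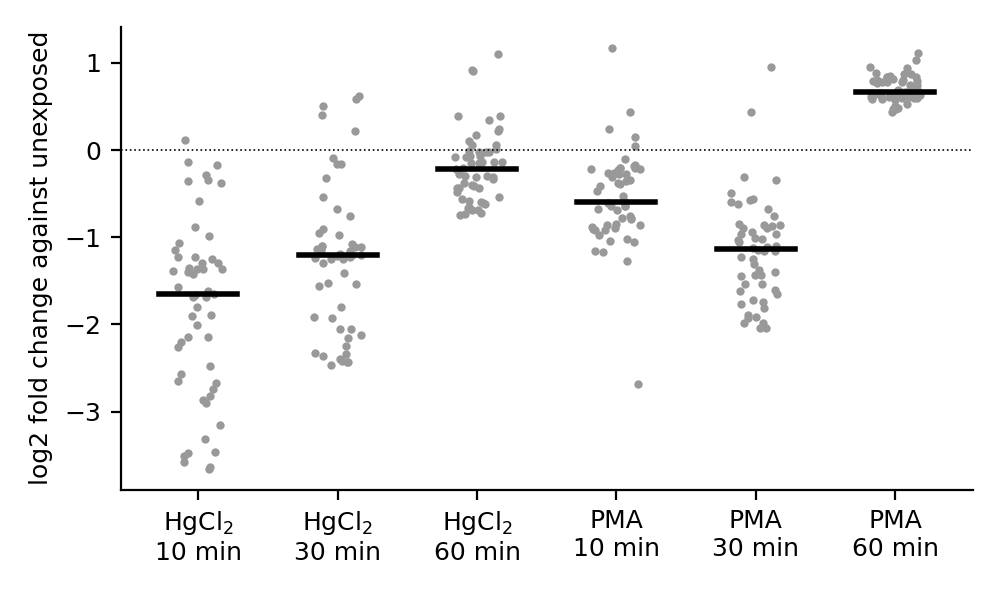
Log2 fold change (y axis) of each of the 54 r-protein genes (grey points) against unexposed cells of the same time, in the 6 comparisons of HgCl2 and PMA (x axis), with the median of each as a black bar. The median with HgCl2 is -1.65 at 10 min and -1.21 at 30 min.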

Transcription of r-proteins is repressed directly by binding of the nutritional stress-induced nucleotide ppGpp and DksA protein to RNAP [48]. 

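The log2 fold change of dksA (b0145) was 1.31 (SE 0.11) with HgCl2 and 1.63 (SE 0.07) with PMA at 10 min, and 1.94 (SE 0.13) and 2.05 (SE 0.12) at 30 min. At 10 min spoT (b3650) changed by -1.03 (SE 0.19) with HgCl2 and -1.69 (SE 0.08) with PMA, and relA (b2784) by 0.16 (SE 0.11) and 0.52 (SE 0.06). The gene spoT with HgCl2 at 10 min was not a DEG without replicate 1 (-1.04), without replicate 3 (-0.92) or with quantile normalization (-0.99).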

The ppGpp synthase genes, *spoT* and *relA*, were down-regulated or unchanged, but expression of *dksA* was up-regulated for both HgCl_2_ and PMA exposure. R-protein expression can also be inhibited by excess r-proteins binding to and inhibiting translation of their own mRNAs [49, 50].

**Fig. 5:**
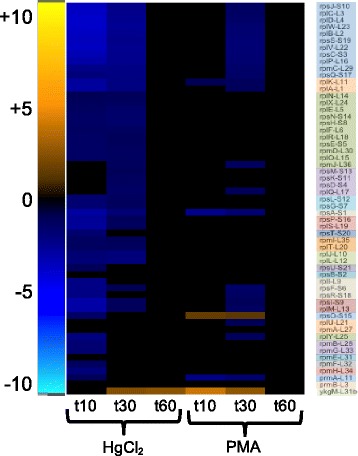
Ribosomal subunit protein genes. Genes are grouped and colored by operon (see larger Additional file 1: Figure S11 and Additional file 11: Table S13 for details)

Translation initiation and elongation factors were largely unchanged, but expression of all three peptide chain release factor genes were down-regulated for PMA and the ribosome recycling factor (*frr*) was up-regulated only for PMA, consistent with interruption of translation. 

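With PMA at 10 min, the log2 fold change of prfA (b1211) was -1.83 (SE 0.09), that of prfB (b2891) -1.31 (SE 0.06) and that of prfC (b4375) -1.65 (SE 0.06); with HgCl2, prfC was a DEG, at -1.55 (SE 0.13), and prfA and prfB were not. The gene frr (b0172) rose by 1.51 (SE 0.06) with PMA and changed by -0.11 (SE 0.11) with HgCl2 at 10 min, and the direct contrast was -1.75 (SE 0.10). Of the initiation factors, 1 was down-regulated with HgCl2 at 10 min and 0 with PMA, and of the 7 elongation factor genes 1 and 2; tufA and tufB among them have nearly the same sequence and share reads. Counts of these lists adjusted over the list alone were the same. Down-regulated initiation factor genes with HgCl2 at 10 min numbered 0 without replicate 1 and replicate 3. Down-regulated elongation factor genes with HgCl2 at 10 min numbered 2 without replicate 2 and replicate 3. The gene prfB with PMA at 10 min was not a DEG with total counts (-0.96) or quantile normalization (-0.96).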

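Of 23 tRNA synthetase genes, 8 were down-regulated and 1 up-regulated with HgCl2 at 10 min, against 7 and 1 with PMA. At 30 min, 3 were down-regulated with HgCl2, and 7 down-regulated and 2 up-regulated with PMA. Each count of tRNA synthetase genes was the same when adjusted over the list alone. Up-regulated tRNA synthetase genes with HgCl2 at 10 min numbered 0 without replicate 3. Down-regulated tRNA synthetase genes with PMA at 10 min numbered 4 with quantile normalization. Down-regulated tRNA synthetase genes with PMA at 30 min numbered 4 with upper-quartile normalization and 3 with total counts and quantile normalization. Up-regulated tRNA synthetase genes with PMA at 30 min numbered 1 without replicate 1.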

Eight tRNA-synthase genes declined with HgCl_2_ but PMA caused only four tRNA-synthase genes to decline and two to increase in expression (Additional file 12: Table S14). Both mercurials caused a relative decline in tRNA expression for most amino acids, especially arginine, lysine, methionine, tyrosine, and valine tRNAs. With very few exceptions, ribosome assembly and translation were shut down for up to 30 min by both compounds, but returned to normal levels by 60 min.

##### Macromolecular turnover and chaperones

Divalent inorganic mercury can stably crosslink proteins and their subdomains via cysteines, disrupting 3-dimensional structures and allosteric movements [51–53]. Although monovalent PMA cannot cross-link, it forms a bulky adduct with cysteines [23], which may compromise protein folding. The proteases and chaperones of the heat shock response degrade or repair misfolded proteins [54] and we found their expression was increased by both mercurials (Fig. 6 and Additional file 1: Figure S12 and Additional file 11: Table S13). 

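At 10 min the log2 fold change of lon (b0439) was 2.61 (SE 0.12) with HgCl2 and 1.19 (SE 0.07) with PMA, that of clpX (b0438) 1.86 (SE 0.11) and 1.23 (SE 0.06), that of clpP (b0437) 2.48 (SE 0.17) and 1.40 (SE 0.06), and that of ftsH (b3178) 2.57 (SE 0.11) and -0.08 (SE 0.07). Between the compounds at 10 min, lon and ftsH were higher with HgCl2, at 1.30 (SE 0.11) and 2.53 (SE 0.09), and clpX and clpP did not pass the thresholds, at 0.50 (SE 0.09) and 0.96 (SE 0.15). The gene lon in the direct contrast at 10 min was not a DEG with total counts (0.95). The gene clpP in the direct contrast at 10 min was a DEG without replicate 2 (1.10).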

At 10 min, expression of protease genes *lon, clpXP,* and *ftsH* had risen 4- to 6-fold with HgCl_2_ and *lon* and *clpXP,* but not *ftsH,* were up-regulated 3-fold with PMA. 

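With HgCl2, 12 of the 12 HSP and chaperone genes were up-regulated at 10 min, 6 at 30 min and 4 at 60 min, with median log2 fold changes of 2.47, 1.15 and 0.92. With PMA, 3 were up-regulated at 10 min, 6 at 30 min and 2 at 60 min, and in the direct contrast 10 were higher with HgCl2 at 10 min. Up-regulated HSP and chaperone genes with HgCl2 at 30 min numbered 2 without replicate 1. Up-regulated HSP and chaperone genes with HgCl2 at 60 min numbered 5 when adjusted over the list alone, 2 without replicate 1 and with the replicate block and 0 without replicate 3. Up-regulated HSP and chaperone genes with PMA at 10 min numbered 5 with upper-quartile normalization and quantile normalization and 6 with total counts. Up-regulated HSP and chaperone genes with PMA at 60 min numbered 9 when adjusted over the list alone and without replicate 1 and 0 without replicate 2 and replicate 3. All remaining counts of HSP and chaperone genes adjusted over the list alone were the same.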

HgCl_2_ provoked up-regulation of all 12 heat shock protein (HSP) and chaperone genes by 10 min, but only chaperones *clpB* and *ybbN* mRNAs remained elevated at 30 min. Two other HSP genes, Hsp15 (*hslR*) involved in stalled ribosome recycling and Hsp31 (*hchA*) an amino acid deglycase, were further up-regulated by HgCl_2_ at 60 min. In contrast, at 10 min PMA had up-regulated only five HSPs, increasing to six by 30 min and declining to three by 60 min. The *ibpA* and *ibpB* chaperone genes were among the most highly up-regulated genes for both HgCl_2_ and PMA and persisted throughout recovery*.*

**Fig. 6:**
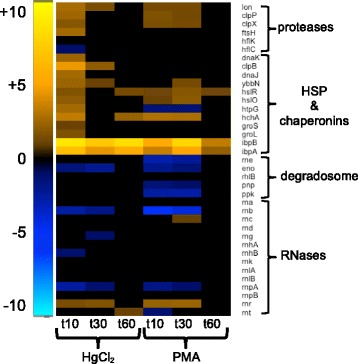
Protein and RNA turnover and repair. (see larger Additional file 1: Figure S12 and Additional file 11: Table S13 for details)

Of the 16 RNases and RNA processing enzymes only 3 increased: RNase R (3-fold for HgCl_2_ and 5-fold for PMA) for both compounds during first 30 min; RNase III two-fold for PMA at 30 min; and RNase T two-fold for HgCl_2_ at 60 min. 

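The log2 fold change of rnr (b4179) was 1.59 (SE 0.12) with HgCl2 and 1.98 (SE 0.07) with PMA at 10 min and 1.68 (SE 0.13) and 2.00 (SE 0.13) at 30 min. With PMA at 30 min, rnc (b2567) changed by 0.75 (SE 0.10), short of the thresholds. The gene rnt (b1652) was a DEG with HgCl2 at 60 min, at 1.12 (SE 0.21). Of the 16 genes of the list, 3 were down-regulated with HgCl2 at 10 min and 3 with PMA. Counts of RNase genes adjusted over the list alone were the same. The gene rnc with PMA at 30 min was a DEG with total counts (1.16) and quantile normalization (1.00). The gene rnt with HgCl2 at 60 min was not a DEG without replicate 2 (0.96), without replicate 3 (1.09), with the replicate block (1.09), with DESeq2's size factors (1.13) or with quantile normalization (1.02).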

The degradasome complex subunit genes (*rne, eno, rhlB, pnp, ppk*) [55] were all down-regulated for PMA during the first 30 min following exposure, except the helicase (*rhlB*), but only enolase was down-regulated for HgCl_2_ (Fig. 6 and Additional file 1: Figure S12 and Additional file 11: Table S13). 

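With PMA, rne, eno, pnp and ppk were down-regulated at 10 and 30 min, with log2 fold changes between -2.99 and -1.28, and rhlB (b3780) changed by -0.78 (SE 0.06) and -0.87 (SE 0.13), short of the thresholds. With HgCl2, eno (b2779) was the only one of the 5 genes to be a DEG at these times, at -1.40 (SE 0.11) and -2.06 (SE 0.16). The direct contrast at 10 min was 2.67 (SE 0.12) for rne (b1084) and 2.68 (SE 0.11) for ppk (b2501). For the RNase II gene rnb (b1286), the log2 fold change at 10 min was -2.45 (SE 0.14) with HgCl2 and -4.91 (SE 0.09) with PMA, and the direct contrast 2.35 (SE 0.14). The gene pnp with PMA at 30 min was not a DEG with total counts (-0.86) or quantile normalization (-0.62). The gene rhlB with PMA at 30 min was a DEG without replicate 3 (-1.02).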

Expression of RNase II (*rnb)* was also down-regulated for both compounds, but with relatively greater fold-changes observed for PMA. It is unclear what effect these changes in gene expression could have on RNA turnover and message decay rates while under mercury stress. As with the DNA metabolism genes, expression of the transcriptional apparatus shows that sufficient PMA was taken up to elicit both positive and negative responses distinct from HgCl_2_.

#### Energy production

##### Electron transport chain

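Of 80 ETC genes, 27 (33.8%) were down-regulated with HgCl2 at 10 min, 40 (50%) at 30 min and 21 (26.2%) at 60 min. With PMA, 34 (42.5%) were down-regulated at 10 min, 45 (56.2%) at 30 min and 0 at 60 min. Fewer were up-regulated, 11 with HgCl2 and 12 with PMA at 10 min. The list's median log2 fold change with PMA was -0.78 at 10 min and 0.17 at 60 min. At 10 min it was -0.427 with total counts, -0.535 with upper-quartile and -0.544 with quantile normalization. It was -0.841 with at least 10 counts in every library. Down-regulated ETC genes with HgCl2 at 60 min numbered 24 when adjusted over the list alone, 13 without replicate 2 and 0 without replicate 3. Down-regulated ETC genes with PMA at 60 min numbered 17 without replicate 1 and 1 with the replicate block. Up-regulated ETC genes with HgCl2 at 10 min numbered 7 with DESeq2's size factors and total counts and 6 with quantile normalization. The other counts of ETC genes adjusted over the list alone were the same.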

Expression of approximately 50% of all electron transport chain (ETC) genes was down-regulated during the first 30 min for HgCl_2_ and PMA, with individual gene responses being very similar for both compounds (Fig. 7 and Additional file 1: Figure S13 and Additional file 11: Table S13). By 60 min, only 26% of these genes were down-regulated for HgCl_2,_ and none were down-regulated for PMA. 

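Of the 13 genes of NADH:ubiquinone oxidoreductase, 11 (84.6%) were down-regulated with HgCl2 at 10 min and 13 (100%) at 30 min, against 11 (84.6%) and 10 (76.9%) with PMA. The list's median log2 fold change was -1.68 and -3.33 with HgCl2 and -3.19 and -2.53 with PMA. The NADH:ubiquinone oxidoreductase counts adjusted over the list alone were the same.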

Expression of NADH:unbiquinone oxidoreductase genes was down-regulated by both compounds, with 77 and 100% of these genes being down-regulated at 10 and 30 min, respectively. The ATP-synthase subunit genes were also strongly down-regulated by both mercurials at 10 and 30 min, but normal expression was restored at 60 min.

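With HgCl2, 9 of the 9 ATP synthase genes were down-regulated at 10 min and 8 at 30 min, and with PMA 6 and 7; at 60 min the counts were 0 and 0. The median log2 fold change at 10 min was -2.05 with HgCl2 and -1.48 with PMA, and at 60 min -0.87 and 0.37. Each count of ATP synthase genes was the same when adjusted over the list alone.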

**Fig. 7:**
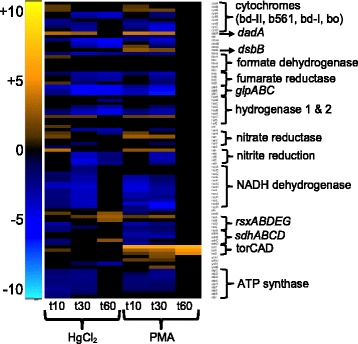
Electron transport chain and ATP-synthase. (see larger Additional file 1: Figure S13 and Additional file 11: Table S13 for details)

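At 30 min with PMA, the log2 fold change of torC (b0996) was 5.71 (SE 0.24), that of torA (b0997) 2.93 (SE 0.17) and that of torD (b0998) 1.87 (SE 0.25). Expression of torC rose from 0.989 ± 0.267 CPM (SD, n = 3) in unexposed cells to 53.1 ± 7.85 CPM. With HgCl2, torC had too few counts to be tested, torA was a DEG at 10 min, at 1.10 (SE 0.17), and torD was not, at 1.06 (SE 0.37). All 3 were higher with PMA in the direct contrast at 30 min, by between -5.37 and -1.76 as HgCl2 over PMA. The PMA cultures alone received dimethyl sulfoxide, so the effects of PMA and of the solvent cannot be told apart in this design. The gene torA with HgCl2 at 10 min was not a DEG without replicate 1 (0.97), with DESeq2's size factors (0.99), with total counts (0.99) or with quantile normalization (0.99).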

The *torCAD* locus that encodes the trimethylamine N-oxide anaerobic respiratory system was strongly up-regulated only by PMA exposure. This is likely an artifact of low-level basal expression and the dimethyl sulfoxide used to dissolve PMA. 

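With PMA at 30 min, the log2 fold change of dmsA (b0894) was -4.18 (SE 0.24), that of dmsB (b0895) -3.17 (SE 0.32) and that of dmsC (b0896) -1.37 (SE 0.27); at 10 min dmsC was higher than in unexposed cells, at 1.27 (SE 0.14). With HgCl2 at 30 min the changes were -4.46 (SE 0.31), -3.33 (SE 0.35) and -2.49 (SE 0.30). In unexposed cells dmsA rose from 43.1 ± 4.83 CPM (SD, n = 3) at 0 min to 453 ± 131 CPM at 30 min. The gene dmsC with PMA at 30 min was not a DEG without replicate 2 (-1.22), with total counts (-0.97) or with quantile normalization (-0.96).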

The final DMSO concentration, 0.015% vol/vol (2.1 mM), was not expected to have any biological effect [56] and the anaerobic DMSO reductase genes (*dmsABC*) were down-regulated. It is unlikely that either the *tor* or *dms* responses affect growth rate [57] or afford protection against either mercurial since over-expressed heme-dependent *torC* may be in the apoprotein form [58].

##### Carbon metabolism

Expression of genes for carbon metabolism decreased generally, but there were more up-regulated genes in response to HgCl_2_ and not all steps were affected equally by both mercurials (Additional file 1: Figure S14). 

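Of 10 pentose phosphate pathway genes, 4 were up-regulated with HgCl2 at 10 min, 1 at 30 min and 2 at 60 min, 5 genes in all, and with PMA 1 at 10 min and 0 at 30 min. The gene up-regulated with PMA was pgl (b0767), at 1.28 (SE 0.07); the direct contrast for it was 0.54 (SE 0.10). Counts of pentose phosphate genes adjusted over the list alone were the same. Up-regulated pentose phosphate genes with HgCl2 at 30 min numbered 0 without replicate 1 and replicate 2. Up-regulated pentose phosphate genes with HgCl2 at 60 min numbered 1 without replicate 2 and with the replicate block and 0 without replicate 3. Up-regulated pentose phosphate genes with PMA at 30 min numbered 1 without replicate 3.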

Expression of five genes of the pentose-phosphate pathway rose in at least one time point for HgCl_2_, but only *pgl* increased for PMA at 10 min. The ribose-5-phosphate isomerase gene (*rpiB*), which is a backup enzyme for the gene product of *rpiA* [59], was up-regulated 40-fold for HgCl_2_ at 10 min; although expression of *rpiA* did not differ from the unexposed cells for either mercurial at any time. 

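The gene rpiB (b4090, 4313350 to 4313796 on the plus strand) rose from 2.22 ± 0.899 CPM (SD, n = 3) to 82.4 ± 38.9 CPM with HgCl2 at 10 min, 40.0-fold, a log2 fold change of 5.32 (SE 0.46) (adjusted p = 1.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 replicates). With PMA its change at 10 min was 0.55 (SE 0.36). For rpiA (b2914), the 6 log2 fold changes lay between -0.24 and 0.88 and none passed the thresholds.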

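Of 18 glycolysis genes, 5 were down-regulated with HgCl2 at 10 min, 10 at 30 min and 5 at 60 min, and with PMA 10, 12 and 1. Between the compounds, 6 were higher with HgCl2 and 0 higher with PMA at 10 min. Down-regulated glycolysis genes with HgCl2 at 60 min numbered 7 when adjusted over the list alone, 3 without replicate 1, 2 without replicate 2 and with quantile normalization, 0 without replicate 3 and 1 with the replicate block. Down-regulated glycolysis genes with PMA at 60 min numbered 2 when adjusted over the list alone and 0 without replicate 2, without replicate 3 and with the replicate block. All other counts of glycolysis genes adjusted over the list alone were the same.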

Glycolysis responded similarly to both mercurials, with the greatest number of these genes being down-regulated at 30 min. The expression changes in TCA cycle genes were distinct for HgCl_2_ and PMA; six genes were up-regulated in at least one time point for HgCl_2_ and only one was up-regulated for PMA. 

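With HgCl2, 4 of the 17 TCA cycle genes were up-regulated and 6 down-regulated at 10 min, and 5 and 4 at 30 min. With PMA, 0 were up-regulated and 12 down-regulated at 10 min, and 1 and 10 at 30 min. The direct contrast had 11 of the genes higher with HgCl2 at 10 min and 12 at 30 min. Up-regulated TCA cycle genes with HgCl2 at 30 min numbered 3 without replicate 2. Down-regulated TCA cycle genes with HgCl2 at 30 min numbered 5 when adjusted over the list alone. The remaining counts of TCA cycle genes adjusted over the list alone were the same.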

Expression of several carbohydrate transport genes was down-regulated by both mercurials (Additional file 4: Table S6).

##### Nicotinamide adenine dinucleotide (NAD)

Expression of genes for nicotinamide adenine dinucleotide (NAD) and NAD-phosphate (NADP) synthesis and turnover pathways was repressed by mercury exposure (Additional file 1: Figure S15). 

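The log2 fold change of nadB (b2574) was -1.72 (SE 0.15) with HgCl2 and -2.90 (SE 0.10) with PMA at 10 min and -3.21 (SE 0.16) and -4.94 (SE 0.14) at 30 min; at 60 min it was -2.08 (SE 0.33) with HgCl2, a DEG, and -1.93 (SE 0.40) with PMA, not a DEG. For nadA (b0750) the change was -1.33 (SE 0.27) with HgCl2 and -2.67 (SE 0.12) with PMA at 30 min. The gene nadB with HgCl2 at 60 min was not a DEG without replicate 1 (-1.96) or replicate 3 (-1.87). The gene nadB with PMA at 60 min was a DEG without replicate 1 (-1.65). The gene nadA with HgCl2 at 30 min was not a DEG without replicate 1 (-1.29) or replicate 2 (-1.06).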

The biosynthesis genes were moderately down-regulated, with *nadB* being the only gene down-regulated for both mercurials at all times and *nadA* decreasing for HgCl_2_ at 30 and 60 min and for PMA at 30 min. Expression of the *pncABC* salvage pathway did not change. The NAD reduction pathways were more affected than the NADP reduction pathways, with only *pgi* down-regulated for both mercurials and *edd* down-regulated only for HgCl_2_. 

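With PMA at 10 min, the log2 fold change of pgi (b4025) was -3.23 (SE 0.07), that of pntA (b1603) -1.53 (SE 0.07) and that of pntB (b1602) -2.21 (SE 0.10). With HgCl2 at 30 min it was -1.33 (SE 0.14) for pgi and -1.33 (SE 0.13) for edd (b1851), and with PMA -0.99 (SE 0.13) for edd, with a direct contrast of -0.44 (SE 0.14). The gene pntA with PMA at 10 min was not a DEG with quantile normalization (-0.96). The gene edd with PMA at 30 min was a DEG without replicate 1 (-1.10) and with DESeq2's size factors (-1.002).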

The transhydrogenase (*pntAB*) was down-regulated only for PMA at 10 and 30 min. Expression of other genes for NAD to NADH reduction in glycolysis and the TCA cycle were also down-regulated for both mercurials, which reflects the overall decrease in metabolism and energy production pathways.

Globally, redox metabolism declined immediately after exposure and normal gene expression levels were not restored until growth recovered to the pre-exposure rate. KEGG maps created using iPath [60] depict system-wide metabolism changes over time (Additional file 1: Figures S16-S18 for HgCl_2_ and Additional file 1: Figures S19-S21 for PMA).

#### Central metabolism

##### Amino acid metabolism and transport

The two mercurials had distinct effects on expression of genes for biosynthesis of amino acids (Fig. 8 and Additional file 1: Figure S22). Since mercury targets cysteine thiol groups and will deplete the cellular reduced thiol pool, we expected an increase in cysteine and glutathione biosynthesis. Surprisingly, most genes for biosynthesis of these biothiols and for general sulfur metabolism were down-regulated or no different from the unexposed cells, with the exception of up-regulation of *cysE*, which is the first step in the biosynthesis pathway from serine.

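Of the 10 genes for cysteine and sulfur metabolism, 6 were down-regulated with HgCl2 at 10 min and 9 at 30 min, and 9 and 9 with PMA. For cysE (b3607) the log2 fold change with HgCl2 was 2.40 (SE 0.16) at 30 min, and with PMA 0.91 (SE 0.10). The cysteine and sulfur counts adjusted over the list alone were the same. Down-regulated cysteine and sulfur genes with HgCl2 at 10 min numbered 2 without replicate 1. The gene cysE with PMA at 30 min was a DEG with upper-quartile normalization (1.13), total counts (1.32) and quantile normalization (1.17).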

**Fig. 8:**
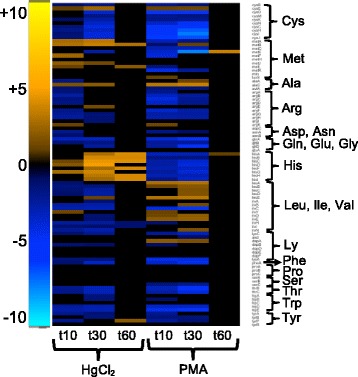
Amino acid biosynthesis. (see larger Additional file 1: Figure S22 and Additional file 11: Table S13 for details)

Methionine biosynthesis gene expression increased for 7 genes with HgCl_2,_ but 11 genes were down-regulated with PMA, especially *metE* dropping 187-fold with PMA at 30 min (Fig. 8 and Additional file 1: Figure S22). 

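With HgCl2, 5 of the 11 genes for methionine were up-regulated at 10 min and 5 at 30 min; with PMA, 8 and 5 were down-regulated. Compared directly, 8 were higher with HgCl2 at 10 min and 8 at 30 min. Expression of metE (b3829, 4013053 to 4015311 on the plus strand) fell with PMA at 30 min from 8579 ± 2659 CPM (SD, n = 3) to 38.6 ± 13.4 CPM, a log2 fold change of -7.83 (SE 0.37) (adjusted p = 5.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 replicates), and at 60 min it was above the unexposed level, at 3.45 (SE 0.36). Each count of methionine genes was the same when adjusted over the list alone. Up-regulated methionine genes with HgCl2 at 10 min numbered 3 without replicate 1. Up-regulated methionine genes with HgCl2 at 30 min numbered 2 without replicate 3. The gene metE with PMA at 60 min was not a DEG without replicate 2 (3.70) or replicate 3 (3.55).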

Expression of genes for histidine synthesis also responded differently to each mercurial, rising dramatically with HgCl_2_ at 30 to 60 min. In contrast, all *his* genes expression dropped with PMA from 10 to 30 min. 

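With PMA, 8 of the 8 his genes were down-regulated at 10 min and 8 at 30 min, and at 60 min 1 was up-regulated. With HgCl2, 0 were up-regulated at 10 min, 8 at 30 min and 0 at 60 min, with median log2 fold changes of 0.42, 3.33 and 3.78. The direct contrast had 8 of them higher with HgCl2 at 10 min and 8 at 30 min. At 60 min with HgCl2, their log2 fold changes lay between 0.72 and 4.08. Up-regulated his genes with PMA at 60 min numbered 0 without replicate 2, without replicate 3 and with the replicate block. Up-regulated his genes with HgCl2 at 10 min numbered 4 without replicate 3. Up-regulated his genes with HgCl2 at 60 min numbered 6 when adjusted over the list alone and 7 without replicate 2. The his genes higher with HgCl2 than with PMA at 10 min numbered 4 without replicate 1. All remaining counts of his genes adjusted over the list alone were the same. The genes hisA, hisB, hisC, hisD, hisF, hisH and hisI with HgCl2 at 60 min were DEGs without replicate 2 (4.39, 4.34, 4.71, 4.12, 4.31, 4.38 and 4.30).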

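Of 14 genes for leucine, isoleucine and valine, 9 were down-regulated with HgCl2 at 10 min and 11 at 30 min; with PMA, 3 and 9 were up-regulated and 2 and 2 down-regulated. Compared directly, 9 were lower with HgCl2 at 10 min and 10 at 30 min. Counts of branched-chain amino acid genes adjusted over the list alone were the same. Up-regulated branched-chain amino acid genes with PMA at 10 min numbered 6 with upper-quartile normalization, total counts and quantile normalization. Down-regulated branched-chain amino acid genes with PMA at 30 min numbered 1 without replicate 3.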

Genes for the synthesis of leucine, isoleucine, and valine had the opposite response, with most down-regulated with HgCl_2_ but up-regulated with PMA. Expression of other amino acid biosynthetic pathways was largely unchanged or declined with both mercurials. Branched-chain (*livKHMGF*), dipeptide (*dppABCDF*), and oligopeptide (*oppABCDF*) transporters were also down-regulated for both mercurials, with greater relative negative fold-changes for PMA (Additional file 3: Table S5).

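Of the 5 liv genes, 5 were down-regulated with HgCl2 and 5 with PMA at 10 min, of the 5 dpp genes 4 and 5, and of the 5 opp genes 4 and 5. Compared directly at 10 min, 1 of the liv, 4 of the dpp and 4 of the opp genes were higher with HgCl2. Counts of these lists adjusted over the list alone were the same. Down-regulated dpp genes with HgCl2 at 10 min numbered 1 without replicate 1. Down-regulated opp genes with HgCl2 at 10 min numbered 2 without replicate 1. The liv genes higher with HgCl2 than with PMA at 10 min numbered 0 without replicate 1. The opp genes higher with HgCl2 than with PMA at 10 min numbered 2 without replicate 1, without replicate 3 and with total counts.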

##### Inorganic ion transport and metallochaperones

Inorganic Hg(II) can displace beneficial thiophilic metals from their native binding sites in proteins, potentially affecting transport and disrupting transition metal homeostasis [23], leading to expression changes for non-ferrous metal cation and oxoanion transporters (Fig. 9 and Additional file 1: Figure S23 and Additional file 11: Table S13), iron homeostasis (Fig. 10 and Additional file 1: Figure S24 and Additional file 11: Table S13) and metal-binding proteins and enzymes (Additional file 13: Table S15).

**Fig. 9:**
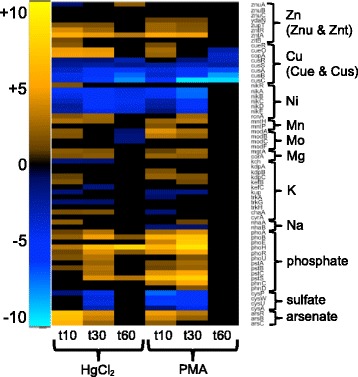
Non-ferrous metals homeostases. (see larger Additional file 1: Figure S23 and Additional file 11: Table S13 for details)

**Fig. 10:**
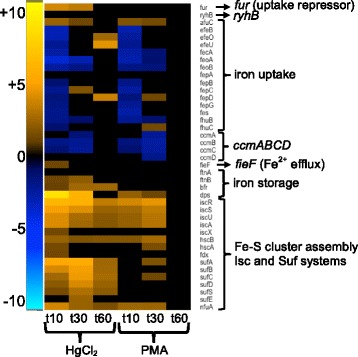
Iron homeostasis. (see larger Additional file 1: Figure S24 and Additional file 11: Table S13 for details)

Inorganic mercury exposure releases labile iron, which could itself increase oxidative stress via Fenton chemistry under aerobic growth [23, 61]. Most iron uptake pathways declined early for both mercurials, consistent with the observed increase in expression of the Fur repressor. 

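Of 15 iron uptake genes, 12 were down-regulated with HgCl2 and 12 with PMA at 10 min, and 3 and 4 at 30 min. Expression of fur (b0683) rose with HgCl2 by 3.72 (SE 0.14) at 10 min and 3.15 (SE 0.18) at 30 min, and changed by 0.47 (SE 0.07) and 0.53 (SE 0.11) with PMA. Down-regulated iron uptake genes with HgCl2 at 10 min numbered 13 when adjusted over the list alone and 7 without replicate 1. Down-regulated iron uptake genes with HgCl2 at 30 min numbered 0 without replicate 1. The other counts of iron uptake genes adjusted over the list alone were the same.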

The cytochrome *c* maturation genes that transport heme to the periplasm (*ccmABCDE*) were also down-regulated for both mercurials. The putative ferrous iron and zinc efflux pump, *fieF* [62] increased 2-fold for HgCl_2_ at 10 min only, suggesting it may have a transient role in restoring one or both of these homeostases.

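The log2 fold change of fieF (b3915) was 1.20 (SE 0.13) with HgCl2 at 10 min and 0.33 (SE 0.11) at 30 min. It was 0.45 (SE 0.07) with PMA at 10 min, and the direct contrast was 0.63 (SE 0.12).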

There are two iron-sulfur (Fe-S) cluster assembly pathways in *E. coli* [63, 64]. 

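Of the 7 isc genes, 7 were up-regulated with HgCl2 at 10 min, 5 at 30 min and 5 at 60 min, and with PMA 5, 6 and 0. The median log2 fold change at 10 min was 3.89 with HgCl2 and 1.86 with PMA, and the direct contrast had 5 genes higher with HgCl2 at 10 min and 1 at 30 min. The isc counts adjusted over the list alone were the same. Up-regulated isc genes with HgCl2 at 60 min numbered 0 without replicate 3. The isc genes higher with HgCl2 than with PMA at 30 min numbered 0 without replicate 1 and 2 without replicate 2.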

Expression of the primary Isc system (*iscRSUA*, *hscBA*, and *fdx*) increased strongly for both mercurials, but with greater relative changes for HgCl_2_ (Fig. 10 and Additional file 1: Figure S24 and Additional file 11: Table S13). The secondary Fe-S cluster assembly system *sufABCDSE*, which activates under oxidative stress or iron limiting conditions also increased greatly, but only for HgCl_2_. These transcriptional responses confirm and extend biochemical findings [23] that Fe-S clusters are more vulnerable to inorganic mercury than to organomercurials and the cell quickly tries to repair this damage.

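With HgCl2, 5 of the 6 suf genes were up-regulated at 10 min and 6 at 30 min, with median log2 fold changes of 2.19 and 4.08; with PMA the counts were 0 and 0 and the medians -0.07 and 0.62. Directly contrasted, 5 genes were higher with HgCl2 at 10 min and 6 at 30 min. From the isc and suf genes the paper reasons that Fe-S clusters are more vulnerable to inorganic mercury than to organomercurials. At 30 min with PMA the median was 0.84 with upper-quartile normalization, 1.03 with total counts and 0.78 with quantile normalization. Each count of suf genes was the same when adjusted over the list alone. Up-regulated suf genes with PMA at 30 min numbered 1 without replicate 3 and at an adjusted p of at most 0.05, 2 with upper-quartile normalization and with no fold change threshold, and 3 with total counts. The suf genes higher with HgCl2 than with PMA at 30 min numbered 3 without replicate 1. The median of suf genes with PMA at 10 min was 0.18 with upper-quartile normalization and 0.28 with total counts.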

Expression of the zinc transporter *zupT* increased modestly in the 3- to 5-fold range for both mercurials during the first 30 min (Fig. 9 and Additional file 1: Figure S23 and Additional file 11: Table S13). In contrast, expression of the P-type ATPase zinc efflux pump, *zntA* [65] increased in the 20- to 40-fold range for both mercurials at 10 and 30 min and the periplasmic Zn-binding protein ZraP was up-regulated throughout recovery. 

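At 10 min, zntA (b3469, 3606451 to 3608646 on the plus strand) rose 41.4-fold with HgCl2, from 111 ± 14.3 CPM (SD, n = 3) to 4226 ± 853 CPM, and 24.2-fold with PMA, to 2677 ± 64.6 CPM. The direct contrast of the compounds, 0.66 (SE 0.13), did not pass the thresholds. For zraP (b4002) the log2 fold change was 1.51 (SE 0.20) with HgCl2 at 10 min and 4.78 (SE 0.26) at 30 min, and -0.43 (SE 0.39) and -0.15 (SE 0.41) with PMA. The zinc transporter gene zupT (b3040) rose by 1.66 (SE 0.12) with HgCl2 and 2.09 (SE 0.08) with PMA at 10 min.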

*E. coli* has two copper/silver efflux systems, Cue and Cus [66]. Surprisingly, the Cus system genes (*cusRS, cusCFBA)* primarily used under anaerobic conditions were among the most down-regulated genes under PMA exposure. 

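Of the 6 cus genes, 5 were down-regulated with PMA at 10 min and 6 at 30 min, and with HgCl2 6 and 6. For cusC (b0572) the log2 fold change at 30 min was -9.82 (SE 0.29) with PMA and -6.05 (SE 0.61) with HgCl2, while its expression in unexposed cells rose from 469 ± 82.8 CPM (SD, n = 3) at 0 min to 1494 ± 362 CPM at 30 min. The direct contrast at 30 min had 1 cus gene higher with HgCl2. Counts of cus genes adjusted over the list alone were the same. The cus genes higher with HgCl2 than with PMA at 30 min numbered 0 without replicate 1 and 2 without replicate 2 and replicate 3.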

The Cue system consists of the multi-copper oxidase, CueO, and a P-type ATPase, CopA, both regulated by the MerR homolog, CueR. 

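The fold changes of cueO (b0123) and copA (b0484) with HgCl2 were 21.5 and 25.9 at 10 min and 18.1 and 20.8 at 30 min. They were 4.59 and 3.78 with PMA at 10 min, and at 30 min the log2 fold changes were -0.44 (SE 0.40) and -0.78 (SE 0.45). In the direct contrast at 10 min both were higher with HgCl2, by 2.10 (SE 0.19) and 2.65 (SE 0.23) on the log2 scale. The genes cueO and copA with PMA at 30 min were DEGs without replicate 1 (-1.36 and -1.86).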

Genes *cueO* and *copA* were up-regulated approximately 20-fold with HgCl_2_ at both 10 and 30 min whereas they increased 5-fold with PMA only at 10 min. The nickel uptake system [67] (*nikABCDER*) was also strongly down-regulated under PMA exposure conditions through all times although expression of repressor NikR was unchanged, except for a 3-fold increase with HgCl_2_ at 10 min. 

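With PMA, 5 of the 5 genes nikABCDE were down-regulated at 10 min, 5 at 30 min and 0 at 60 min. With HgCl2, 5 were down-regulated at 10 min, 5 at 30 min and 5 at 60 min. Expression of nikR (b3481) changed by 1.76 (SE 0.14) with HgCl2 and 0.60 (SE 0.13) with PMA at 10 min. The nik uptake counts adjusted over the list alone were the same. Down-regulated nik uptake genes with HgCl2 at 60 min numbered 0 without replicate 3.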

Expression of the nickel and cobalt efflux gene, *rcnA*, increased with HgCl_2_ or PMA. 

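At 10 min, the log2 fold change of mntH (b2392) was 2.70 (SE 0.17) with HgCl2 and 1.97 (SE 0.15) with PMA, and that of corA (b3816) 1.66 (SE 0.17) and 1.93 (SE 0.11). At 30 min, mgtA (b4242) rose by 1.66 (SE 0.28) with HgCl2 and 2.06 (SE 0.21) with PMA, and rcnA (b2106) by 2.30 (SE 0.22) and 2.02 (SE 0.18).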

Manganese (*mntH*), and magnesium (*mgtA, corA*) uptake genes increased with both mercurials.

Inorganic anions used by *E. coli* include phosphate, sulfate, and molybdate and the genome also encodes genes for defense against arsenate, which acts as a phosphate mimic (Fig. 9 and Additional file 1: Figure S23 and Additional file 11: Table S13). 

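The gene pstS (b3728, 3910488 to 3911525 on the minus strand) rose with PMA by a log2 fold change of 6.16 (SE 0.11) at 10 min and 7.10 (SE 0.30) at 30 min, from 112 ± 38.5 CPM (SD, n = 3) to 15450 ± 1115 CPM, 137-fold. With HgCl2 it changed by 0.46 (SE 0.28) at 10 min and 4.04 (SE 0.31) at 30 min, and it was lower than with PMA in the direct contrast at both times, at -5.83 (SE 0.32) and -3.15 (SE 0.18). Of the 4 pst genes, 1 was up-regulated with HgCl2 at 10 min and 4 at 30 min, and 3 and 4 with PMA. The regulator gene phoB (b0399) rose 22.5-fold with HgCl2 and 87.7-fold with PMA at 30 min. Each count of pst genes was the same when adjusted over the list alone.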

Expression of the ABC phosphate transport system (*pstSCAB*) genes increased greatly for both mercurials, with PMA-provoked changes up to 165-fold, relative to unexposed condition, for the phosphate binding protein, *pstS*. The two-component phosphate regulatory system, PhoBR, was up-regulated for both mercurials; *phoB* changed up to 22-fold with HgCl_2_ and 105-fold with PMA relative to the unexposed condition. Sulfate and thiosulfate uptake by the ABC transporter (*cysPUWA*) decreased strongly with HgCl_2_ at 30 min and PMA at 10 and 30 min. 

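Of the 4 cysPUWA genes, 1 was down-regulated with HgCl2 at 10 min and 4 at 30 min, against 4 and 4 with PMA, and the direct contrast had 4 higher with HgCl2 at 10 min. Counts of cysPUWA genes adjusted over the list alone were the same. Down-regulated cysPUWA genes with HgCl2 at 10 min numbered 2 without replicate 3.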

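With PMA the log2 fold change of modA (b0763) was 3.77 (SE 0.08) at 10 min and 2.44 (SE 0.14) at 30 min, and that of modB (b0764) 2.77 (SE 0.09) and 1.87 (SE 0.15). With HgCl2 the values were 1.81 (SE 0.13) and 0.57 (SE 0.25) for modA and 1.71 (SE 0.13) and 0.32 (SE 0.19) for modB. The gene modC (b0765) did not pass the thresholds at these times with either compound. The gene modC with PMA at 10 min was a DEG with total counts (1.08). The gene modC with PMA at 30 min was a DEG without replicate 3 (1.00) and with total counts (1.04). The gene modC with HgCl2 at 10 min was a DEG without replicate 3 (1.17).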

Expression of molybdate uptake (*modABC*) increased with PMA during the first 30 min but only at 10 min with HgCl_2_. The arsenate resistance operon cannot effect Hg(II) resistance, but was highly induced by both mercurials, perhaps through interacting with the three-cysteine metal-binding site of the ArsR repressor [68].

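At 10 min, the log2 fold change of arsR (b3501) was 6.76 (SE 0.20) with HgCl2 and 4.11 (SE 0.15) with PMA, that of arsB (b3502) 6.49 (SE 0.15) and 3.35 (SE 0.14), and that of arsC (b3503) 5.66 (SE 0.21) and 1.62 (SE 0.16). All 3 were higher with HgCl2 in the direct contrast at 10 min, by between 2.53 and 3.92.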

#### Surface functions

##### Cell wall biogenesis, porins, lps, efflux systems, and electrolyte balance

The transcriptional response of peptidoglycan, membrane biosynthesis, and cell division genes was similar for both mercurials (Additional file 1: Figure S25 and Additional file 11: Table S13). Expression increased for roughly 20% of lipid biosynthesis genes, including those for cardiolipin, and expression decreased for 20-30% of other lipid-related genes. 

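Of 37 lipid biosynthesis genes, 9 (24.3%) were up-regulated and 7 (18.9%) down-regulated with HgCl2 at 10 min, and 7 (18.9%) and 7 (18.9%) with PMA. Of 19 peptidoglycan genes, 5 and 6 changed in these directions with HgCl2 at 10 min and 4 and 8 with PMA, and of 14 cell division genes 1 and 1 and 2 and 4. Counts of these lists adjusted over the list alone were the same. Up-regulated lipid genes with PMA at 10 min numbered 11 with upper-quartile normalization, 13 with total counts and 12 with quantile normalization. Up-regulated peptidoglycan genes with HgCl2 at 10 min numbered 3 without replicate 1. Up-regulated cell division genes with PMA at 10 min numbered 1 without replicate 1. Down-regulated cell division genes with PMA at 10 min numbered 2 with total counts and quantile normalization.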

Transcription of genes for murein synthesis (*murCDEFGIJ*) in particular declined for both mercurials during the first 30 min*.*

*E. coli* encodes several antibiotic resistance efflux systems that are up-regulated by mercury exposure (Fig. 11 and Additional file 1: Figure S26 and Additional file 11: Table S13). 

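Of 38 genes for antibiotic efflux and resistance, 7 were up-regulated with HgCl2 at 10 min and 6 at 30 min, and 10 and 12 with PMA. Directly contrasted, 11 were higher with PMA and 4 higher with HgCl2 at 10 min. Up-regulated antibiotic efflux genes with PMA at 30 min numbered 13 when adjusted over the list alone. Antibiotic efflux genes lower with HgCl2 than with PMA at 10 min numbered 5 without replicate 1. Antibiotic efflux genes higher with HgCl2 than with PMA at 10 min numbered 2 without replicate 1. All other counts of antibiotic efflux genes adjusted over the list alone were the same.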

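For marR (b1530) the log2 fold change at 10 min was 4.72 (SE 0.23) with HgCl2 and 5.36 (SE 0.13) with PMA, for marA (b1531) 3.98 (SE 0.16) and 5.27 (SE 0.08), and for marB (b1532) 4.05 (SE 0.17) and 5.23 (SE 0.12). The direct contrast was -1.42 (SE 0.14) for marA and -1.31 (SE 0.12) for marB, both past the thresholds, and -0.76 (SE 0.18) for marR, which was not. The gene marR in the direct contrast at 10 min was a DEG with total counts (-1.09).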

The multiple antibiotic resistance locus (*marRAB*), which increases drug efflux and also limits passive uptake by decreasing porin expression [69], was strongly up-regulated by both mercurials with greater fold-changes observed for PMA, relative to the unexposed condition. 

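With PMA at 30 min, ompN (b1377) rose by a log2 fold change of 1.41 (SE 0.22) and ompG (b1319) by 2.55 (SE 0.41), and ompL had too few counts to be tested. With HgCl2, ompN changed by -0.62 (SE 0.29) at 30 min and ompG was not tested, and in the direct contrast at 30 min both were lower with HgCl2, at -2.13 (SE 0.26) and -2.76 (SE 0.51). At 10 min, ompF (b0929) fell with HgCl2, at -1.16 (SE 0.11), and PMA, at -2.22 (SE 0.08), as did ompW (b1256), at -3.15 (SE 0.25) and -2.59 (SE 0.22), while ompC (b2215) fell with HgCl2 only, at -1.93 (SE 0.22) against 0.07 (SE 0.06), and ompT (b0565) with PMA only, at -1.82 (SE 0.09) against -0.85 (SE 0.15). In the direct contrast at 10 min, ompC was lower with HgCl2, at -2.12 (SE 0.23), and ompT, at 0.85 (SE 0.16), did not pass. The gene ompG in the direct contrast at 30 min was not a DEG without replicate 2 (-2.92). The gene ompT with HgCl2 at 10 min was a DEG without replicate 2 (-1.05).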

Though expression of some porin genes (*ompC, ompF, ompT, ompW*) was repressed, three non-specific porins (*ompG, ompL, ompN*) were up-regulated only by PMA. Genes from several TolC-dependent antibiotic efflux systems were up-regulated by both mercurials as well, including *acrEF, emrD, emrKY,* and several *mdt* genes [70]. HgCl_2_ exposure alone also up-regulated two-component sensor genes (*phoQP* at 10 min and *basSR* at 60 min) that regulate genes involved in modification of the cell surface and increase polymyxin resistance [71], but most of these genes were down-regulated or unchanged for PMA.

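At 10 min with HgCl2, the log2 fold change of phoP (b1130) was 1.73 (SE 0.12) and that of phoQ (b1129) 1.09 (SE 0.20); with PMA they were -0.05 (SE 0.09) and -1.70 (SE 0.09), and the direct contrasts 1.65 (SE 0.11) and 2.67 (SE 0.21). At 60 min, basS (b4112) and basR (b4113) were up-regulated with HgCl2, at 1.95 (SE 0.29) and 1.73 (SE 0.22), and changed by 0.94 (SE 0.25) and 0.78 (SE 0.17) with PMA; their direct contrasts at 60 min, 1.01 (SE 0.30) and 0.96 (SE 0.24), did not pass the thresholds. The gene phoQ with HgCl2 at 10 min was not a DEG without replicate 1 (1.10), without replicate 3 (0.78), with DESeq2's size factors (0.98) or with total counts (0.99). The gene basS with HgCl2 at 60 min was not a DEG without replicate 2 (1.77), without replicate 3 (1.69) or with the replicate block (1.93). The gene basR with HgCl2 at 60 min was not a DEG without replicate 3 (1.58).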

**Fig. 11:**
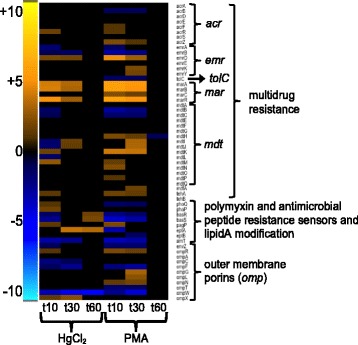
Antibiotic resistance and outer membrane porins. (see larger Additional file 1: Figure S26 and Additional file 11: Table S13 for details)

The response to osmotic stress and maintenance of electrolyte balance are important membrane functions requiring adaptation in dynamic natural environments. 

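With HgCl2 at 10 min, nhaA (b0019) rose 4.25-fold, and chaA (b1216) 3.03-fold at 10 min and 3.06-fold at 30 min. With PMA the log2 fold change at 10 min was 0.47 (SE 0.12) for nhaA and -1.68 (SE 0.09) for chaA, and in the direct contrast both were higher with HgCl2, at 1.49 (SE 0.16) and 3.16 (SE 0.32). The gene chaA with HgCl2 at 10 min was not a DEG without replicate 1 (1.63).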

During HgCl_2_ exposure the expression of the sodium antiporter, NhaA, increased 4-fold at 10 min and the calcium/potassium antiporter, ChaA, was up-regulated 3-fold at 10 and 30 min (Fig. 9 and Additional file 1: Figure S23 and Additional file 11: Table S13). In contrast, expression of genes for transport of the major electrolyte, potassium, changed only modestly in some subunits of the *kdp, kef*, and *trk* systems, without an obvious response pattern. However, transcription of genes for defense against osmotic stress was uniformly up-regulated; betaine genes (*betABIT and proP*), *osmBCEFY, and* mechanosensitive channel proteins (*mscL* and *mscS*) increased for both mercurials, as did a putative osmoprotectant ABC permease (yehYXW) [72] only with HgCl_2_ at 30 and 60 min (Additional file 3: Table S5).

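Of the 5 betaine genes, 5 were up-regulated with HgCl2 and 3 with PMA at 10 min, and of the 5 osm genes 4 and 2. At 10 min mscL (b3291) rose by 1.20 (SE 0.15) with HgCl2 and 2.03 (SE 0.12) with PMA, and mscS (b2924) by 1.74 (SE 0.15) and 1.35 (SE 0.08). Of yehYXW, 2 were up-regulated with HgCl2 at 30 min and 0 with PMA, and the direct contrast at 30 min had 2 higher with HgCl2. Counts of these lists adjusted over the list alone were the same. Up-regulated osm genes with HgCl2 at 10 min numbered 2 without replicate 1. Up-regulated yehYXW genes with HgCl2 at 30 min numbered 0 without replicate 1 and replicate 2. The yehYXW genes higher with HgCl2 than with PMA at 30 min numbered 0 without replicate 1 and 1 without replicate 2, without replicate 3 and with the replicate block.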

##### Motility and biofilm

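Of 46 flagellar and chemotaxis genes, 32 were down-regulated with HgCl2 at 10 min, 40 at 30 min and 23 at 60 min, and with PMA 38, 38 and 0. The list's median log2 fold change was -3.64 with HgCl2 and -3.46 with PMA at 10 min and -2.06 and 0.31 at 60 min. Between the compounds, 18 were higher with HgCl2 and 9 higher with PMA at 10 min, and 34 and 6 at 30 min. At 60 min the direct contrast had 0 of them higher with HgCl2 and 0 higher with PMA. Down-regulated flagellar and chemotaxis genes with HgCl2 at 60 min numbered 38 when adjusted over the list alone, 0 without replicate 3 and 9 with the replicate block. Flagellar and chemotaxis genes lower with HgCl2 than with PMA at 10 min numbered 5 without replicate 1 and 15 with total counts. Flagellar and chemotaxis genes lower with HgCl2 than with PMA at 30 min numbered 2 without replicate 1. Flagellar and chemotaxis genes lower with HgCl2 than with PMA at 60 min numbered 37 when adjusted over the list alone and 16 without replicate 1. The remaining counts of flagellar and chemotaxis genes adjusted over the list alone were the same.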

Nearly all flagellar component genes were strongly down-regulated for both mercurials, with greater negative fold-changes observed with PMA relative to the unexposed condition (Fig. 12 and Additional file 1: Figure S27). Only PMA increased expression of fimbriae and curli fiber genes, which alter motility and increase adhesion (Fig. 13 and Additional file 1: Figure S28) [73]. 

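With PMA, 8 of 31 fimbriae genes were up-regulated at 10 min and 12 at 30 min, and of the 7 curli genes 3 and 5. With HgCl2, 3 fimbriae genes and 2 curli genes were up-regulated at 30 min. The direct contrast had 10 fimbriae genes higher with PMA at 10 min and 11 at 30 min, and 3 and 6 curli genes. Up-regulated fimbriae genes with PMA at 10 min numbered 4 without replicate 1. Up-regulated fimbriae genes with HgCl2 at 30 min numbered 1 without replicate 1, without replicate 2, without replicate 3, with the replicate block and with upper-quartile normalization. Up-regulated curli genes with HgCl2 at 30 min numbered 0 without replicate 1, replicate 2 and replicate 3 and 1 with the replicate block. Fimbriae genes lower with HgCl2 than with PMA at 10 min numbered 3 without replicate 1. Fimbriae genes lower with HgCl2 than with PMA at 30 min numbered 12 when adjusted over the list alone and 7 without replicate 1. All remaining counts of these lists adjusted over the list alone were the same.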

Fifteen genes up-regulated by PMA exposure were annotated as homologs of FimA, but with unknown function. 

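Of the 22 genes annotated as FimA homologs, 6 were up-regulated with PMA at 10 min and 9 at 30 min, 10 in all. With HgCl2 at 30 min 2 were up-regulated, and the direct contrast had 6 higher with PMA. Up-regulated FimA homologs with PMA at 10 min numbered 3 without replicate 1. Up-regulated FimA homologs with PMA at 30 min numbered 14 with total counts. Up-regulated FimA homologs with HgCl2 at 30 min numbered 1 when adjusted over the list alone, without replicate 1, without replicate 2 and with the replicate block and 0 without replicate 3. FimA homologs lower with HgCl2 than with PMA at 30 min numbered 7 when adjusted over the list alone. The other counts of FimA homologs adjusted over the list alone were the same.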

FimA is the major structural component of fimbriae, but these genes may serve other functions. Motility genes whose expression dropped remained low until 60 min with HgCl_2_, indicating that the structurally and energetically intensive motility systems are very slow to recover.

**Fig. 12:**
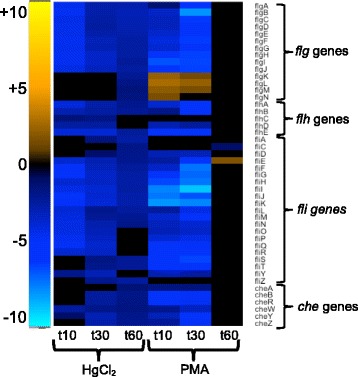
Flagella components and chemotaxis. (see larger Additional file 1: Figure S27 and Additional file 11: Table S13 for details)

**Fig. 13:**
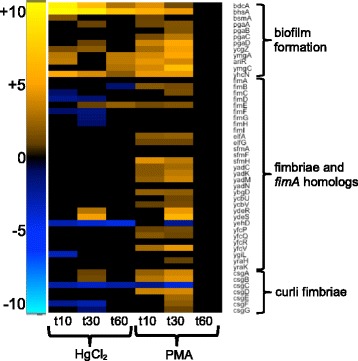
Biofilm formation and fimbriae. (see larger Additional file 1: Figure S28 and Additional file 11: Table S13 for details)

HgCl_2_ and PMA also provoked expression of several biofilm-related genes (Fig. 13 and Additional file 1: Figure S28 and Additional file 11: Table S13). 

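Expression of bdcA (b4249) had a log2 fold change of 9.18 (SE 0.37) with HgCl2 and 3.71 (SE 0.24) with PMA at 10 min, and the direct contrast 5.34 (SE 0.28). For bhsA (b1112) the PMA value at 10 min was 5.28 (SE 0.16) and the direct contrast 5.57 (SE 0.17).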

The *bhsA* and *bdcA* loci were among the most highly up-regulated genes during HgCl_2_ exposure, with a relatively greater fold-change than observed for PMA (Tables 2 and 3). Neither gene is well characterized, but independently each has been found to decrease biofilm formation and increase resistance to external stressors [74, 75]. Only PMA increased expression of genes for poly-β-1,6-N-acetyl-glucosamine (PGA) polysaccharide production [76] and biofilm related genes, *ycgZ, ymgA, ariA, ymgC* [77]. Thus, PMA elicits a broader response that potentially alters the cell surface and may increase adhesion and biofilm formation; in contrast HgCl_2_ only inhibits motility and does not activate adhesion pathways. It is possible that some changes observed for motility and biofilm related genes following PMA-exposure are an artifact of the DMSO, but other studies suggest that solvent would have no effect or that much higher concentrations than used here would be required to induce these changes [56, 78].

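Of the 4 pga genes, 2 were up-regulated with PMA at 10 min and 4 at 30 min, and with HgCl2 0 and 2; the direct contrast at 30 min had 3 higher with PMA. All 4 of ycgZ, ymgA, ariR (ariA in the paper) and ymgC were up-regulated with PMA at both times, with ycgZ (b1164) at 2.25 (SE 0.29) at 10 min, and 4 of them were higher with PMA in the direct contrast at 30 min. With HgCl2 at 10 min, ycgZ was a DEG, at 1.52 (SE 0.42). Counts of these lists adjusted over the list alone were the same. Up-regulated pga genes with PMA at 10 min numbered 1 without replicate 1, replicate 2 and replicate 3. Up-regulated pga genes with HgCl2 at 30 min numbered 0 without replicate 1 and replicate 2 and 1 without replicate 3. The gene ycgZ with HgCl2 at 10 min was not a DEG without replicate 1 (1.86), without replicate 2 (1.53), without replicate 3 (not tested), with DESeq2's size factors (1.41), with upper-quartile normalization (1.52), with total counts (1.42) or with quantile normalization (1.20).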

#### Stress responses

##### Oxidative stress response and repair

There are two oxidative stress response pathways in *E. coli*, the *oxyRS* and *soxRS* regulons [61, 79]. OxyR, a LysR-family transcriptional regulator, uses a cysteine-pair to sense oxidative damage and regulates 49 genes when oxidized [80]. 

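Of the 49 OxyR regulon genes, 22 were up-regulated with HgCl2 at 10 min, 21 at 30 min and 12 at 60 min. The list's median log2 fold change was 0.79 at 10 min and 0.75 at 60 min. With each replicate left out in turn it lay between 0.49 and 0.99 at 10 min, and with total counts it was 1.02 at 60 min. Up-regulated OxyR regulon genes with HgCl2 at 60 min numbered 17 when adjusted over the list alone, 4 without replicate 1, 0 without replicate 3 and 7 with the replicate block. All other counts of OxyR regulon genes adjusted over the list alone were the same.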

HgCl_2_ exposure increased expression of 22 OxyR regulon genes at 10 min; these then declined to 13 genes by 60 min (Additional file 14: Table S16). In contrast, PMA provoked expression of 16 OxyR regulon genes at 10 and 30 min, but none at 60 min. 

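With PMA, 13 genes of the OxyR regulon were up-regulated at 10 min, 11 at 30 min and 1 at 60 min. The direct contrast had 21 of the 49 genes higher with HgCl2 and 9 higher with PMA at 10 min, and 23 and 5 at 30 min. Up-regulated OxyR regulon genes with PMA at 30 min numbered 19 with total counts. Up-regulated OxyR regulon genes with PMA at 60 min numbered 2 when adjusted over the list alone and with the replicate block, 3 without replicate 1 and 0 without replicate 2 and replicate 3. OxyR regulon genes lower with HgCl2 than with PMA at 10 min numbered 5 without replicate 1. OxyR regulon genes higher with HgCl2 than with PMA at 30 min numbered 14 without replicate 1. OxyR regulon genes lower with HgCl2 than with PMA at 30 min numbered 3 without replicate 1. The remaining counts of OxyR regulon genes adjusted over the list alone were the same.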

*OxyS*, a small non-coding RNA regulated by OxyR, represses *rpoS*, *fhlACD* and other genes to prevent redundant induction of stress response genes [81]. 

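The ncRNA gene oxyS (b4458, 4158285 to 4158394 on the minus strand) rose with HgCl2 from 2.66 ± 0.329 CPM (SD, n = 3) to 3866 ± 531 CPM at 10 min, a log2 fold change of 10.64 (SE 0.21) (adjusted p = 1.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 replicates), and from 1.72 ± 1.12 to 2198 ± 992 CPM at 30 min, a change of 10.37 (SE 0.55). With PMA the change was 3.13 (SE 0.18) at 10 min and 2.45 (SE 0.43) at 30 min, and the direct contrast 7.39 (SE 0.16) and 7.83 (SE 0.46).

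**Figure D3:**
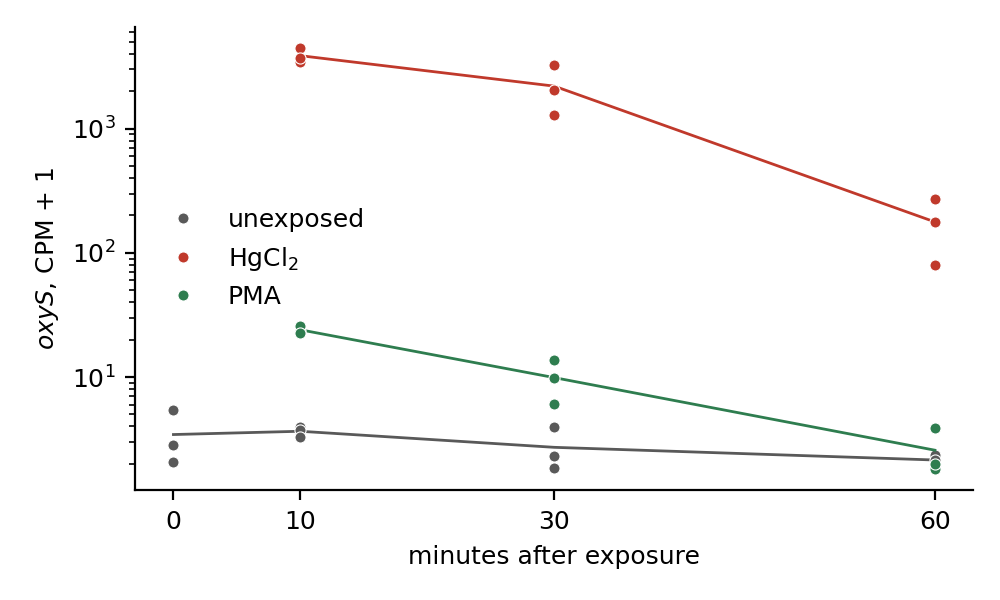
Expression of oxyS (y axis, counts per 1000000 plus 1, log scale) in each of the 3 libraries of unexposed, HgCl2-exposed and PMA-exposed cells (points) against minutes after exposure (x axis), with lines through the means. At 10 min the mean is 2.66 CPM in unexposed cells and 3866 CPM with HgCl2.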

The *oxyS* gene was among the most highly differentially expressed genes, increasing over 1000-fold with HgCl_2_ at 10 and 30 min relative to the unexposed condition. Differential expression of *oxyS* was more modest with PMA having a relative increase of 10-fold at 10 min and 6-fold at 30 min*.*

The SoxRS regulon is the other oxidative stress response system in *E. coli*. SoxR, a MerR-family repressor-activator, uses the oxidation state of 2Fe-2S clusters to respond to superoxide (O_2_^−^) stress and induce transcription of *SoxS* [82–85], which then transcriptionally regulates 53 genes [79, 86] (Additional file 14: Table S16). 

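Of 59 genes listed for the SoxRS regulon, 25 were up-regulated with HgCl2 at 10 min, 22 at 30 min and 9 at 60 min, and with PMA 24, 18 and 0. Between the compounds at 10 min, 12 were higher with HgCl2 and 14 higher with PMA. Up-regulated SoxRS regulon genes with HgCl2 at 60 min numbered 11 when adjusted over the list alone, 5 without replicate 1, without replicate 2 and with the replicate block and 0 without replicate 3. Up-regulated SoxRS regulon genes with PMA at 60 min numbered 2 without replicate 1 and 1 with the replicate block. SoxRS regulon genes lower with HgCl2 than with PMA at 10 min numbered 15 when adjusted over the list alone. All remaining counts of SoxRS regulon genes adjusted over the list alone were the same.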

HgCl_2_ or PMA exposure up-regulated 22 or 25 genes, respectively, at 10 min and these had declined to 13 or 0 genes, respectively by 60 min.

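At 10 min with HgCl2, the log2 fold change was 4.62 (SE 0.15) for katG (b3942), 3.93 (SE 0.17) for ahpC (b0605) and 6.34 (SE 0.13) for ahpF (b0606); with PMA it was -0.45 (SE 0.09), 1.40 (SE 0.07) and -0.03 (SE 0.07). The gene sodA (b3908) was up-regulated with HgCl2 at 60 min, at 3.54 (SE 0.58), and changed by -0.64 (SE 0.14) at 10 min, while with PMA it was down-regulated at 10 min, at -1.18 (SE 0.18). The gene sodA with HgCl2 at 60 min was not a DEG without replicate 2 (3.13), without replicate 3 (3.15) or with the replicate block (3.70). The gene sodA with PMA at 10 min was not a DEG without replicate 1 (-0.85), with upper-quartile normalization (-0.94), with total counts (-0.83) or with quantile normalization (-0.83).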

Key genes in these oxidative stress regulons differentially expressed upon mercury exposure include the ROS scavengers: catalase (*katG*), alkyl hydroperoxide reductase (*ahpCF*), and superoxide dismutase (*sodA*) (Fig. 14 and Additional file 1: Figure S29 and Additional file 11: Table S13). Thiol homeostasis genes included *gor*, *grxA,* and *trxC* (Fig. 14 and Additional file 1: Figure S29 and Additional file 11: Table S13). Iron homeostasis and the Fe-S cluster assembly and repair genes (*fur, dps, fldA, fpr, hemH, sufABCDES,* and *yggX*) were also up-regulated. 

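At 10 min the log2 fold change with HgCl2 was 8.46 (SE 0.21) for dps (b0812), 1.71 (SE 0.11) for fldA (b0684), 1.58 (SE 0.12) for fpr (b3924) and 6.22 (SE 0.15) for hemH (b0475), and with PMA 1.83 (SE 0.08), 0.80 (SE 0.06), 1.71 (SE 0.08) and 0.98 (SE 0.10). The gene yggX (b2962) changed by 0.18 (SE 0.20) with HgCl2 and 1.71 (SE 0.08) with PMA, and the direct contrast, -1.65 (SE 0.20), had it higher with PMA. The gene fldA with PMA at 10 min was a DEG with upper-quartile normalization (1.04), total counts (1.15) and quantile normalization (1.14). The gene hemH with PMA at 10 min was a DEG without replicate 1 (1.02), with upper-quartile normalization (1.23), with total counts (1.34) and with quantile normalization (1.22).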

PMA provoked comparatively lower fold-changes than HgCl_2_ for *grxA, trxC, ahpC, dps, fldA, hemH, and yggx*. The manganese uptake protein, *mntH*, plays an important role in ROS resistance [87] and was up-regulated for both mercurials. Oxidation-resistant dehydratase isozymes, *acnA* and *fumC* [88, 89] also increased, but only for HgCl_2_ exposure. Thus, both mercurials triggered the Oxy and Sox oxidative stress responses, but HgCl_2_ elicited greater fold-changes overall than PMA compared to unexposed cells.

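For acnA (b1276) the log2 fold change was 4.13 (SE 0.11) with HgCl2 and -0.92 (SE 0.07) with PMA at 10 min, and for fumC (b1611) 3.98 (SE 0.19) and -0.54 (SE 0.10); the direct contrasts were 4.92 (SE 0.10) and 4.40 (SE 0.20).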

**Fig. 14:**
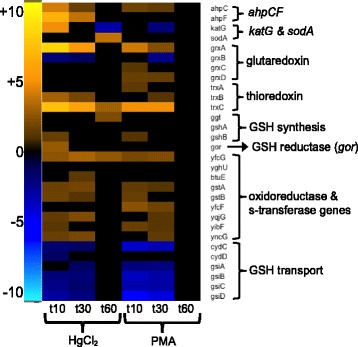
Oxidative stress defense and thiol homeostases. (see larger Additional file 1: Figure S29 and Additional file 11: Table S13)

Because mercury poisons the cellular thiol pool [23], we expected that regulation of redox homeostasis proteins such as glutaredoxins, thioredoxins and glutathione-related genes would respond to mercury exposure (Fig. 14 and Additional file 1: Figure S29). Glutaredoxin 1 (*grxA*) expression was up-regulated for both mercurials, with a greater fold-change observed for HgCl_2_ relative to unexposed condition. In contrast, glutaredoxin 2 (*grxB*) was down-regulated for both mercurials, while glutaredoxin 3 (*grxC*) and glutaredoxin 4 (*grxD*) were up-regulated only for PMA. 

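Expression of grxD (b1654) rose with PMA at 10 min by a log2 fold change of 1.26 (SE 0.06) and that of grxC (b3610) by 0.87 (SE 0.07), the second short of the thresholds; with HgCl2 the changes were 0.97 (SE 0.19) and 0.39 (SE 0.12). The direct contrast of grxD was -0.41 (SE 0.18) at 10 min and -1.56 (SE 0.11) at 30 min, past the thresholds at 30 min. At 30 min, grxB (b1064) changed by -1.22 (SE 0.17) with HgCl2 and -2.52 (SE 0.13) with PMA. At 10 min, grxA (b0849) rose by 8.00 (SE 0.22) with HgCl2 and 3.55 (SE 0.16) with PMA, with a direct contrast of 4.34 (SE 0.15). The gene grxC with PMA at 10 min was a DEG with upper-quartile normalization (1.11), total counts (1.22) and quantile normalization (1.18). The gene grxD with HgCl2 at 10 min was a DEG without replicate 2 (1.07). The gene grxB with HgCl2 at 30 min was not a DEG without replicate 3 (-0.99).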

Thioredoxin reductase (*trxB*) was up-regulated 2-fold with PMA only at 30 min, but was up-regulated with HgCl_2_ 8-fold (10 min) and 4-fold (30 min). Thioredoxin 1 (*trxA*) expression increased 2-fold only with PMA (10 min); in contrast to thioredoxin 2 (*trxC*), which was up-regulated for both mercurials, but had greater fold-change relative to the unexposed condition with HgCl_2_ than with PMA. However, the thiol peroxidase (*tpx*) was up-regulated modestly for PMA, but did not change for HgCl_2_. Thus, while each mercurial stresses the cell to maintain redox homeostasis, HgCl_2_ exposure elicited greater responses.

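With PMA at 10 min, trxA (b3781) rose by 1.04 (SE 0.07), and with HgCl2 it changed by 0.59 (SE 0.11); the direct contrast, -0.57 (SE 0.10), did not pass the thresholds. At 10 min trxC (b2582) rose by 7.11 (SE 0.16) with HgCl2 and 4.33 (SE 0.12) with PMA, with a direct contrast of 2.65 (SE 0.11). For trxB (b0888) the fold change with HgCl2 was 7.8 at 10 min and 3.69 at 30 min, and with PMA its log2 fold change was 0.64 (SE 0.06) and 0.82 (SE 0.12), short of the thresholds. The gene trxA with PMA at 10 min was not a DEG without replicate 3 (0.95). The gene trxB with PMA at 10 min was a DEG with quantile normalization (1.08). The gene trxB with PMA at 30 min was a DEG with upper-quartile normalization (1.04), total counts (1.23) and quantile normalization (1.33).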

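For tpx (b1324) the log2 fold change with PMA was 0.84 (SE 0.07) at 10 min and 0.93 (SE 0.11) at 30 min, and with HgCl2 0.87 (SE 0.13) and -0.85 (SE 0.13), none of them past the thresholds. The direct contrast at 30 min was -1.87 (SE 0.12), past them. The gene tpx with PMA at 10 min was a DEG with upper-quartile normalization (1.09), total counts (1.20) and quantile normalization (1.40). The gene tpx with PMA at 30 min was a DEG with upper-quartile normalization (1.15), total counts (1.34) and quantile normalization (1.57). The gene tpx with HgCl2 at 10 min was a DEG with quantile normalization (1.09).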

Glutathione (GSH) serves as the cell’s redox buffer and as a scavenger of mercurials (Fig. 14 and Additional file 1: Figure S29 and Additional file 11: Table S13). Surprisingly, expression of GSH biosynthesis and utilization genes increased only modestly. The γ-glutamyltranspeptidase (*ggt*) increased late (60 min) by 4-fold only with HgCl_2_. 

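For gshB (b2947) the log2 fold change at 10 min was 1.54 (SE 0.17) with HgCl2 and 0.83 (SE 0.10) with PMA, the second short of the thresholds, and the direct contrast was 0.59 (SE 0.15). The 6 values of gshA (b2688) lay between -0.51 and 0.39. At 60 min, ggt (b3447) rose by 2.04 (SE 0.24) with HgCl2 and changed by -0.60 (SE 0.19) with PMA, and the direct contrast was 2.64 (SE 0.27). The gene gshB with PMA at 10 min was a DEG with upper-quartile normalization (1.08), total counts (1.18) and quantile normalization (1.10). The gene ggt with HgCl2 at 60 min was not a DEG without replicate 3 (1.99). The gene ggt in the direct contrast at 60 min was not a DEG without replicate 2 (2.85), without replicate 3 (2.54) or with the replicate block (2.62).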

GSH synthase (*gshA*) did not change and *gshB* was up-regulated 2- or 3-fold for both mercurials only at 10 min. The GSH importer (*gsiABCD*) may be a salvage pathway to recover GSH and cysteine leaked into the periplasm by CydCD [90, 91], but it was down-regulated by HgCl_2_ or PMA through 30 min. The GSH reductase (*gor*) increased only with HgCl_2_ at 10 min and several GSH S-transferase genes involved in detoxification [92] (*gstA, gstB, yfcF, yqjG, yibF, yncG*) increased with both mercurials. 

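With HgCl2 at 10 min, gor (b3500) rose by 2.71 (SE 0.13), against -0.20 (SE 0.10) with PMA and 2.79 (SE 0.13) in the direct contrast. Of the 6 GSH S-transferase genes, 5 were up-regulated with HgCl2 and 4 with PMA at 10 min, and of the 4 gsi genes 3 and 4 were down-regulated. Counts of these lists adjusted over the list alone were the same.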

Since all of these proteins have Hg(II)-vulnerable cysteines in their active sites, it is surprising that neither Hg(II) nor PMA-challenged cells provoked increased expression and suggests that their normal mRNA levels are sufficient to replenish them.

##### Genes with delayed up-regulation

Genes unchanged at 10 min but differentially expressed at both 30 and 60 min or 60 min alone may be those needed as cells transition out of stasis and towards normal growth (Additional file 15: Table S17). For HgCl_2_ exposure, 95 genes were up-regulated and 140 genes were down-regulated that display this delayed response pattern. 

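Not changed at 10 min with HgCl2 and then up-regulated at both 30 and 60 min or at 60 min alone were 85 genes, and 151 were down-regulated in this way. Across the fits that left out one replicate, these counts ranged from 0 to 70 and from 0 to 143, with 0 in the fit without replicate 3, where no gene passed the thresholds at 60 min. Of the 85 genes, 50 (58.8%) were DEGs with PMA at 10 or 30 min. Among all 4472 non-rRNA genes, tested or not, 2310 were DEGs with PMA at some time. A large overlap would thus be found for many gene lists. Whether the delayed genes exceed other genes in this was not tested, so the overlap does not show shared pathways. For the delayed genes, DESeq2 gave 178 up-regulated and 192 down-regulated, and the replicate block 32 and 76. With glmTreat the counts were 19 and 66, and with total counts 154 and 106. The paper sets the overlap with PMA beside the slower recovery of growth with HgCl2, and proposes that the compounds share some recovery pathways.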

Approximately half of the up-regulated genes are involved in energy production, transport and metabolism pathways based on COG annotations. Roughly 45% of these delayed HgCl_2_ provoked, up-regulated genes are the same as genes that were differentially expressed during the first 30 min of PMA exposure. This overlap is consistent with slower recovery of growth in HgCl_2_ exposed cells and that some of the same pathways are used for recovery by both compounds. In contrast, for the more quickly recovering PMA exposure, of the genes that showed no change at 10 min only six were up-regulated at 60 min (Additional file 15: Table S17). 

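With PMA, 5 genes unchanged at 10 min were up-regulated at 60 min, of which 3 were up-regulated with HgCl2 at some time. Without replicate 1, 2 and 3 the number was 36, 0 and 0.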

Only two of these delayed-response genes for PMA exposure overlapped with up-regulated genes for HgCl_2_ exposure.

## Discussion

Mercury is a ubiquitous toxicant that serves no biologically beneficial role. Exposure to any form of mercury negatively impacts the health of organisms from microbes to humans. The biological effects of different forms of mercury are often conflated and methylmercury is assumed to be the most toxic form. However, the systemic biochemical and molecular differences between inorganic and organic mercury compounds have yet to be well characterized from exposure through recovery in a single model system.

### Bulk differential effects on growth and gene expression

The sub-acute mercury exposure conditions used in this study were chosen by identifying a mercury concentration high enough to stop cells from doubling, but low enough to allow restoration of the pre-exposure growth rate within one-hour (~1 generation period) after exposure (Fig. 1a). Concentrations below 3 μM of either compound did not consistently inhibit growth and higher concentrations of HgCl_2_ did not allow recovery within the desired time frame. The 3 μM Hg used in this study is well within the range that bacteria can experience chronically from dental amalgam fillings [93] and in highly contaminated environments, such as artisanal gold mining operations [8]. Mercury in tuna is 0.386 ppm compared to the proxy organomercurial, PMA, used here at 3 μM or 0.6 ppm [94].

PMA-exposed cells recovered exponential growth faster (Fig. 1) than those with equimolar exposure to HgCl_2_, perhaps owing to lower uptake of PMA (Additional file 1: Table S2). However, PMA-exposed cells differentially expressed more genes than HgCl_2_ exposed cells during the first 30 min of exposure (Fig. 1b). These results agree with observations in *C. elegans,* where MeHg exposure resulted in four times more DEGs than did HgCl_2_ for all concentrations tested [95]. However, in contrast to *E. coli,* whose growth was inhibited more by inorganic HgCl_2_, in *C. elegans* the effective toxic concentration of methylmercuric chloride was lower than for HgCl_2_ [95]. The large number of significant DEGs in response to mercury exposure is greater than the response to hydrogen-peroxide [96] or nitric-oxide [97], but other types of chemical exposures to organic acids [98] and volatile organic compounds [99] in *E. coli* have resulted in similar numbers of DEGs to mercury exposure and the stress response sigma factor RpoS has been shown to regulate up to 23% of the genome alone [100].

We found that most DEGs peaked at 10 min after exposure for both compounds with HgCl_2_ provoking more down-regulated genes and PMA yielding more up-regulated genes throughout the exposure period (Fig. 1b). Even though the optical density (OD) of the HgCl_2_ exposed culture showed no growth recovery from 10 min to 30 min, DEGs decreased by 22%, while PMA-exposed cells over the same period had a moderate increase in OD, but only an 8% decrease in DEGs (Fig. 1). In contrast in a eukaryotic system, the livers of HgCl_2_ exposed zebrafish continuously increased in DEGs throughout the observed 96 h exposure period as mercury accumulated in their cells [101].

In *E. coli,* during the first 30 min post-exposure, 50-70% of both up- and down-regulated genes were the same for both compounds (Fig. 2), but at the level of individual genes there were both qualitative and quantitative differences in expression (Additional file 3: Table S5), consistent with idiosyncratic transcriptional responses to each compound. The nematode *C. elegans* also manifested distinct and even some opposite transcriptional responses to inorganic and organic mercury exposure in a single end-point microarray experiment [24].

As there are not yet other studies of the global transcriptional response of a bacterium to mercury exposure, on the basis of the findings in eukaryotes and our proteomic work [23] we have organized our observations here into those we had expected and those we did not expect from any yet published work.

### Expected and unexpected gene-specific changes

#### Expected transcriptional changes:

##### Thiol homeostasis.

The millimolar cytosolic pool of glutathione (GSH) can sequester mercurials and thereby protect protein thiols from binding strongly to these soft metal toxicants. However, if the GSH pool becomes depleted by mercury complexation, the cell loses this primary defense mechanism. Since proteins of the stress response and repair pathways all contain active site thiols, often as part of Hg(II)-vulnerable Fe-S centers, it is not obvious how a cell that has lost much of its available thiols to Hg(II) chelation can restore its metabolism. Given this, we expected cysteine and glutathione biosynthesis pathways to be up-regulated. However, cysteine biosynthesis was down-regulated (Fig. 8 and Additional file 1: Figure S22 and Additional file 11: Table S13) and GSH biosynthesis was mostly unchanged (Fig. 14 and Additional file 1: Figure S29 and Additional file 11: Table S13) for both compounds, in contrast to the eukaryotic response to mercury [101–103] and H_2_O_2_ exposure [96], which increase GSH and metallothionein production. However, although thiol biosynthesis did not increase, genes involved in maintaining cellular thiol homeostasis did increase (Fig. 14 and Additional file 1: Figure S29 and Additional file 11: Table S13); thioredoxin (*trxC*) and glutaredoxin (*grxA*) were among the most highly up-regulated genes with HgCl_2_ and PMA exposure. Others have also found in *E. coli* that glutathione reductase increased with HgCl_2_ and both compounds increased expression of glutathione oxidoreductase and S-transferase genes, which protect against oxidative stress and xenobiotics [104].

##### Iron homeostasis.

We also expected inorganic mercury to disrupt iron-sulfur clusters with consequent effects on Fe homeostasis generally [23, 105]. Iron uptake was down-regulated with both mercurials, consistent with excess intracellular free Fe(II) and general oxidative stress, but expression of the uptake repressor (*fur*) was only up-regulated for HgCl_2_ (Fig. 10 and Additional file 1: Figure S24). *Fur* expression is activated by either OxyR or SoxS [96, 106] and Fur represses Fe uptake pathways with ferrous iron as a co-repressor [107]. Fur can also bind other divalent metals [108], so Hg(II)-Fur might mimic Fe-Fur as an iron uptake repressor under these conditions to limit Fenton-mediated damage from excess iron. Although both mercurials increased expression of the primary Fe-S cluster assembly and repair system (*isc*), only HgCl_2_ induced the secondary system (*suf*), which is normally induced under oxidative stress or iron limiting conditions [63, 109] (Fig. 10 and Additional file 1: Figure S24 and Additional file 11: Table S13). Also, only HgCl_2_ exposure increased expression of iron storage proteins: ferritin, bacterioferritin, and Dps (Fig. 10 and Additional file 1: Figure S24). The DNA binding protein Dps which binds free iron to protect DNA from ROS damage [110] was one of the most highly up-regulated genes with HgCl_2_ exposure (Table 1).

##### Oxidative stress response.

The known close link between iron homeostasis and oxidative stress [61] explains the large fold-changes observed upon HgCl_2_ exposure in genes that respond to oxidative stress (Additional file 14: Table S16) and echoes mercury’s long known stimulation of oxidative damage in rat kidney mitochondria [111]. The small non-coding RNA *oxyS* was the second most highly up-regulated gene upon HgCl_2_ exposure with differential expression more than 100-fold greater than observed for PMA (Table 1). The ROS scavenger *ahpF* was also highly up-regulated, along with *katG* (early) and *sodA* (delayed) but only for HgCl_2_ (Fig. 14 and Additional file 1: Figure S29 and Additional file 14: Table S16). Other ROS resistant enzymes, aconitase A [89] and fumarase C [112] (Additional file 14: Table S16) also increased only for HgCl_2_, as did the manganese-dependent alternative ribonucleotide reductase genes (*nrdHIEF*) [113]. The glutaredoxin-like protein that functions like thioredoxin, *nrdH* [114], was highly up-regulated by HgCl_2_ and might support other thioredoxin and glutaredoxin proteins. These striking differences in gene expression illuminate how *E. coli* modulates expression of specific genes not only to deal with compromised function of specific HgCl_2_ modified proteins, but also to manage the consequent cascade of reactive oxygen species.

##### Heat shock response.

Mercurials bound to protein cysteines could disrupt protein folding, subunit assembly, and allosteric movements [52, 115] and inorganic mercury can crosslink neighboring cysteines leading to aggregation [51]. Increased expression of heat shock response genes was expected as a consequence of such anticipated protein misfolding problems [116]. Indeed, expression of heat shock chaperonins and protease genes increased for both mercurials, with more genes up-regulated early in response to HgCl_2_ than to PMA (Fig. 6 and Additional file 1: Figure S12 and Additional file 11: Table S13). Genes for the small chaperone-like proteins, *ibpA* and *ibpB*, were among the most highly increased for both compounds, especially for HgCl_2_ (Table 1), consistent with their role in aiding Lon protease in the degradation of misfolded proteins [117–119].

##### Translational apparatus.

Thiophilic Cd^2+^ exposure in *E. coli* has been shown to decrease expression of ribosomal proteins [120]. In our proteomics work (Zink et al. in preparation) we observed 14 r-proteins (7 for each ribosomal subunit) that formed stable adducts with either PMA or Hg(II), so it was reasonable to expect this to be reflected in transcription of r-proteins. Indeed, HgCl_2_ exposure repressed expression of up to 83% of r-protein genes at 10 min and 74% at 30 min (Fig. 5, Additional file 1: Figure S11, and Additional file 12: Table S14), whereas PMA only transiently repressed expression of 41% of r-proteins at 30 min. Divalent inorganic mercury’s ability to cross-link proteins may interfere with ribosome assembly resulting in translational feedback and repression of r-proteins transcription. Disruption of ribosome assembly could also contribute to the slower recovery of growth after inorganic Hg(II) exposure.

##### Energy production.

The dependence of most energy production pathways on redox-active transition metals and redox-active sulfur compounds made them obvious targets of mercurial disruption, e.g. three ATP-synthase subunits form stable adducts after in vivo exposure to Hg(II) or PMA (Zink et al. in preparation). Expression of genes within this functional category was largely down-regulated early in exposure, with all nine ATPase subunits down-regulated for HgCl_2_ (10 min) and eight down-regulated for PMA (30 min) (Fig. 7 and Additional file 1: Figure S13). Although others have found that Cd exposure in *E. coli* repressed aerobic energy metabolism genes and induced anaerobic pathways [120], we found that both aerobic and anaerobic energy metabolism were repressed by HgCl_2_ and PMA. Even though expression of the oxygen-sensing *fnr* [121] and *aer* [122, 123] activators of the anaerobic shift were moderately up-regulated for PMA and unchanged for HgCl_2_ (Additional file 3: Table S5). Similarly, glucose metabolism genes were also predominantly down-regulated during early periods for both compounds, especially with PMA exposure (Additional file 1: Figure S14). Thus, with severely compromised energy production systems, it is not surprising that amino acid, carbohydrate and nucleotide metabolism genes, and the energy-dependent transport of these molecules (Fig. 3 and Additional file 4: Table S6), are also largely depressed initially.

##### Homeostases of non-ferrous metals.

We expected mercurials to disrupt electrolyte balance [23], but expression of the potassium efflux pumps’ subunit genes (*kcpABC, kefBC, and trkAGH*) were not uniformly up-regulated, although the need to restore the pH balance was indicated by transiently increased expression of the H^+^/Na^+^ antiporter (*nhaA*) for both compounds (Fig. 9, Additional file 1: Figure S23 and Additional file 3: Table S5). It may be that normal levels of the proteins involved in maintaining cellular electrolyte balance are sufficient to respond to mercury exposure and a significant change in transcriptional expression is not required for these genes.

Mercury is also expected to disrupt non-ferrous metal homeostasis because it can displace other metals, such as zinc and copper, as enzyme cofactors [124, 125]. Expression of metal uptake genes decreased and of metal efflux genes increased for zinc, copper, nickel and cobalt, with relatively greater fold-changes occurring with HgCl_2._ Zinc efflux by ZntA is regulated by the MerR homolog ZntR, which can respond to Hg(II) [126], but has not been shown to confer resistance to Hg(II) exposure. Up-regulated periplasmic transition metal binding proteins, ZraP [127] and ZinT [128], use histidine residues to coordinate metal binding and all cysteine residues present in either protein are involved in structural disulfide bonds that prohibit availability for binding metals. Thus, these periplasmic metal binding proteins lack requisite thiol ligands [23] to compete for Hg effectively with periplasmic glutathione [90, 129, 130]. Their increased transcription here likely reflects their control by a complex suite of redox and other stress regulators [86] provoked by Hg exposure as reported above. Manganese may protect iron metalloenzymes under oxidative stress conditions [87] and Mn uptake by *mntH,* as part of the OxyR regulon, was correspondingly up-regulated for both compounds in response to mercury-induced oxidative stress.

#### Unexpected transcriptional changes:

##### Motility and chemotaxis.

Energetically costly flagellar motility and chemotaxis were strongly down-regulated by both mercurials and were among the slowest to recover normal transcription levels (Fig. 12 and Additional file 1: Figure S27 and Additional file 11: Table S13). Motility gene expression is regulated by σ^28^ (*fliA*) and FlhDC [131] and the expression of these two regulatory genes declined with HgCl_2_ but was unchanged with PMA. Repression of motility may occur through sigma factor competition for binding to RNAP between σ^28^ and increased expression of σ^S^ [132] and/or through repression of the flagellar transcriptional activator FlhDC by increased expression of the small ncRNAs *oxyS* and *gadY* [133]. Interestingly, HgCl_2_ exposure impaired locomotion in *C. elegans* [24], although through a very different mechanism of motility from *E. coli*.

##### Surface appendages and biofilm synthesis.

Surprisingly, there were large increases in expression of genes involved in biofilm formation and adhesion or dispersal (Fig. 13 and Additional file 1: Figure S28 and Additional file 11: Table S13). Expression of *bhsA* and *bdcA,* which function in biofilm dispersal or reduced biofilm formation [74, 75]*,* were the first and third, respectively, most up-regulated genes by HgCl_2_ (Table 1) and were also up-regulated for PMA, but with relatively smaller fold-changes (Table 2). Expression of *bhsA* is also up-regulated by other diverse stressors and may decrease cell permeability [75, 134]. PMA exposure especially increased expression of genes for the polysaccharide PGA, which aids in adhesion in biofilm formation [76], and other biofilm formation (*ycgZ, ymgA, ariA, ymgC*) genes [77] (Fig. 13 and Additional file 1: Figure S28 and Additional file 11: Table S13).

Expression of fimbriae (*fim)* and curli fibers (*csg*), important for adhesion in biofilm formation [73] were also up-regulated only by PMA (Fig. 13 and Additional file 1: Figure S28), as were 15 of 22 FimA homologs of unknown function. Outer membrane vesicle formation (OMVs) could also play a role in detoxification, since an increase in formation of these vesicles has been associated with heat shock, oxidative stress response, and biofilm formation [135], which are responses up-regulated to varying degrees by both mercurials. These are distinct differences between PMA and HgCl_2_ response. PMA provocation of biofilm formation and adhesion genes might be an artifact of its DMSO solvent, but it is not obvious why HgCl_2_ induces such high increases in biofilm dispersal genes.

##### Phosphate metabolism.

Phosphate uptake genes were among the most highly up-regulated genes for PMA exposure (Fig. 9, Additional file 1: Figure S23, and Table 2). The PhoBR two-component system controls expression of phosphate transport genes, as well as some genes that increase virulence including those for fimbriae and biofilm formation [136]. Since expression of PhoBR and its regulon increases under phosphate limiting conditions [137], it may be that PMA inhibits phosphate uptake by an unknown mechanism, possibly through direct interaction with highly up-regulated PstS or this could be an artifact of DMSO.

##### Amino acid biosynthesis.

Expression of most amino acid pathways was down-regulated by both compounds, but a few responded uniquely to each mercurial (Fig. 8 and Additional file 1: Figure S22 and Additional file 11: Table S13). Since methionine auxotrophy occurs under oxidative stress due to ROS susceptibility of methionine synthase (MetE) [138], expression of methionine biosynthesis genes may have increased with HgCl_2_ due to a stronger oxidative stress response than PMA. However, since PMA did up-regulate some oxidative stress-related genes, it is curious that Met operon expression was down-regulated under PMA exposure. Next to its affinity for cysteine sulfur, Hg(II) binds the imino nitrogen of histidine very strongly [139], so it was intriguing that histidine biosynthesis genes were also up-regulated by HgCl_2_ but down-regulated by PMA. It remains unclear how these differences or the opposite responses for leucine, isoleucine and valine biosynthesis help the cell survive mercurial exposure.

##### Miscellaneous genes.

Multiple antibiotic efflux systems and polymyxin resistance surface modifications were up-regulated by HgCl_2_ exposure, and even more so by PMA (Fig. 11 and Additional file 1: Figure S26 and Additional file 11: Table S13). Chronic mercury exposure contributes to the spread of multiple antibiotic resistant bacteria through co-selection of plasmid-borne antibiotic and mercury resistance genes [140, 141]. Increased expression of antibiotic resistance and surface components hint that low-level mercury exposure could prime cells for increased antibiotic resistance. However, the ubiquity of plasmid- and transposon-borne Hg resistance loci suggests that expression of these chromosomal genes offers insufficient protection against the antibiotic or mercurial levels encountered in clinical practice.

A handful of vestigial e14 or CPS-53 prophage genes were up-regulated by HgCl_2_ (Table 1) or PMA (Additional file 3: Table S5), respectively. Some are known to increase resistance to osmotic, oxidative, and acid stressors [142, 143], but their roles and mechanisms have not been well defined.

##### Differential expression of genes required for the same functional protein complex.

In many instances we observed that transcripts for subunits of the same enzyme, protein complex, or component of a tightly articulated pathway were differentially expressed. In some cases these proteins lie in distinct transcripts, which may experience different turnover rates and in other cases the differences could be due to transcriptional polarity. We have chosen not to deal explicitly with such paradoxes in this work, which is sufficiently complex as it is, but will address them in future work.

## Conclusions

The effects of mercury exposure in multicellular organisms have long been studied at the physiological level but a global, fine grained understanding of the differences in the precise biochemical sequelae of inorganic and organic mercury exposure has been lacking. This study is the first to examine not only the global transcriptional response differences between inorganic mercury (HgCl_2_) and an organomercurial (phenylmercuric acetate) in a model microorganism, but also first to examine longitudinally how the cell recovers from these chemically distinct compounds. Taken together with global identification of vulnerable protein targets (Zink et al... in preparation) and of damage to thiol and metal ion homeostasis upon acute mercurial exposure [23], the current work provides a quantitative systems-level description of the effects of in vivo mercury exposure in *E. coli*. What was striking and most challenging with this study was the breadth and diversity of the systems whose expression was affected by these two chemically distinct mercurials. Sub-acute exposure influenced expression of ~45% of all genes with many distinct responses for each compound, reflecting differential biochemical damage by each mercurial and the corresponding resources available for repair. Energy production, intermediary metabolism and most uptake pathways were initially down-regulated by both mercurials, but nearly all stress response systems were up-regulated early by at least one compound. These results echo the wide functional variety of proteins stably modified by these mercurials owing to the widespread occurrence of cysteines found in nearly all *E. coli* proteins. Microbiome studies are rapidly unveiling the importance of commensal bacteria to the health of all higher organisms. Our findings in this model commensal organism provide insights into how chronic mercury exposure might affect such complex microbial communities and, consequently, the health of the host. This work also serves as a foundation for studies now underway of how the widely found mobile Hg resistance (*mer*) locus assists the cell in recovery from Hg exposure.

## Additional files

Additional file 1: Contains supporting methods, Tables S1 - S3, Table legends for Tables S4 - S17, and Figures S1 - S29.

Additional file 2: Contains raw read counts for each gene across all conditions as determined by counting mapped paired-end reads using HTseq-count.

Additional file 3: Contains fold-change, log2 fold-change, and false discovery rate values for significantly differentially expressed genes (≤ 1% FDR and ≥ 2 fold-change) for mercury exposed conditions as determined by baySeq analysis and “n.s.” designates expression that was not significantly different from unexposed culture at the same time point.

Additional file 4: Contains data from Table S5 grouped by COG’s 2014 functional category annotation. Gene ID’s and names highlighted in red indicate duplicate entries that are annotated in more than one category.

Additional file 5: Contains data from STRING v10.0 network analysis of up- regulated genes with ≥ 5 foldchange for mercury exposure conditions and all up- regulated genes for unexposed conditions. Network maps for mercury exposures are in Figure S8 and unexposed conditions in Figure S10.

Additional file 6: Contains fold-change, log2 fold-change, and false discovery rate values for significantly differentially expressed genes (≤ 1% FDR and ≥ 2 fold-change) for unexposed condition at each time point compared to time 0 or for sub-intervals. “n.s.” indicates that expression was not significantly different from that of the indicated prior time comparison. (XLSX – 1566 kb)

Additional file 7: Contains fold-change data for genes involved in DNA replication, recombination, degradation, and repair. (XLSX – 41 kb)

Additional file 8: Contains fold-change data for genes involved transcription and RNA turnover.

Additional file 9: Contains fold-change data for sigma factor genes and corresponding regulon genes for each during mercurial exposure based on RegulonDB annotation.

Additional file 10: fold-change data for transcription factor genes and corresponding regulon genes for each during mercurial exposure based on RegulonDB annotation.

Additional file 11: Contains data that corresponds to heat map figures, including gene ID, gene name, gene description, and log2 fold-change values for significantly differentially expressed genes under mercury exposed conditions and “0” designates expression that was not significantly different from unexposed culture at the same time point.

Additional file 12: Contains data on ribosomal protein genes, organized by operon. Fold-change values of differentially expressed regulator genes for each operon and the genes they regulate are indicated. Also indicated are RHg or Hg adduct observations by LCMS/MS (Zink, et al., in preparation). Differential expression of other translation-related genes organized by function are shown below the r-proteins table.

Additional file 13: Contains fold-change data for genes grouped by metal bound by each protein based on gene ontology (GO) annotation in UniProtKB database.

Additional file 14: Contains fold-change data for genes regulated by OxyRS or SoxRS regulons based on annotations.

Additional file 15: Contains data for genes that were not significantly differentially expressed at 10 min, but were at 30 and 60 min or just 60 min after mercurial exposure. Data is organized by just upregulated, just down-regulated, or combined. “n.s.” designates expression that was not significantly different from unexposed culture at the same time point.

## Abbreviations

COGs: Clusters of orthologous groups
CVAA: Cold vapor atomic absorption
Cys: Cysteine
DEGs: Differentially expressed genes
DMSO: Dimethyl sulfoxide
ETC: Electron transport chain
GOFs: Gene-ontology functions
GSH: Glutathione
Hg: Mercury
HgCl_2_: Mercuric chloride
HSP: Heat shock protein
LB: Luria-Bertani medium
MDR: Multidrug resistance
ncRNA: Non-coding RNA
NGS: Next generation sequencing
NM3: Neidhardt MOPS minimal medium
PGA: Poly-β-1,6-N-acetyl-glucosamine
PhHg: Phenylmercury
PMA: Phenylmercuric acetate
RNAP: RNA polymerase

# Supplementary material for: Transcriptional responses of Escherichia coli during recovery from inorganic or organic mercury exposure
**Source:** BMC Genomics. 2018 Jan 16;19:52. doi: 10.1186/s12864-017-4413-z
**Supplement:** Supplementary file 1 — Contains supporting methods, Tables S1 - S3, Table legends for Tables S4 - S17, and Figures S1 - S29.

## **Supporting Material:**

Transcriptional responses of *Escherichia coli* during recovery from  
inorganic or organic mercury exposure

Stephen P. LaVoie<sup>\*</sup> and Anne O. Summers<sup>\*</sup>

## Supporting Methods:

### **RNAsnap<sup>™</sup> method [1].**

Each thawed cell pellet was suspended in 100µl of RNAsnap extraction solution (95% formamide (RNA grade), 18mM EDTA (pH 8), 0.025% SDS, 1% βME), then vortex vigorously. The cells were then lysed by heating at 95°C in a heat block for 7 min. Cell debris was pelleted by centrifuging the warm sample at 16,000 *g* for 5 min at room temperature. 90 µl of supernatant was then transferred to a fresh tube, without disturbing clear gelatinous pellet. RNA was quantified with Nanodrop<sup>™</sup> using A<sub>260</sub> and RNAsnap solution for blank. The RNA was then further isolated using phenol/chloroform extraction, by adding 340 µl of RNase free H<sub>2</sub>O and 430 µl of acidic phenol/chloroform (5:1 solution, pH 4.5, Ambion) and vortex vigorously for 30 sec. Each sample was centrifuged at 21,000 x *g* for 15 min at 4°C, then 350 µl of the aqueous phase was transferred to a fresh tube. Then to precipitate RNA, 40 µl of sodium acetate (3 M, pH 5.5) and 1 ml of 100% ethanol (~2.5x volume) was added and mixed by inverting the tube several times. Samples were precipitated for 1 hr at -70°C and moved to -20°C to continue precipitation overnight. The precipitated samples were centrifuged at 21,000 *g* for 15 min at 4°C to pellet RNA, then the supernatant was carefully removed by aspiration, the pellet was washed with 300 µl of 70% ethanol and centrifugation was repeated. The supernatant was carefully removed by aspiration, the RNA pellet was air dried completely, and allowed at least 30 min to hydrate in 50 µl of RNase free H<sub>2</sub>O before quantifying using Nanodrop<sup>™</sup> to determine recovery. RNA samples were then stored at -70°C until DNase treatment. RNA quality was assessed after DNase treatment by running 500 ng of RNA on 1% agarose – 0.5 X TBE gel with 0.5 µg/ml

ethidium bromide, run at 50V for 2 hr. RNA samples were denatured prior to loading by suspension in Gel Loading Buffer II (95% formamide, 18mM EDTA and 0.025% each of SDS, xylene cyanol and bromophenol blue, Ambion) and heated for 5 min. at 95°C.

### ***Quantification of cell mercury content***

A single cell pellet for each condition and time point was collected and cryoarchived as described in the Cell Cultivation section above. Frozen sample tubes were shipped overnight on dry ice to Rutgers University for analysis. Cell pellets were digested following EPA method 245.6 with the exception that potassium persulfate was not used during the oxidation process. Total Hg was quantified with a Hydra II cold vapor atomic absorption (CVAA) instrument (Teledyne-Leeman Labs) using an external standard curve for each run. Data were collected from three biological replicates prepared by the same method, but not used for RNA-Seq analysis. The average background mercury from flask contamination in unexposed samples across all time points (10.10 ng/pellet +/- 2.55) was subtracted from mercury exposed cell pellet values. Total input mercury (200.59 g/mol) is based on 3  $\mu$ M Hg added to culture equals  $3 \times 10^{-9}$  moles/ml or 602 ppb, and was used to determine the percentage of input mercury bound by cells at each time point in HgCl<sub>2</sub> and PMA exposed cells.

## Supporting Tables:

**Table S1: Sequencing index tag for each sample library.**

| <b>Sample ID</b> | <b>index</b> | <b>sequence</b>   |
|------------------|--------------|-------------------|
| 1A (MG_t0)       | 701-501      | ATTACTCG-TATAGCCT |
| 2A (MG_t10)      | 701-502      | ATTACTCG-ATAGAGGC |
| 3A (MG_t30)      | 701-503      | ATTACTCG-CCTATCCT |
| 4A (MG_t60)      | 701-504      | ATTACTCG-GGCTCTGA |
| 5A (MG+Hg_t10)   | 701-505      | ATTACTCG-AGGCGAAG |
| 6A (MG+Hg_t30)   | 701-506      | ATTACTCG-TAATCTTA |
| 7A (MG+Hg_t60)   | 701-507      | ATTACTCG-CAGGACGT |
| 8A (MG+PMA_t10)  | 701-508      | ATTACTCG-GTACTGAC |
| 9A (MG+PMA_t30)  | 702-501      | TCCGGAGA-TATAGCCT |
| 10A (MG+PMA_t60) | 702-502      | TCCGGAGA-ATAGAGGC |
| 1B (MG_t0)       | 702-503      | TCCGGAGA-CCTATCCT |
| 2B (MG_t10)      | 702-504      | TCCGGAGA-GGCTCTGA |
| 3B (MG_t30)      | 702-505      | TCCGGAGA-AGGCGAAG |
| 4B (MG_t60)      | 702-506      | TCCGGAGA-TAATCTTA |
| 5B (MG+Hg_t10)   | 702-507      | TCCGGAGA-CAGGACGT |
| 6B (MG+Hg_t30)   | 702-508      | TCCGGAGA-GTACTGAC |
| 7B (MG+Hg_t60)   | 703-501      | CGCTCATT-TATAGCCT |
| 8B (MG+PMA_t10)  | 703-502      | CGCTCATT-ATAGAGGC |
| 9B (MG+PMA_t30)  | 703-503      | CGCTCATT-CCTATCCT |
| 10B (MG+PMA_t60) | 703-504      | CGCTCATT-GGCTCTGA |
| 1C (MG_t0)       | 703-505      | CGCTCATT-AGGCGAAG |
| 2C (MG_t10)      | 703-506      | CGCTCATT-TAATCTTA |
| 3C (MG_t30)      | 703-507      | CGCTCATT-CAGGACGT |
| 4C (MG_t60)      | 703-508      | CGCTCATT-GTACTGAC |
| 5C (MG+Hg_t10)   | 704-501      | GAGATTCC-TATAGCCT |
| 6C (MG+Hg_t30)   | 704-502      | GAGATTCC-ATAGAGGC |
| 7C (MG+Hg_t60)   | 704-503      | GAGATTCC-CCTATCCT |
| 8C (MG+PMA_t10)  | 704-504      | GAGATTCC-GGCTCTGA |
| 9C (MG+PMA_t30)  | 704-505      | GAGATTCC-AGGCGAAG |
| 10C (MG+PMA_t60) | 704-506      | GAGATTCC-TAATCTTA |

**Table S2: Cell mercury content.**

| <b>Condition<br/>(replicates)</b> | <b>Hg Content (%CV)<br/>(ng/pellet)</b> | <b>Percent of Input Hg (602 ng)</b> |
|-----------------------------------|-----------------------------------------|-------------------------------------|
| MG+Hg_t10 (5)                     | 296.70 (62%)                            | 49%                                 |
| MG+Hg_t30 (6)                     | 144.42 (34%)                            | 24%                                 |
| MG+Hg_t60 (6)                     | 279.90 (49%)                            | 47%                                 |
| MG+PMA_t10 (5)                    | 277.90 (14%)                            | 46%                                 |
| MG+PMA_t30 (6)                    | 105.42 (73%)                            | 18%                                 |
| MG+PMA_t60 (6)                    | 63.30 (36%)                             | 11%                                 |

**Table S3: Average total mapped reads by feature type from 3 biological replicates for each condition.**

|                                                          | MG_t0            | MG_t10           | MG_t30           | MG_t60           | Hg_t10           | Hg_t30           | Hg_t60           | PMA_t10          | PMA_t30          | PMA_t60          |
|----------------------------------------------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|
| <b>sum of counts for all feature types (4,495 total)</b> | 6304455          | 6216680          | 6471741          | 6708912          | 7060100          | 6407018          | 7594243          | 7617725          | 5306298          | 6674420          |
| <b>sum of CDS features (4,140 total)</b>                 | 5637398<br>(89%) | 5600499<br>(90%) | 5756229<br>(89%) | 5824959<br>(87%) | 6264405<br>(89%) | 5362239<br>(84%) | 6377199<br>(84%) | 6535950<br>(86%) | 4446307<br>(84%) | 5940351<br>(89%) |
| <b>sum of ncRNA features (63 total)</b>                  | 226511<br>(3.6%) | 219188<br>(3.5%) | 259520<br>(4.0%) | 326701<br>(4.9%) | 350434<br>(5.0%) | 436892<br>(6.8%) | 484101<br>(6.4%) | 420290<br>(5.5%) | 313073<br>(5.9%) | 248544<br>(3.7%) |
| <b>sum of pseudogene features (178 total)</b>            | 34727<br>(0.6%)  | 32490<br>(0.5%)  | 38669<br>(0.6%)  | 39796<br>(0.6%)  | 16693<br>(0.2%)  | 15572<br>(0.2%)  | 24078<br>(0.3%)  | 54826<br>(0.7%)  | 41601<br>(0.8%)  | 36088<br>(0.5%)  |
| <b>sum of rRNA features (22 total)</b>                   | 24956<br>(0.40%) | 14601<br>(0.23%) | 17620<br>(0.27%) | 18935<br>(0.28%) | 1510<br>(0.02%)  | 25925<br>(0.40%) | 364<br>(0.01%)   | 4010<br>(0.05%)  | 29871<br>(0.56%) | 23752<br>(0.36%) |
| <b>sum of tRNA features (86 total)</b>                   | 42271<br>(0.67%) | 21539<br>(0.35%) | 17451<br>(0.27%) | 17998<br>(0.27%) | 13814<br>(0.20%) | 16077<br>(0.25%) | 39166<br>(0.52%) | 17836<br>(0.23%) | 13134<br>(0.25%) | 20339<br>(0.30%) |
| <b>sum of tmRNA features (2 total)</b>                   | 338581<br>(5%)   | 328355<br>(5%)   | 382239<br>(6%)   | 480511<br>(7%)   | 413212<br>(6%)   | 550291<br>(9%)   | 669320<br>(9%)   | 584792<br>(8%)   | 462282<br>(9%)   | 405337<br>(6%)   |
| <b>sum of tRNA-pseudogene features (3 total)</b>         | 11<br>(<0.1%)    | 7<br>(<0.1%)     | 13<br>(<0.1%)    | 11<br>(<0.1%)    | 31<br>(<0.1%)    | 22<br>(<0.1%)    | 15<br>(<0.1%)    | 22<br>(<0.1%)    | 30<br>(<0.1%)    | 9<br>(<0.1%)     |

Average total reads from 3 biological replicate libraries for each condition. Sums and average for each feature type are based on the annotation file *Escherichia\_coli\_str\_k\_12\_substr\_mg1655.GCA\_000005845.2.24.gtf*. Percentages were determined by dividing the average total reads for each feature type by the average total reads for all features in each library.

## Supporting Table Footnotes:

**Table S4: Raw counts.** Read counts for each gene were determined by counting mapped paired-end reads from Bowtie2 alignment (.SAM) using HTseq-count program based on annotation file from <http://bacteria.ensembl.org>. (Escherichia\_coli\_str\_k\_12\_substr\_mg1655.GCA\_000005845.2.24.gtf).

**Table S5: Mercury exposed DEGs.** Fold-change (*worksheet 1*) and  $\log_2$  fold-change (*worksheet 2*) values and false discovery rate (FDR) values as determined by baySeq analysis for DEGs under mercury exposed conditions and “n.s.” designates expression that was not significantly different from unexposed culture at the same time point (> 1% FDR) and/or less than a two fold-change.

**Table S6: COGs.** Data from Table S5 grouped by COG’s 2014 functional category annotation [2] from DOE IMG database (<https://img.jgi.doe.gov>). Gene ID’s and names highlighted in red indicate duplicate entries that are annotated in more than one category.

**Table S7: STRING Network Analysis of HgCl<sub>2</sub> and PMA up-regulated genes.** Up-regulated genes with  $\geq 5$  fold-change for mercury exposure conditions and all up-regulated genes for unexposed conditions were input into STRING v10.0 (<http://string-db.org/>) [3]. STRING database algorithm uses list of differentially expressed gene names as input, but does not include the fold-change intensity in analysis. Nodes

represent genes and line thickness indicates greater correlation score. Network maps for mercury exposures are in Figure S8 and unexposed conditions in Figure S10. Positive DEGs present at each time point are clustered for HgCl<sub>2</sub>, PMA, and unexposed conditions at each time point.

**Table S8: Unexposed DEGs.** Fold-change (*worksheet 1*) and log<sub>2</sub> fold-change (*worksheet 2*) values and false discovery rate (FDR) values as determined by baySeq analysis for DEGs at each time point compared to time 0 or for sub-intervals. “n.s.” indicates that expression was not significantly different from that of the indicated prior time comparison (> 1% FDR) and/or less than a two fold-change.

**Table S9: Replication and repair.** Genes involved in DNA replication, recombination, degradation, and repair. Green cells indicate positive fold-change and red means negative fold-change in mercurial exposure condition relative to the unexposed culture at the same time point.

**Table S10: Transcription and RNA turnover.** Green cells indicate positive fold-change and red means negative fold-change in mercury exposure condition relative to the unexposed culture at the same time point.

**Table S11: RegulonDB sigma factors.** Differential gene expression of sigma factor genes and corresponding regulon genes for each during mercurial exposure. Gene identities are from RegulonDB (<http://regulondb.ccg.unam.mx/index.jsp>)[4]. Sigma

factors are shown in bold text and fold-change of genes regulated by each is shown in plain text.

**Table S12: RegulonDB transcription factors.** Differential gene expression of transcription factor genes (*worksheet 1*) and corresponding regulon genes (*worksheet 2*) during mercurial exposure. Gene identities are from RegulonDB (<http://regulondb.ccg.unam.mx/index.jsp>)[4]. Transcription factors are shown in bold text and fold-change of genes regulated by each is shown in plain text.

**Table S13: Heat map figures data.** Data that corresponds to heat map figures, including gene ID, gene name, gene description, and  $\log_2$  fold-change values for differentially expressed genes under mercury exposed conditions and “0” designates expression that was not significantly different from unexposed culture at the same time point ( $> 1\%$  FDR) and/or less than a  $\log_2$  fold-change of 1.

**Table S14: Translation apparatus.** Ribosomal protein genes, organized by operon [5]. Fold-change values of differentially expressed regulator genes for each operon and the genes they regulate are indicated. Also indicated are RHg or Hg adducts observations by LC-MS/MS (Zink, et al., in preparation). Differential expression of other translation-related genes organized by function are shown below the r-proteins table.

**Table S15: Metal binding.** Genes are grouped by metal bound by each protein and were identified based on gene ontology (GO) annotation in UniProtKB database

(<http://www.uniprot.org/uniprot/>). Green highlighted cells indicate positive fold-change and red means negative fold-change in mercury exposure condition relative to the unexposed culture at the same time point.

**Table S16: OxyRS and SoxRS regulons.** Genes grouped by regulator for each regulon had been identified by CHiP-exo [6] and EcoCyc annotation [7] as indicated in column A. Genes highlighted in blue are duplicates that are part of both regulons. Green highlighted cells indicate positive fold-change and red means negative fold-change in mercury exposure condition relative to the unexposed culture at the same time point.

**Table S17: Delayed response.** Genes that were not differentially expressed at 10 min, but were at 30 and 60 min or just 60 min after mercurial exposure. Up-regulated genes only (*worksheet 1*), down-regulated genes only (*worksheet 2*), and combined (*worksheet 3*). Genes grouped by COG category, green highlighted cells indicated positive fold-change, red mean negative fold-change, and “n.s.” indicates expression that was not significantly different from unexposed culture at the same time point.

## Supporting Figures:

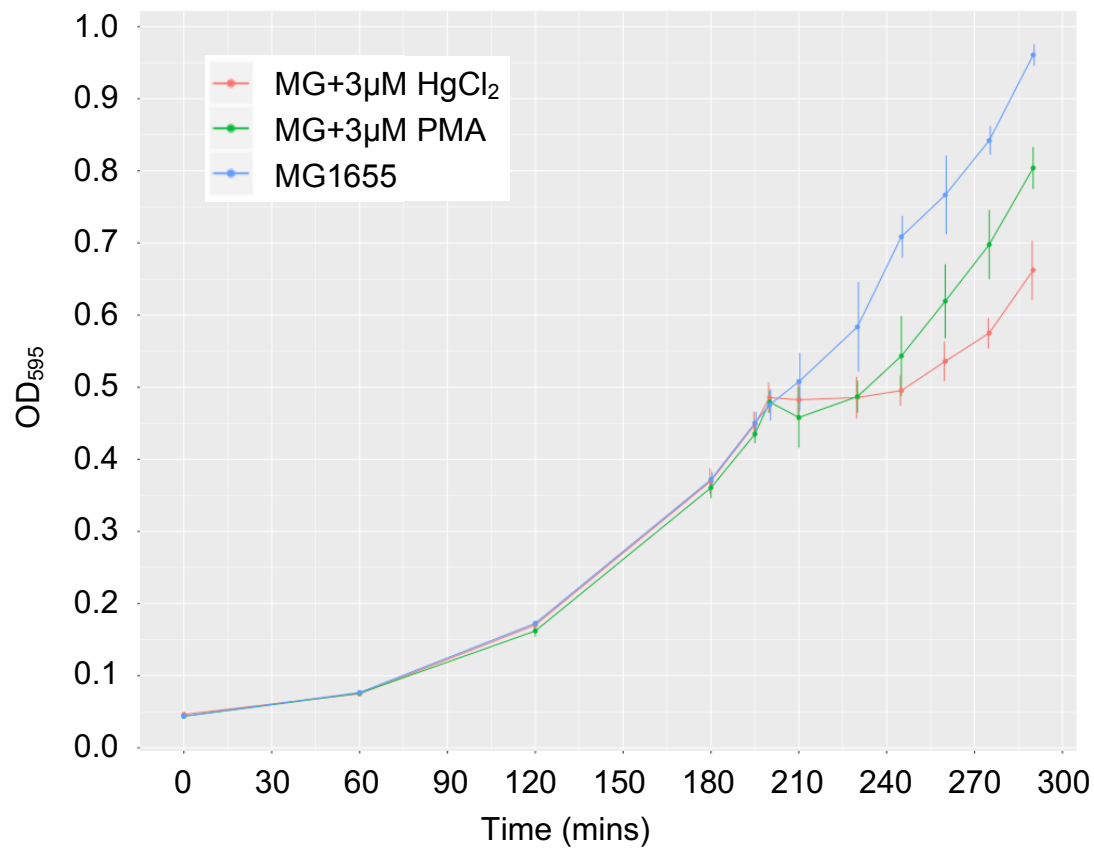

**Figure S1: Complete growth curves for all conditions.** Average optical density values with standard deviation bars from 3 biological replicate cultures for each condition: MG1655 unexposed culture (blue), MG + 3µM HgCl<sub>2</sub> (red), and MG + 3µM PMA (green). Samples for RNA-seq were collected at 200 (t<sub>0</sub>), 210 (t<sub>10</sub>), 230 (t<sub>30</sub>), and 260 (t<sub>60</sub>) minute time points following exposure to mercury.

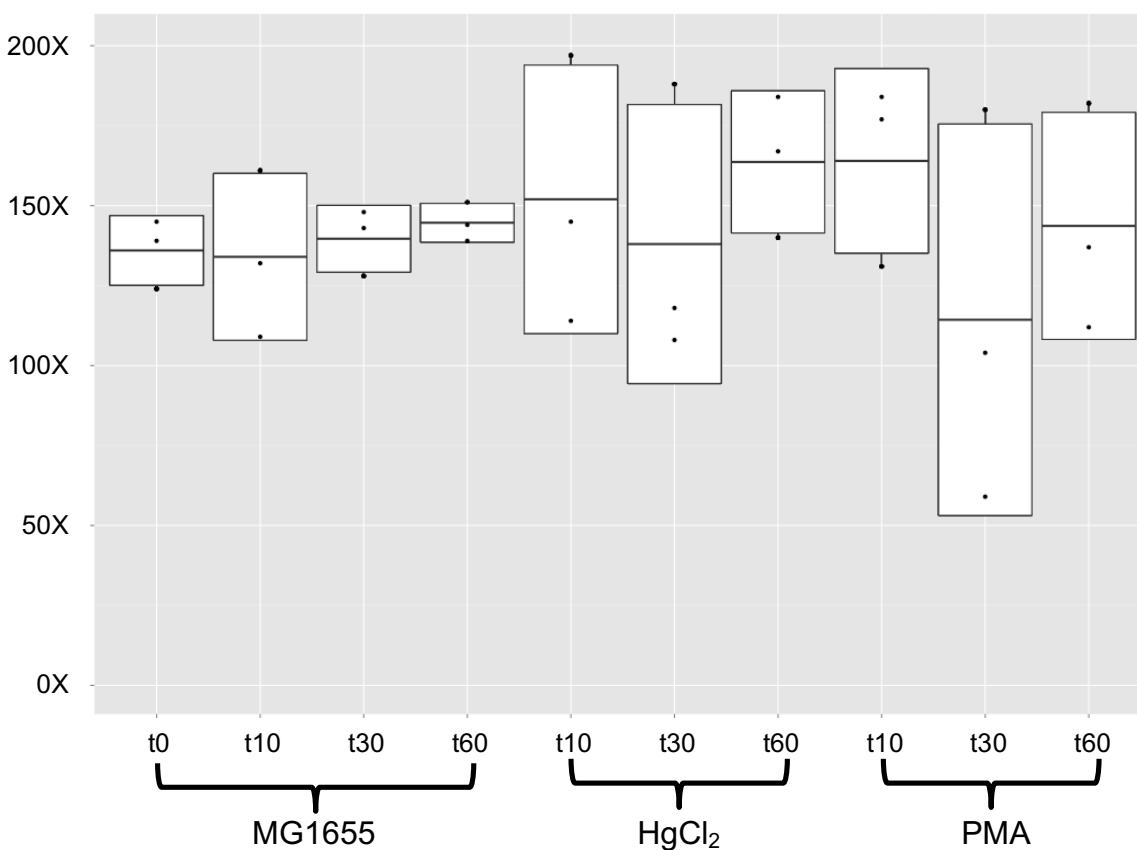

**Figure S2: Genome coverage for each condition.** The y-axis is the Mapped Reads Genome Coverage for 3 biological replicate libraries at each condition based on the formula: (number of paired-end reads mapped to genome by Bowtie2) x (read length, 50 bp x 2 for paired-end = 100 bp total) / (genome size, 4.64 Mb). Each box represents upper and lower quantiles with the internal horizontal bar as the median and dots indicate data points.

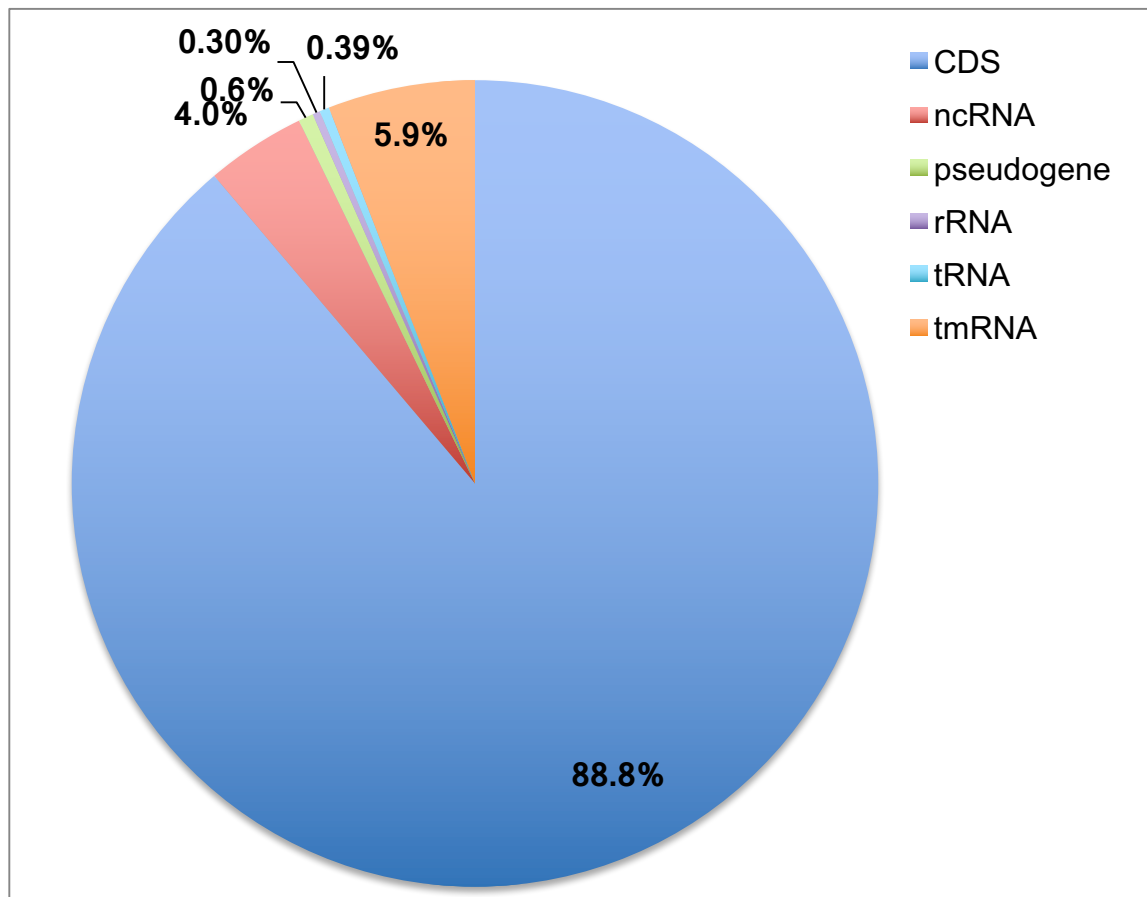

**Figure S3: Mapped reads by feature-type for the unexposed control culture averaged across all time points.** Percentages were calculated based average raw reads from 3 biological replicates, by taking the sum of reads for each feature type, divided by the total reads for all features, then taking the average across all time points (0,10,30 and 60 mins) for the unexposed control culture. See data in Table S4 details for each condition.

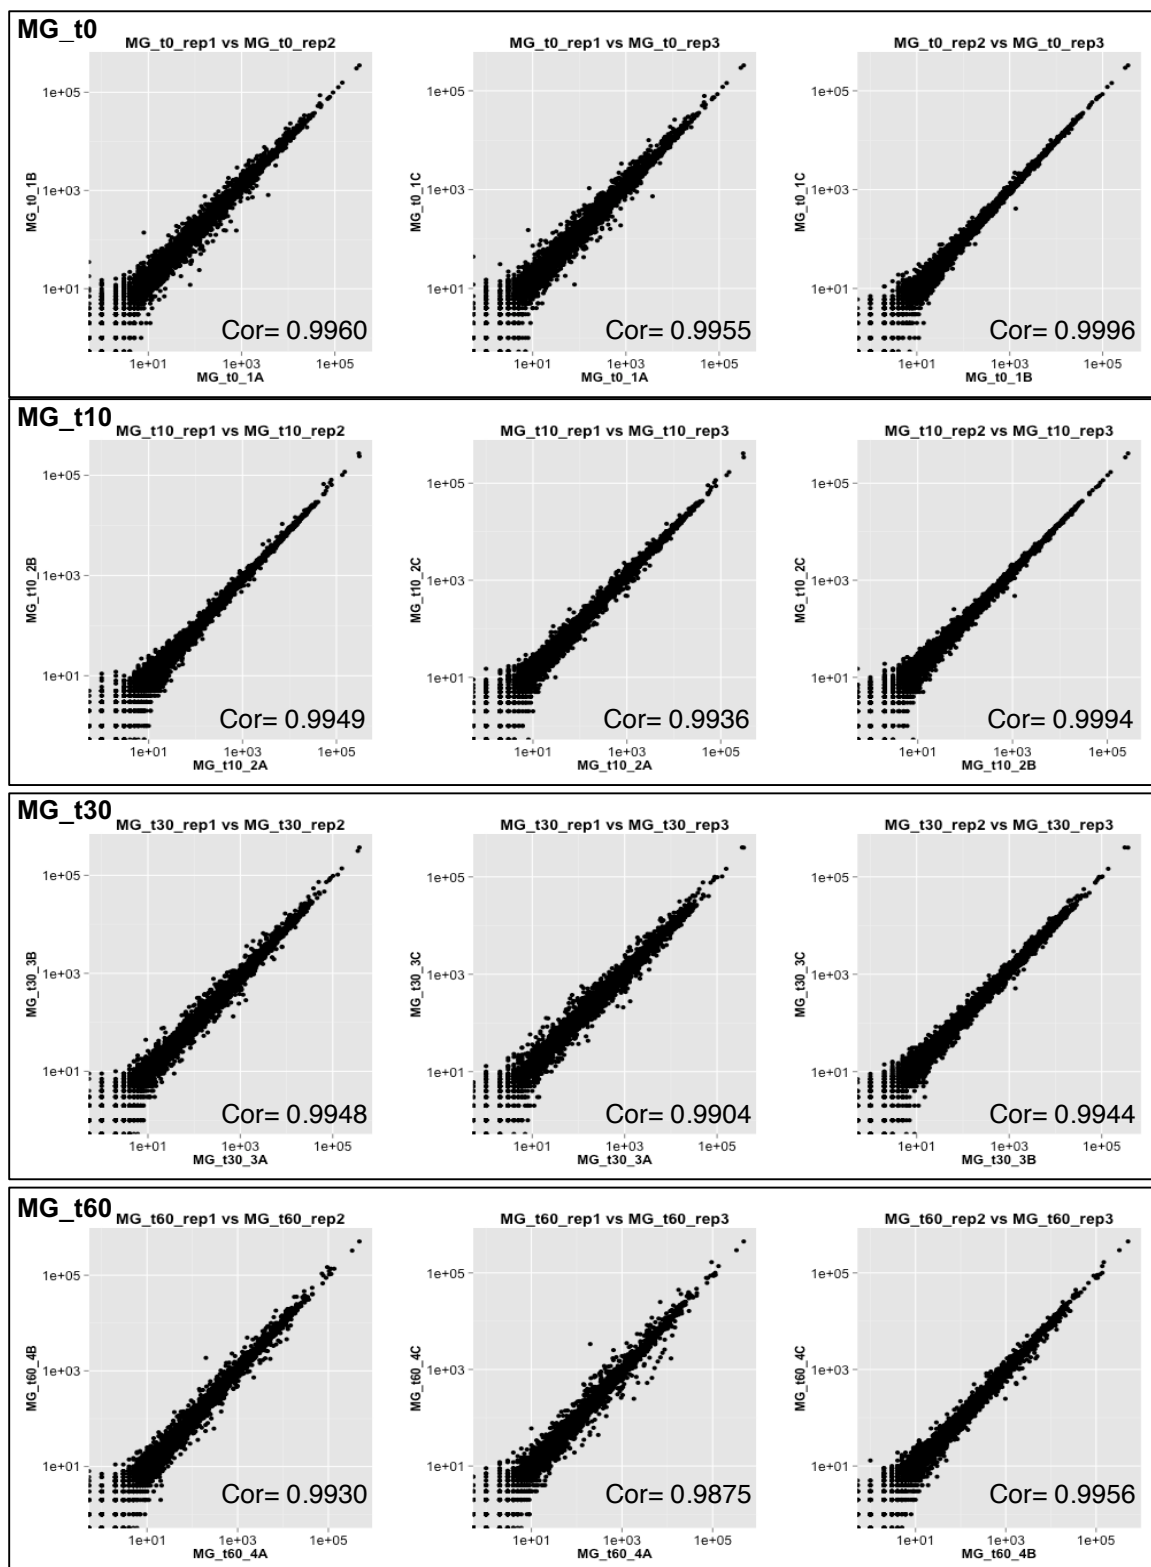

**Figure S4: Pearson correlation plots of gene counts in biological replicates for unexposed condition.** Pearson correlations were determined by pairwise comparisons of biological replicates (rep1 vs rep2, rep1 vs rep3, rep2 vs rep3) using raw (unnormalized) read counts per gene (with rRNA counts removed) for each condition examined.

## MG+Hg\_t10

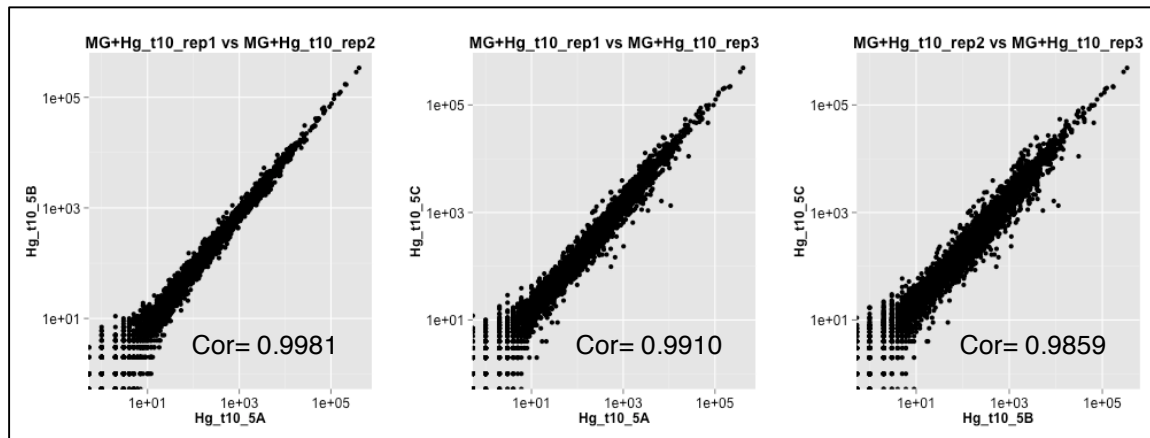

## MG+Hg\_t30

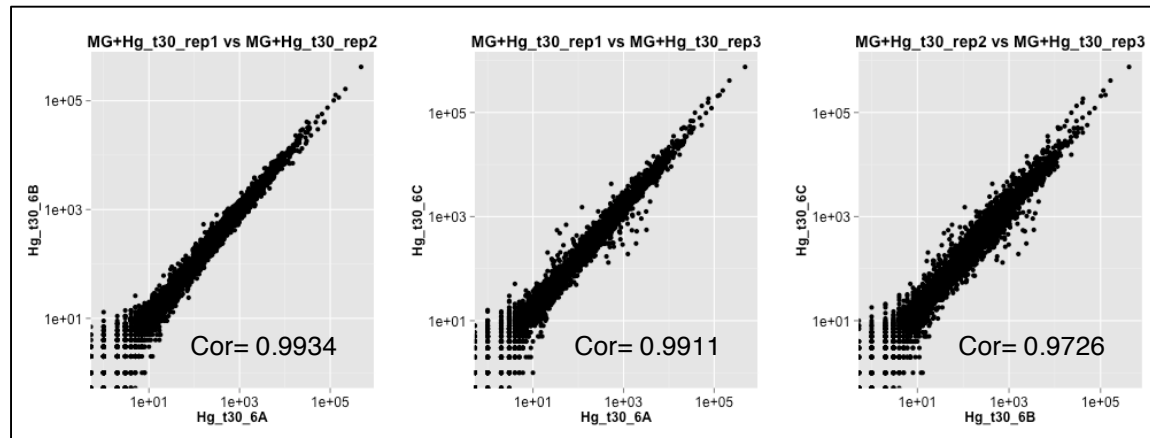

## MG+Hg\_t60

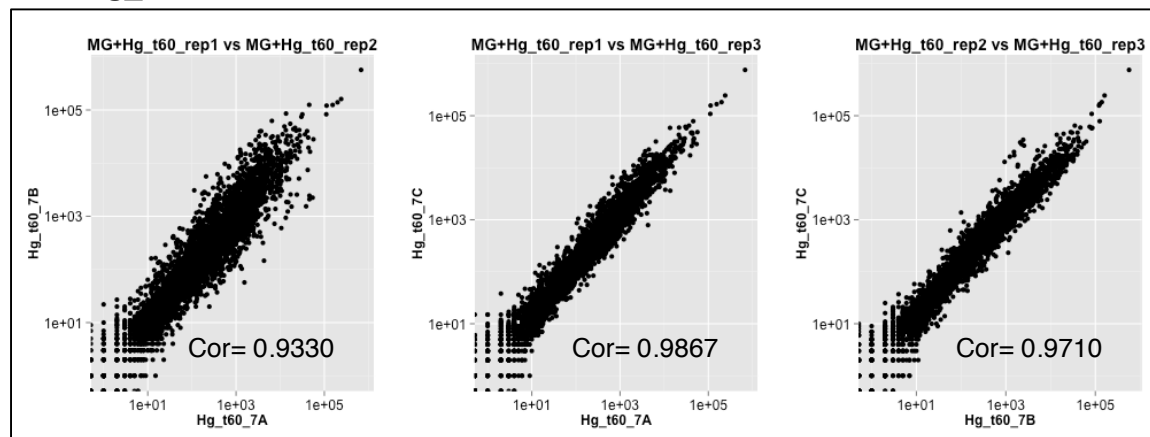

**Figure S5: Pearson correlation plots of gene counts in biological replicates for HgCl<sub>2</sub> exposed condition.** Pearson correlations were determined by pairwise

comparisons of biological replicates (rep1 vs rep2, rep1 vs rep3, rep2 vs rep3) using raw (unnormalized) read counts per gene (with rRNA counts removed) for each condition examined.

## MG+PMA\_t10

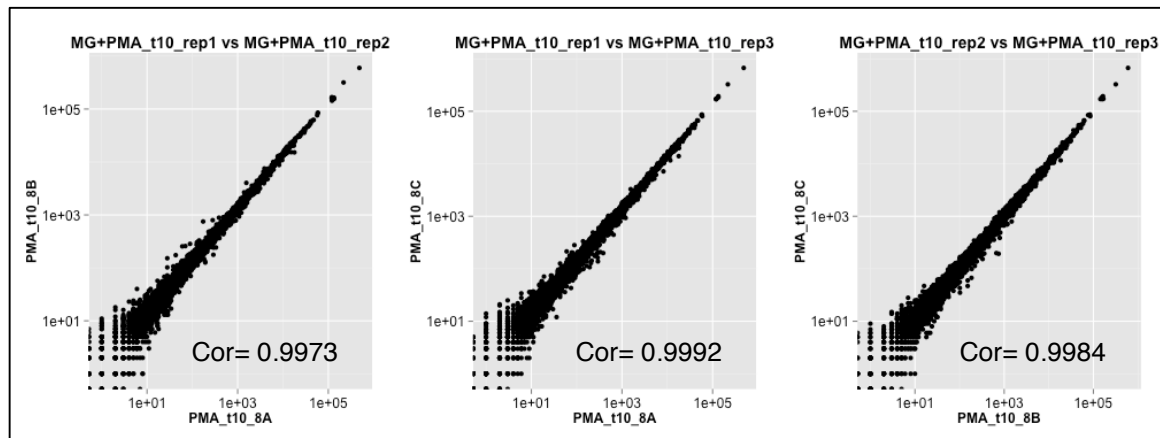

## MG+PMA\_t30

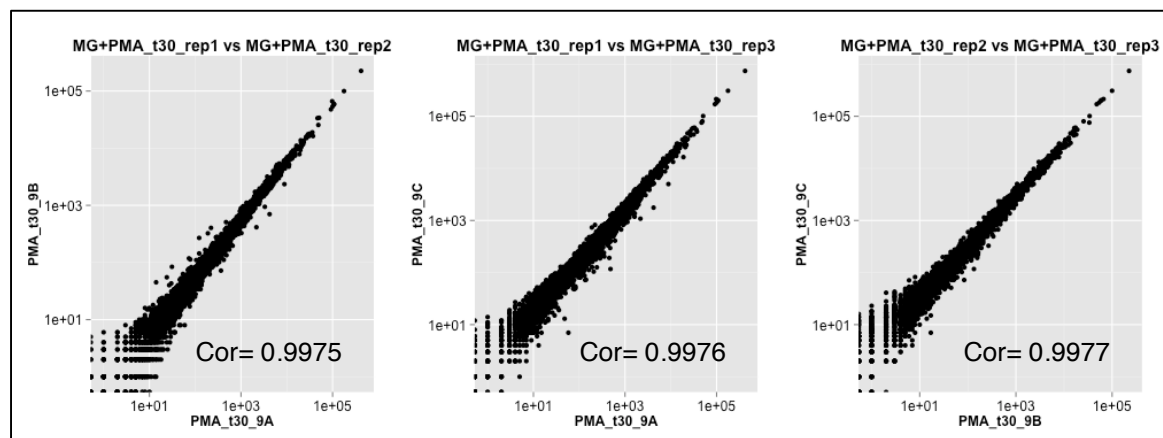

## MG+PMA\_t60

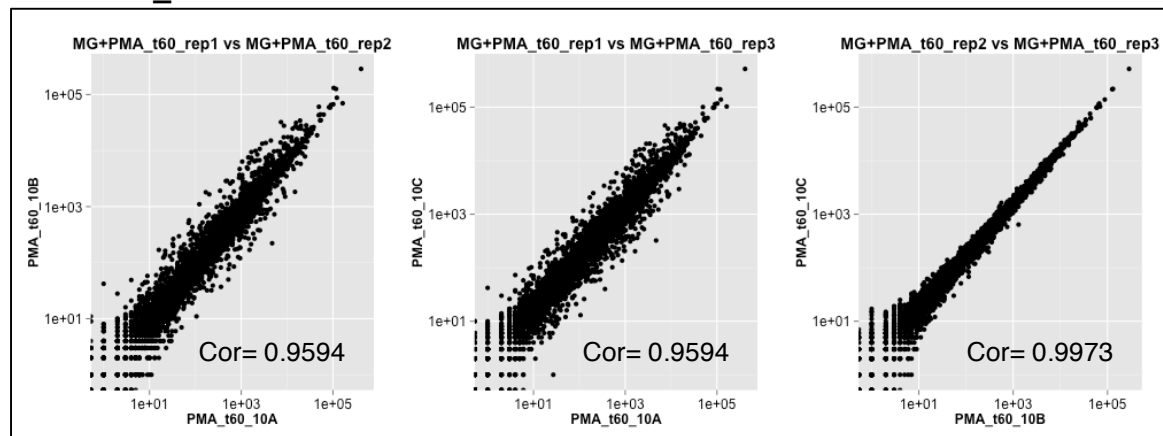

**Figure S6: Pearson correlation plots of gene counts in biological replicates for PMA exposed condition.** Pearson correlations were determined by pairwise

comparisons of biological replicates (rep1 vs rep2, rep1 vs rep3, rep2 vs rep3) using raw (unnormalized) read counts per gene (with rRNA counts removed) for each condition examined.

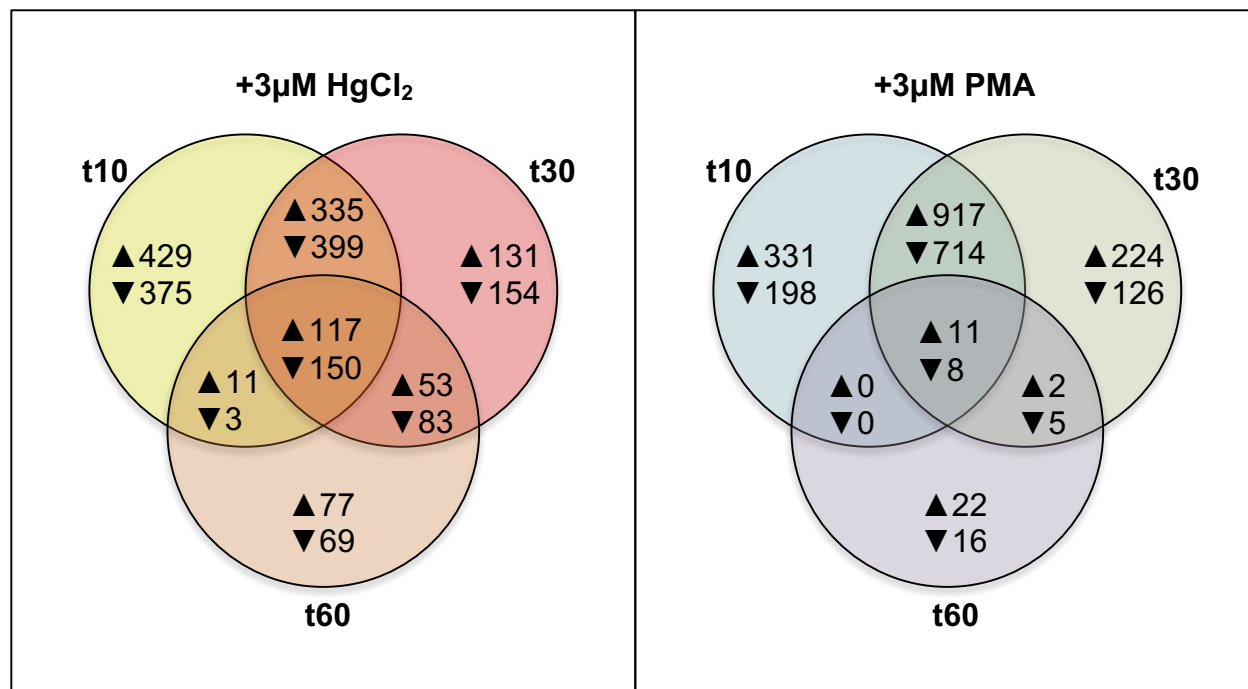

**Figure S7: Shared genes at each sampling time for HgCl<sub>2</sub> or PMA exposures.**

DEGs in outer edge of circles represent unique genes not observed at other time points.

**Figure S8: STRING network analysis of up-regulated genes with > 5 fold-change during each mercury exposure condition.** GO biological processes categories enriched from network have a FDR of < 5% (see Table S7 for details).

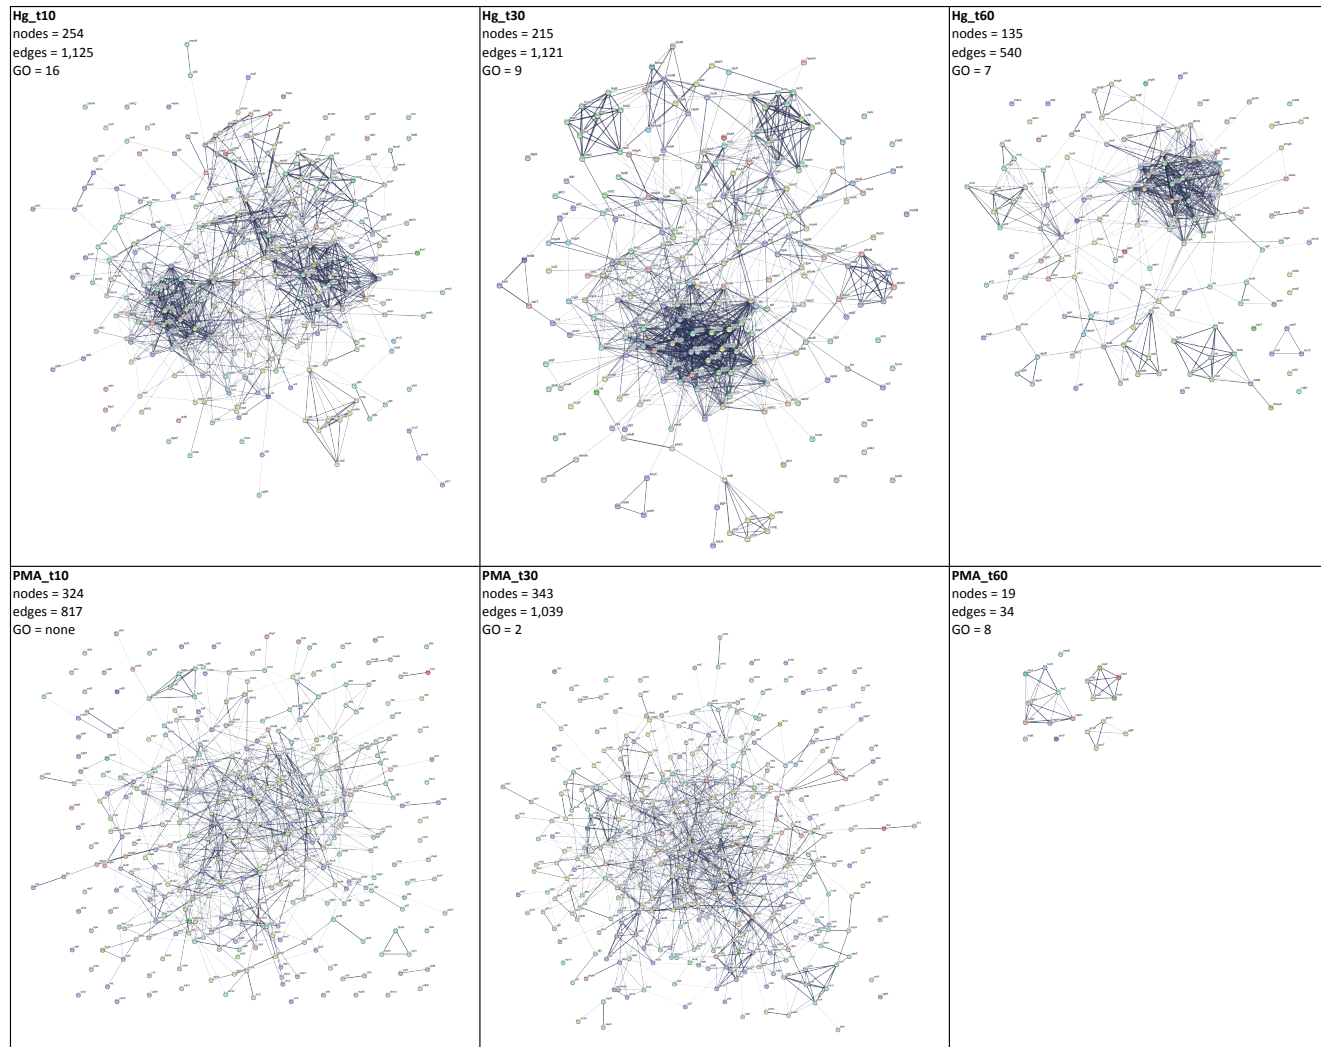

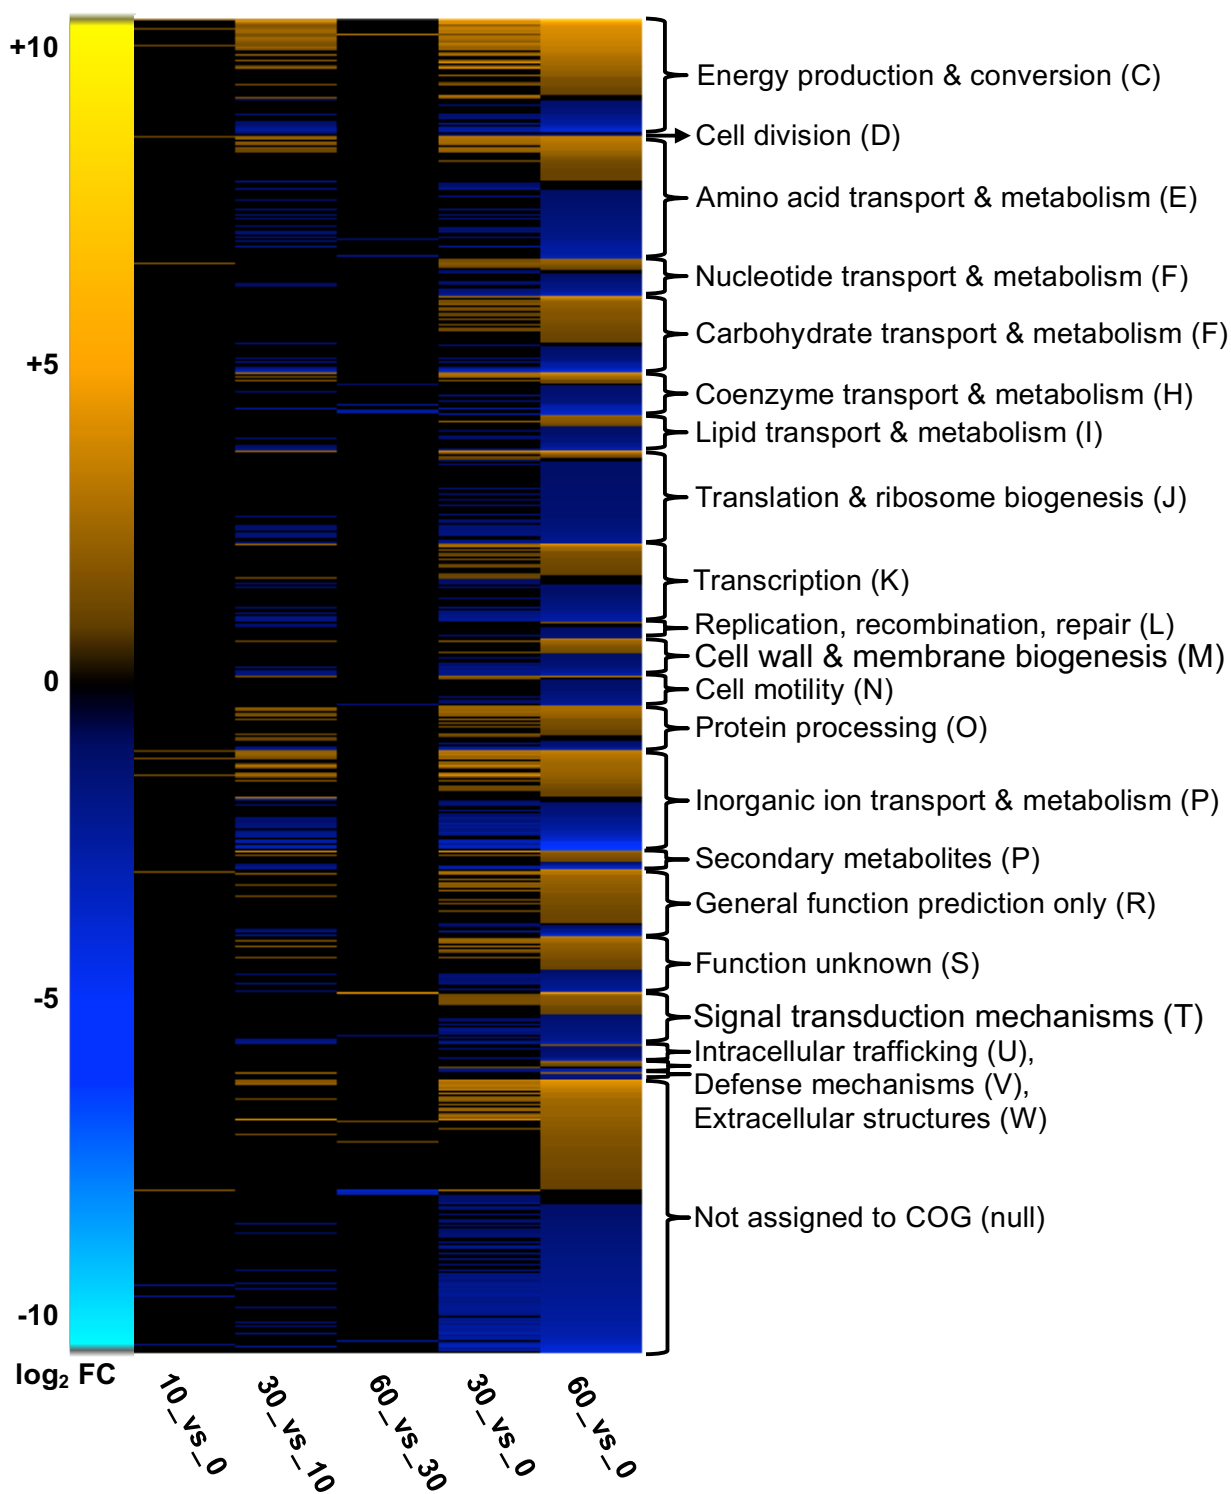

**Figure S9: Differentially expressed genes over time in unexposed control culture.**

Table sorted highest to lowest for “60\_vs\_0” column and grouped by COGs 2014

category. Genes with  $\log_2$  fold-change  $\geq 1$  in at least one condition were included and grouped alphabetically by COG category. Conditions: t10\_vs\_t0 (n=15), t30\_vs\_t10 (n=195), t60\_vs\_t30 (n= 16), t30\_vs\_t0 (n=422), t60\_vs\_t0 (n=815). Total genes for all conditions = 862 (C=79, D=3, E=87, F=26, G=53, H=31, I=24, J=66, K=55, L=12, M=26, N=20, O=32, P=70, Q=14, R=47, S=39, T=36, U=12, V=8, W=4, X=1, null=193). See Table S8 for details of all genes.

**Figure S10: STRING network analysis of all up-regulated genes over time in unexposed culture.** GO biological processes categories enriched from network have a FDR of < 5% (see Table S7 for details).

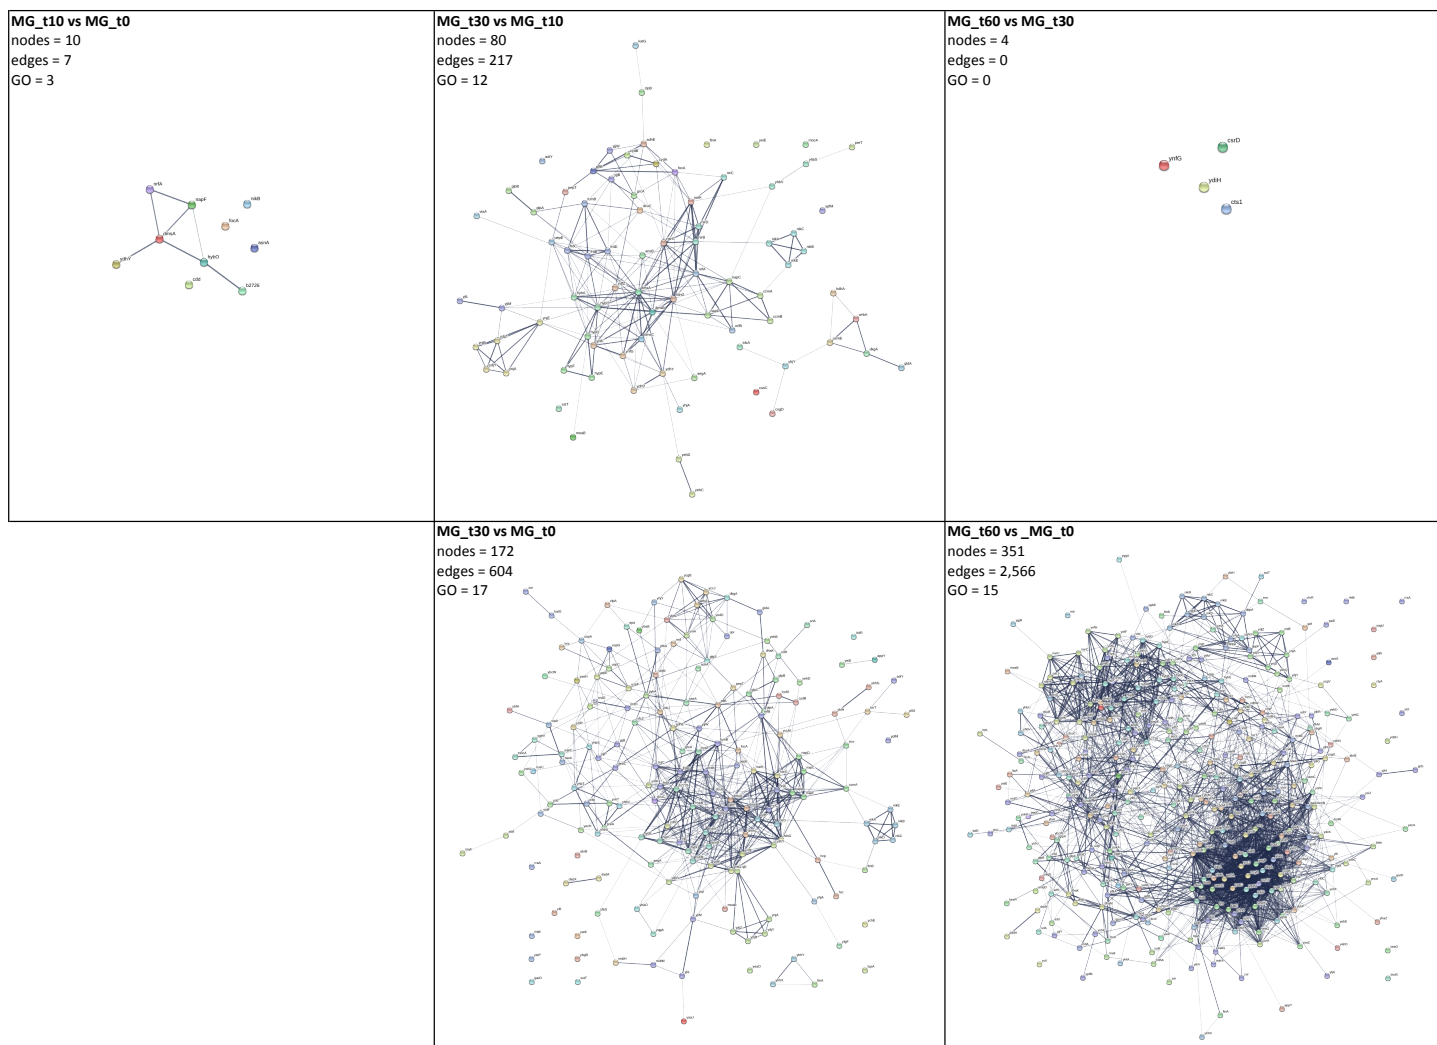

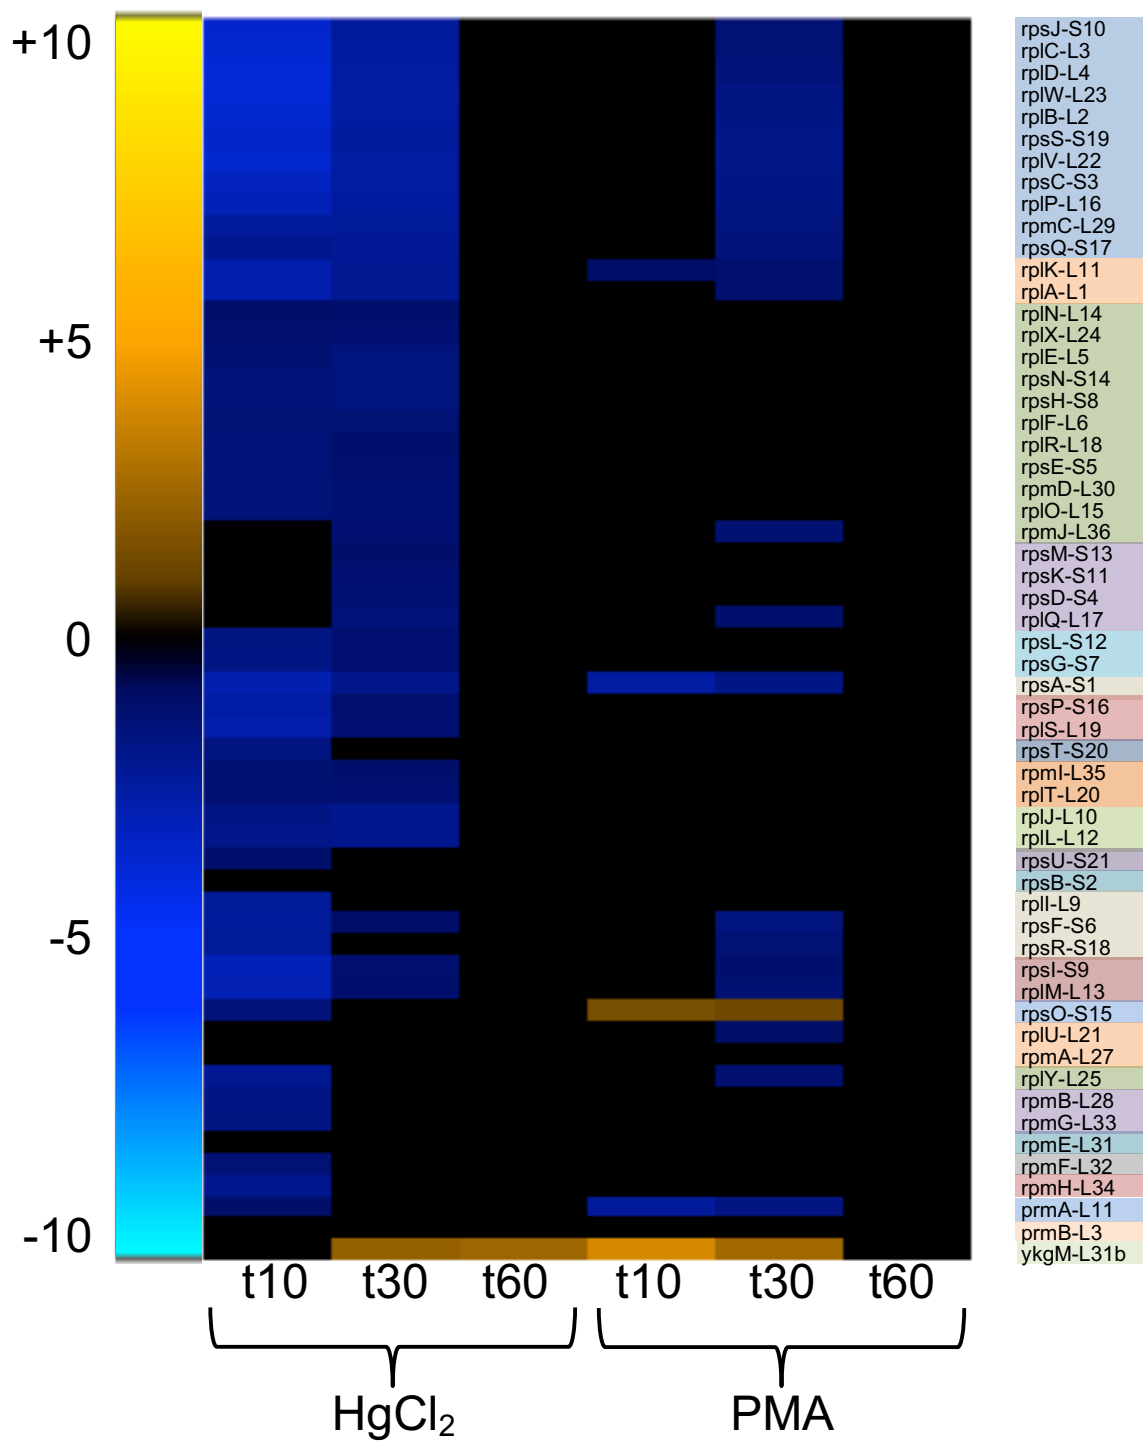

**Figure S11 (same as Figure 5): Ribosomal subunit protein genes.** Genes are grouped and colored by operon (see Table S14 for details).

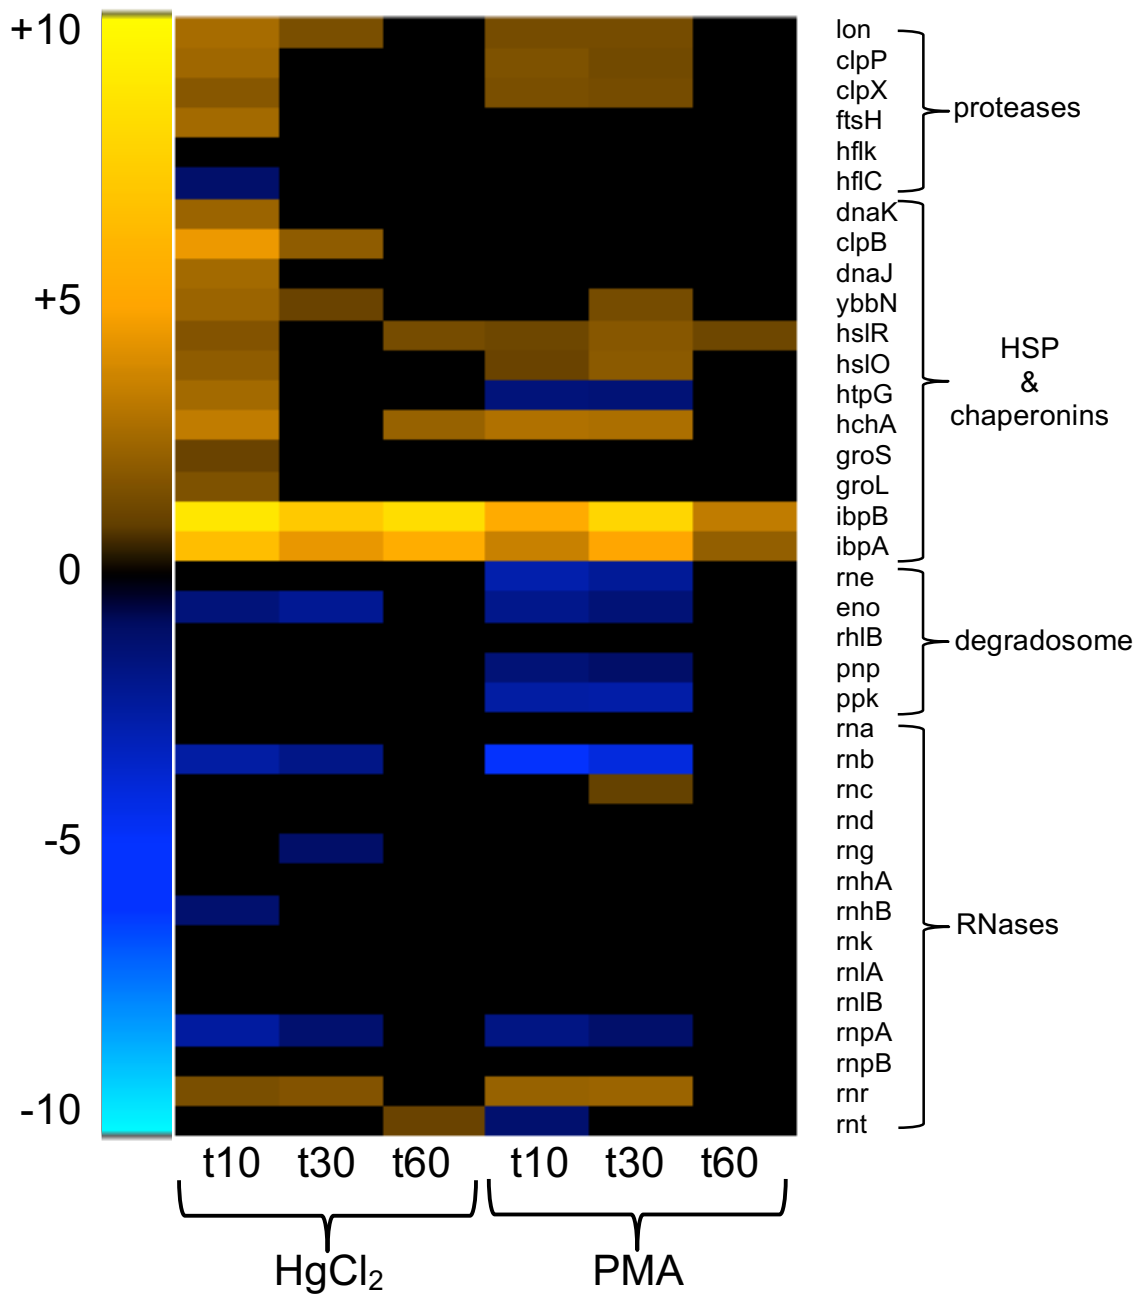

**Figure S12 (Figure 6): Proteases, heat shock proteins, degradosome complex and RNases.** (See Table S13 for details)

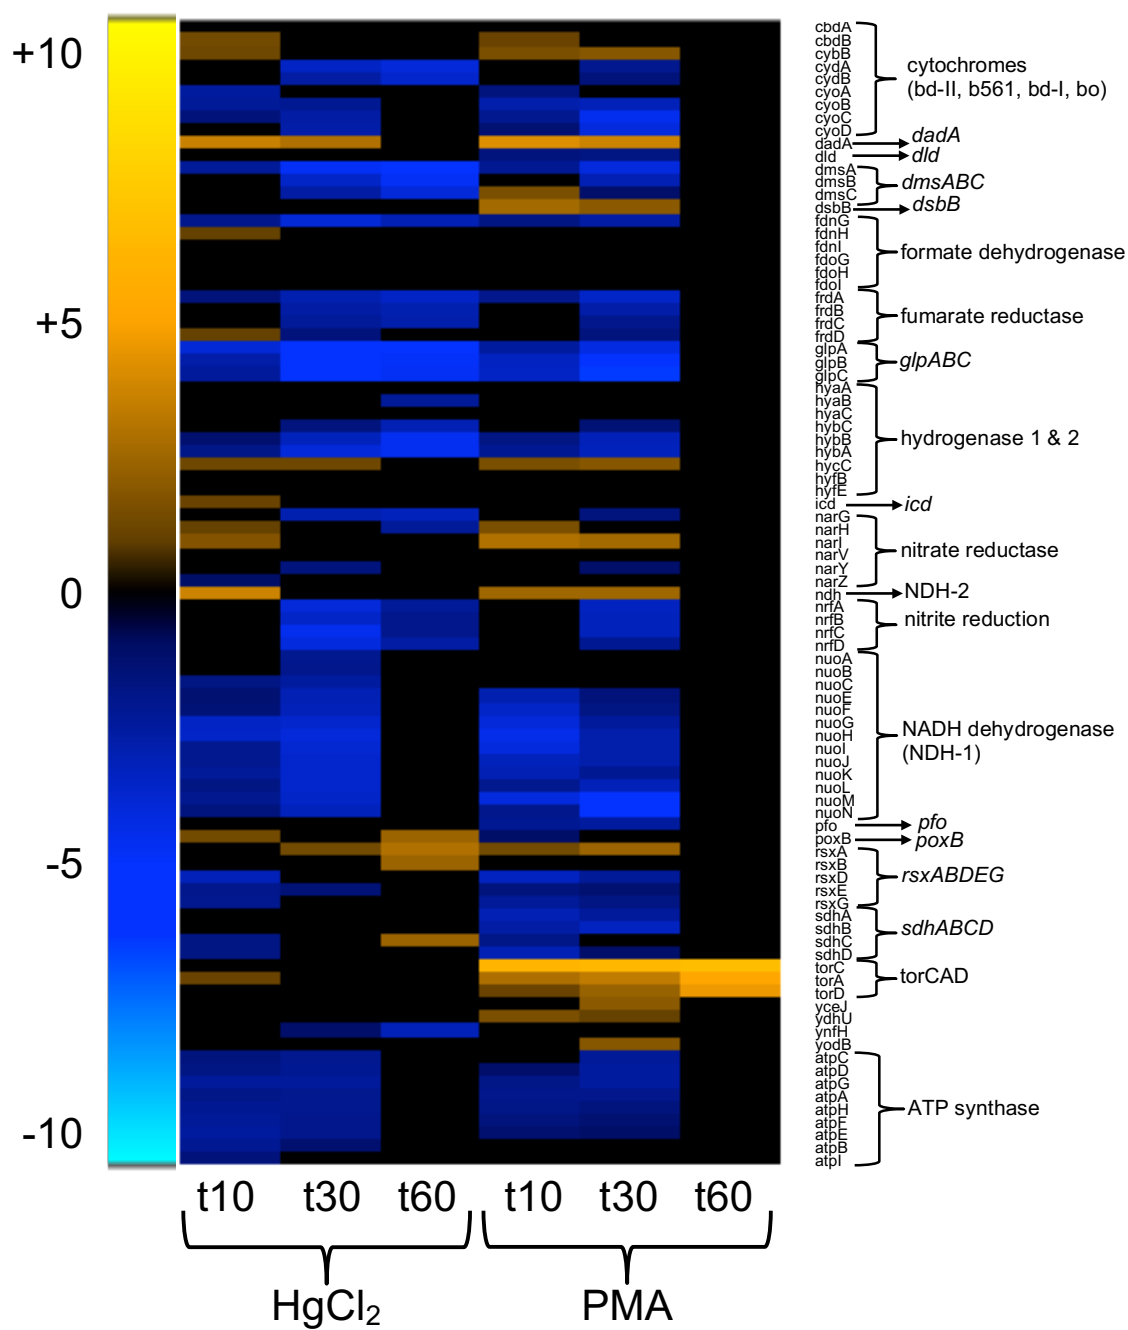

**Figure S13 (same as Figure 7): Electron transport chain and ATP-synthase.** (See Table S13 for details)

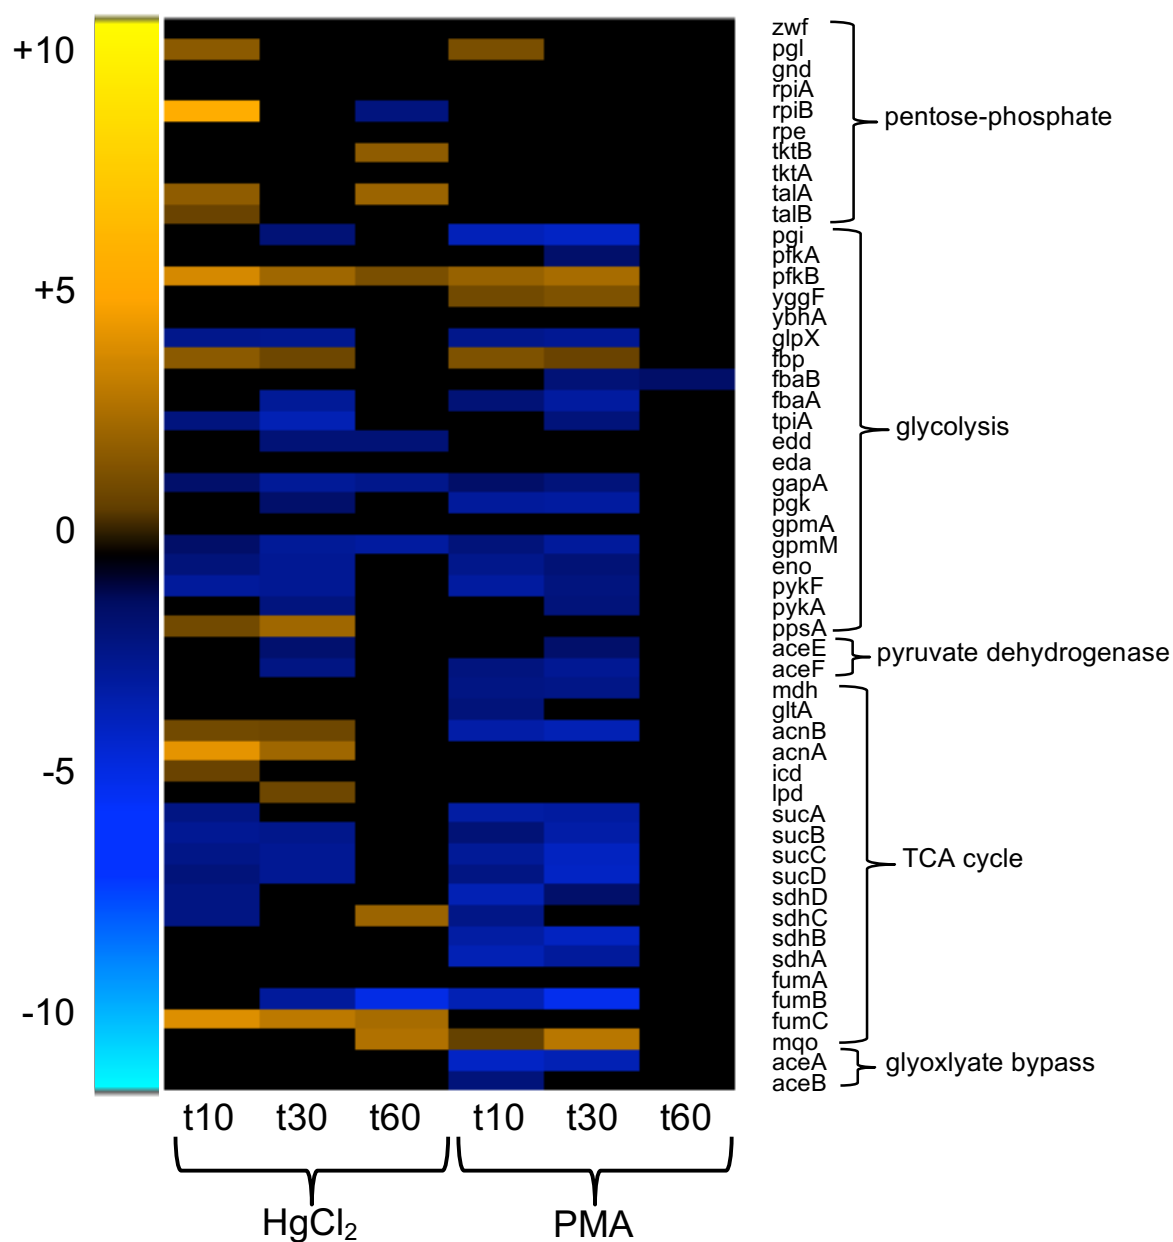

**Figure S14: Glucose metabolism.** (See Table S13 for details)

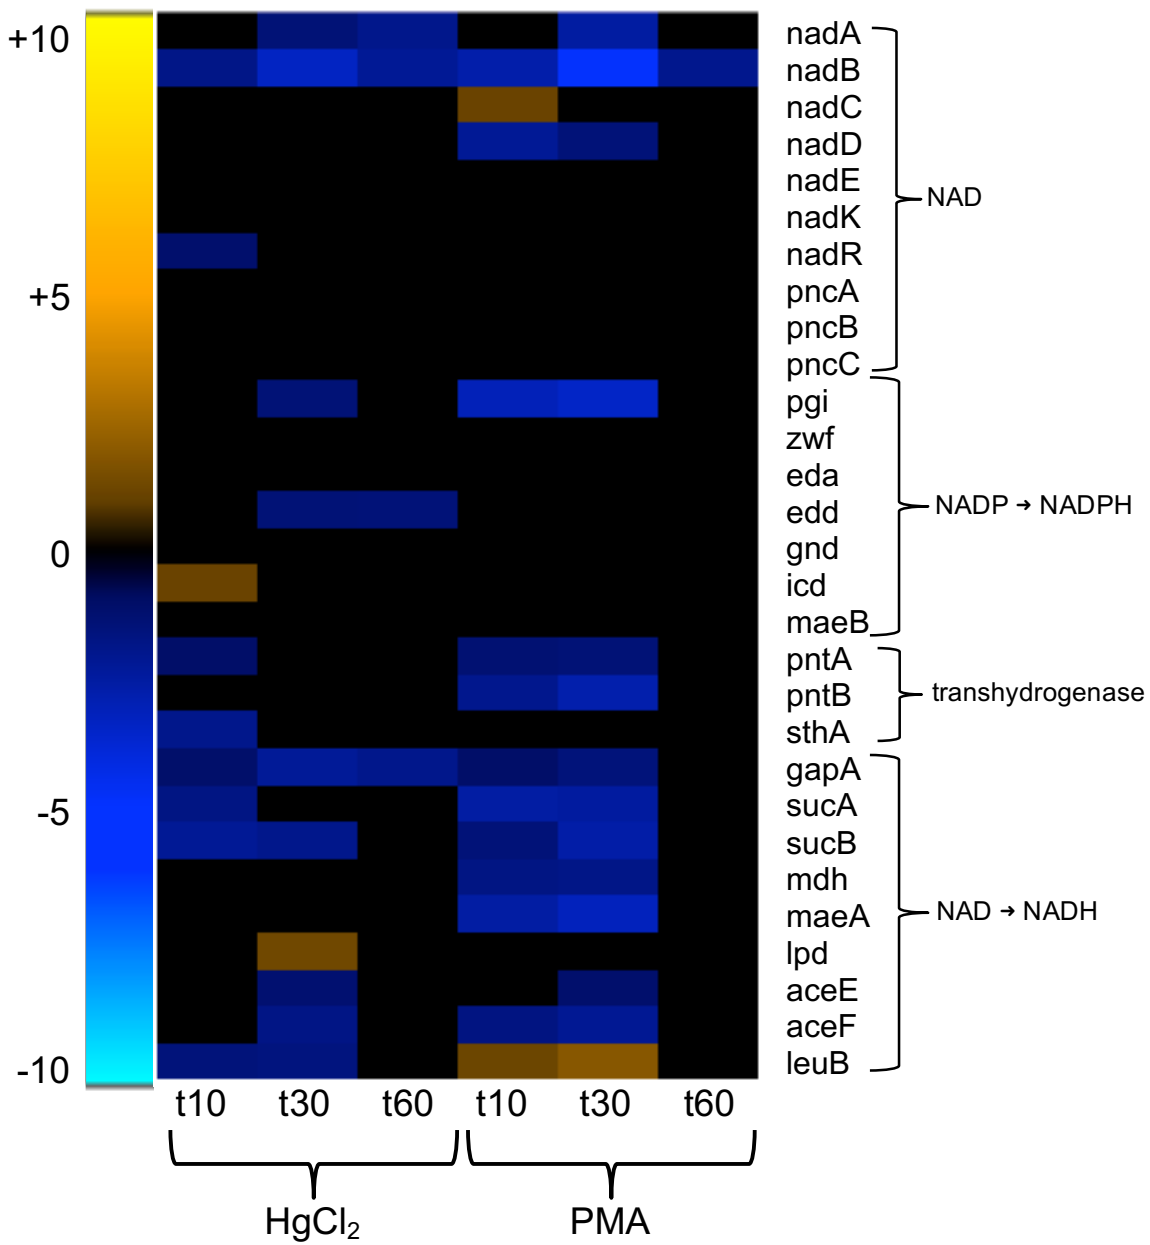

**Figure S15: NADH and NADPH synthesis and reduction pathways.** (See Table S13 for details)

**Figure S16: iPath of *E. coli* K12 MG1655 metabolic KEGG map during HgCl<sub>2</sub> exposure at 10 min. Generated using iPath2.0 [8]. Up-regulated genes are red, down-regulated genes are blue, and increased line thickness indicates greater fold-change.**

**Figure S17: iPath of *E. coli* K12 MG1655 metabolic KEGG map during HgCl<sub>2</sub> exposure at 30 min. Generated using iPath2.0 [8]. Up-regulated genes are red, down-regulated genes are blue, and increased line thickness indicates greater fold-change.**

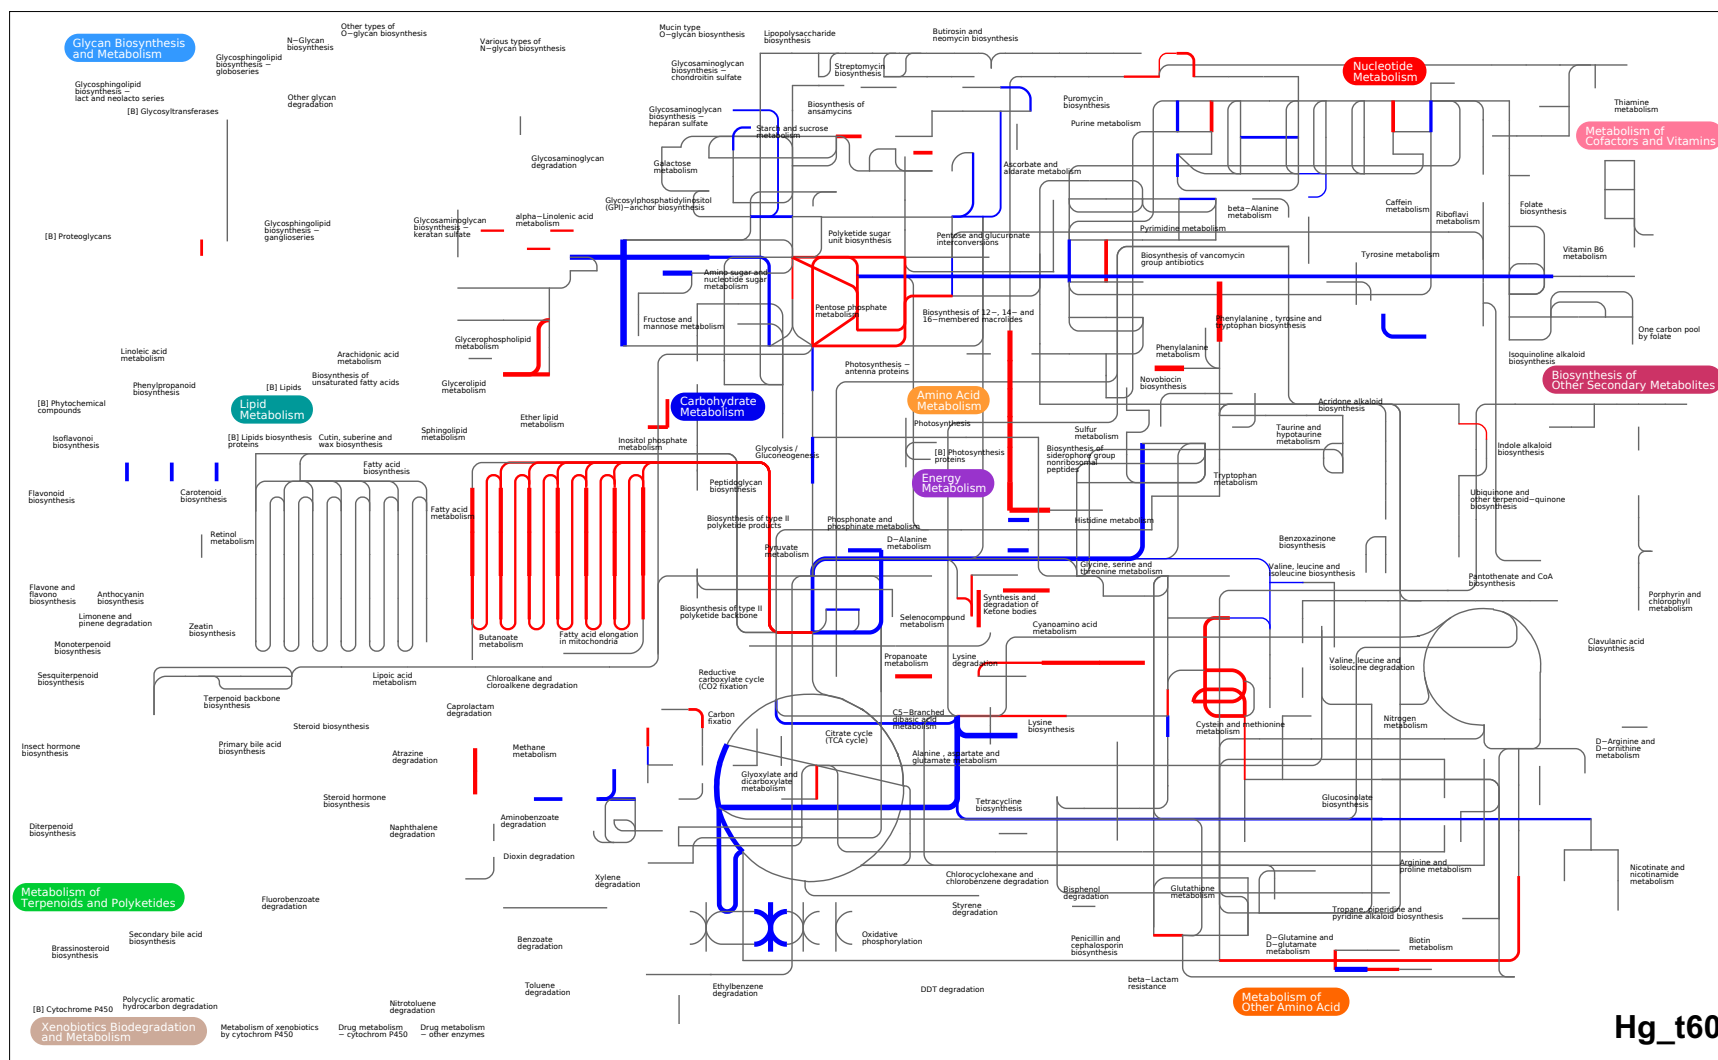

Hg\_t60

**Figure S18: iPath of *E. coli* K12 MG1655 metabolic KEGG map during HgCl<sub>2</sub> exposure at 60 min. Generated using iPath2.0 [8]. Up-regulated genes are red, down-regulated genes are blue, and increased line thickness indicates greater fold-change.**

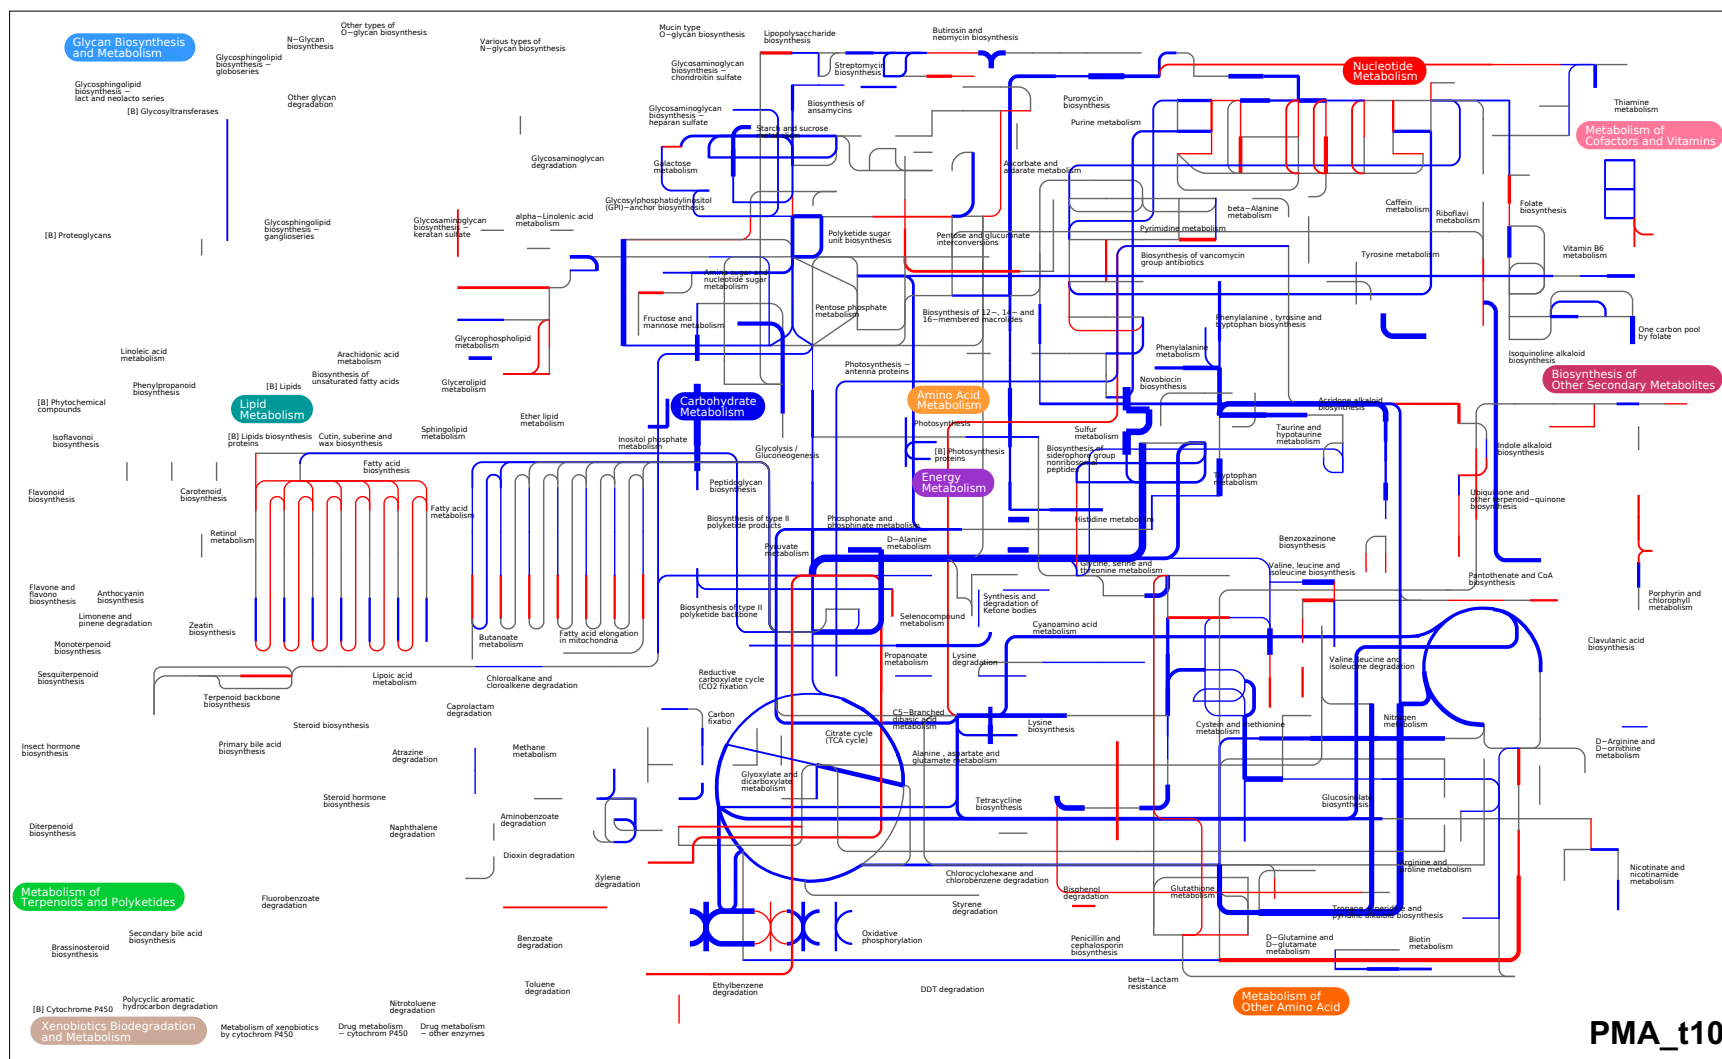

**Figure S19: iPath of *E. coli* K12 MG1655 metabolic KEGG map during PMA exposure at 10 min. Generated using iPath2.0 [8]. Up-regulated genes are red, down-regulated genes are blue, and increased line thickness indicates greater fold-change.**

**Figure S20: iPath of *E. coli* K12 MG1655 metabolic KEGG map during PMA exposure at 30 min. Generated using iPath2.0 [8]. Up-regulated genes are red, down-regulated genes are blue, and increased line thickness indicates greater fold-change.**

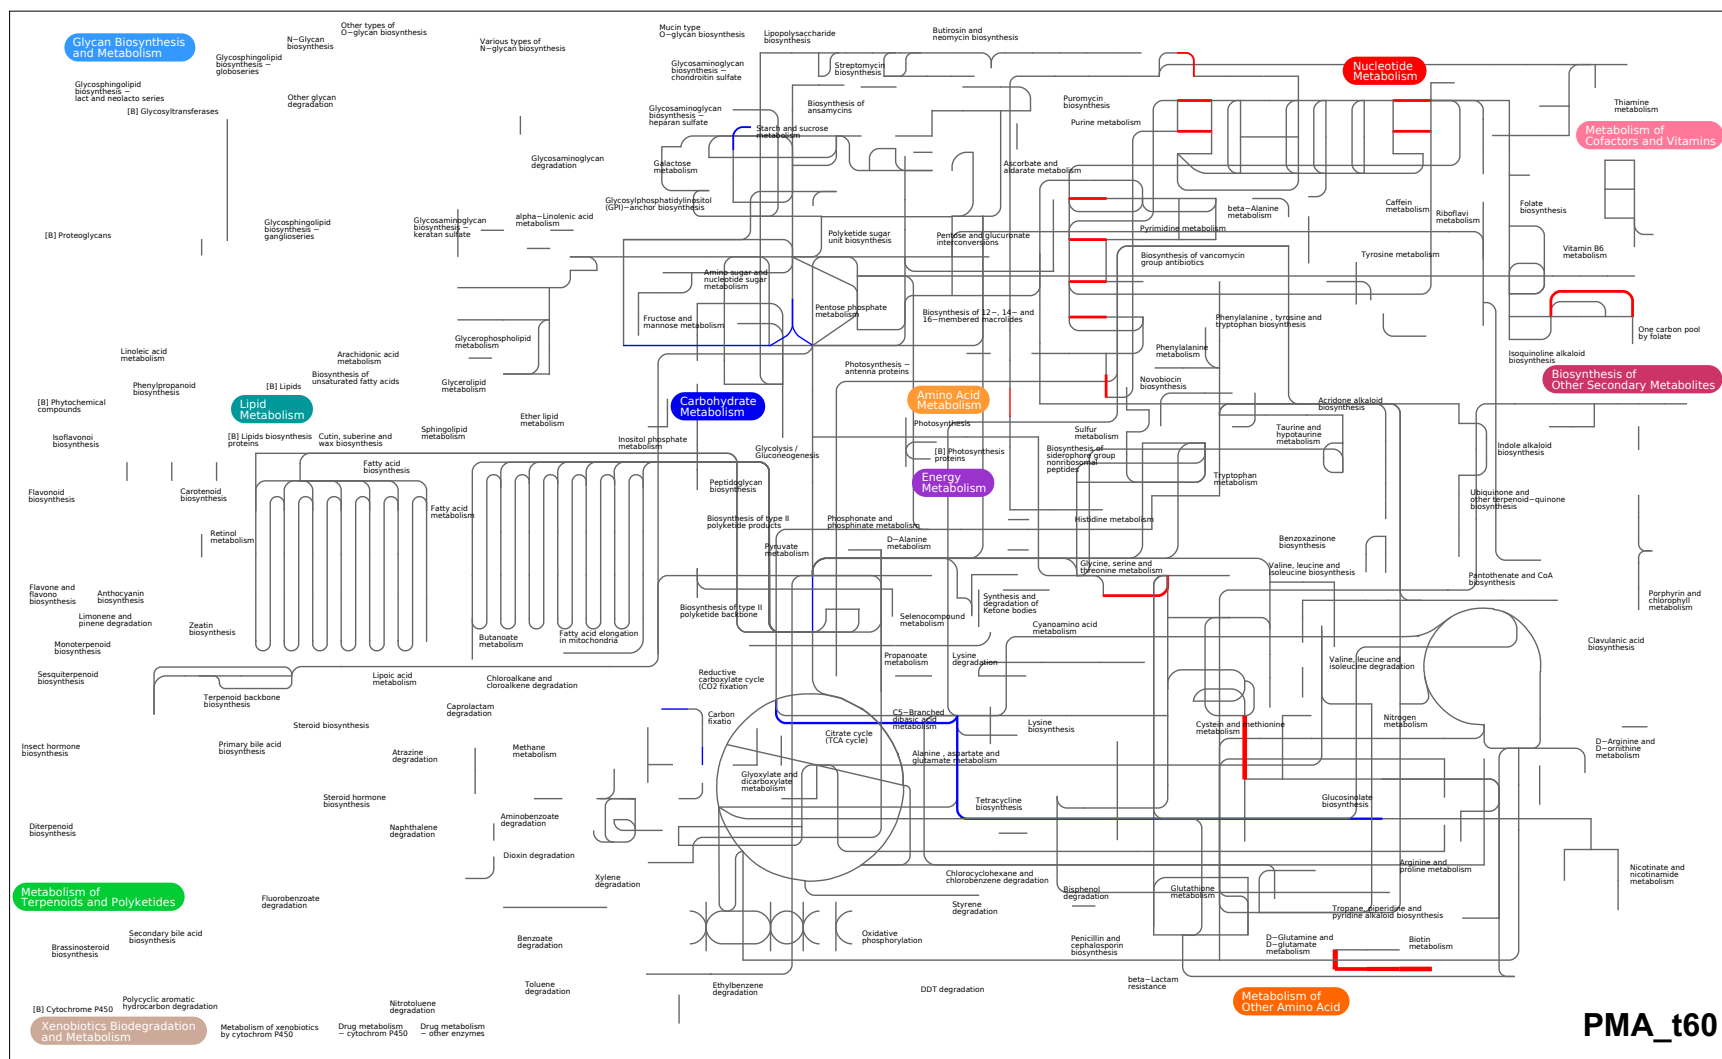

**Figure S21: iPath of *E. coli* K12 MG1655 metabolic KEGG map during PMA exposure at 60 min. Generated using iPath2.0 [8]. Up-regulated genes are red, down-regulated genes are blue, and increased line thickness indicates greater fold-change.**

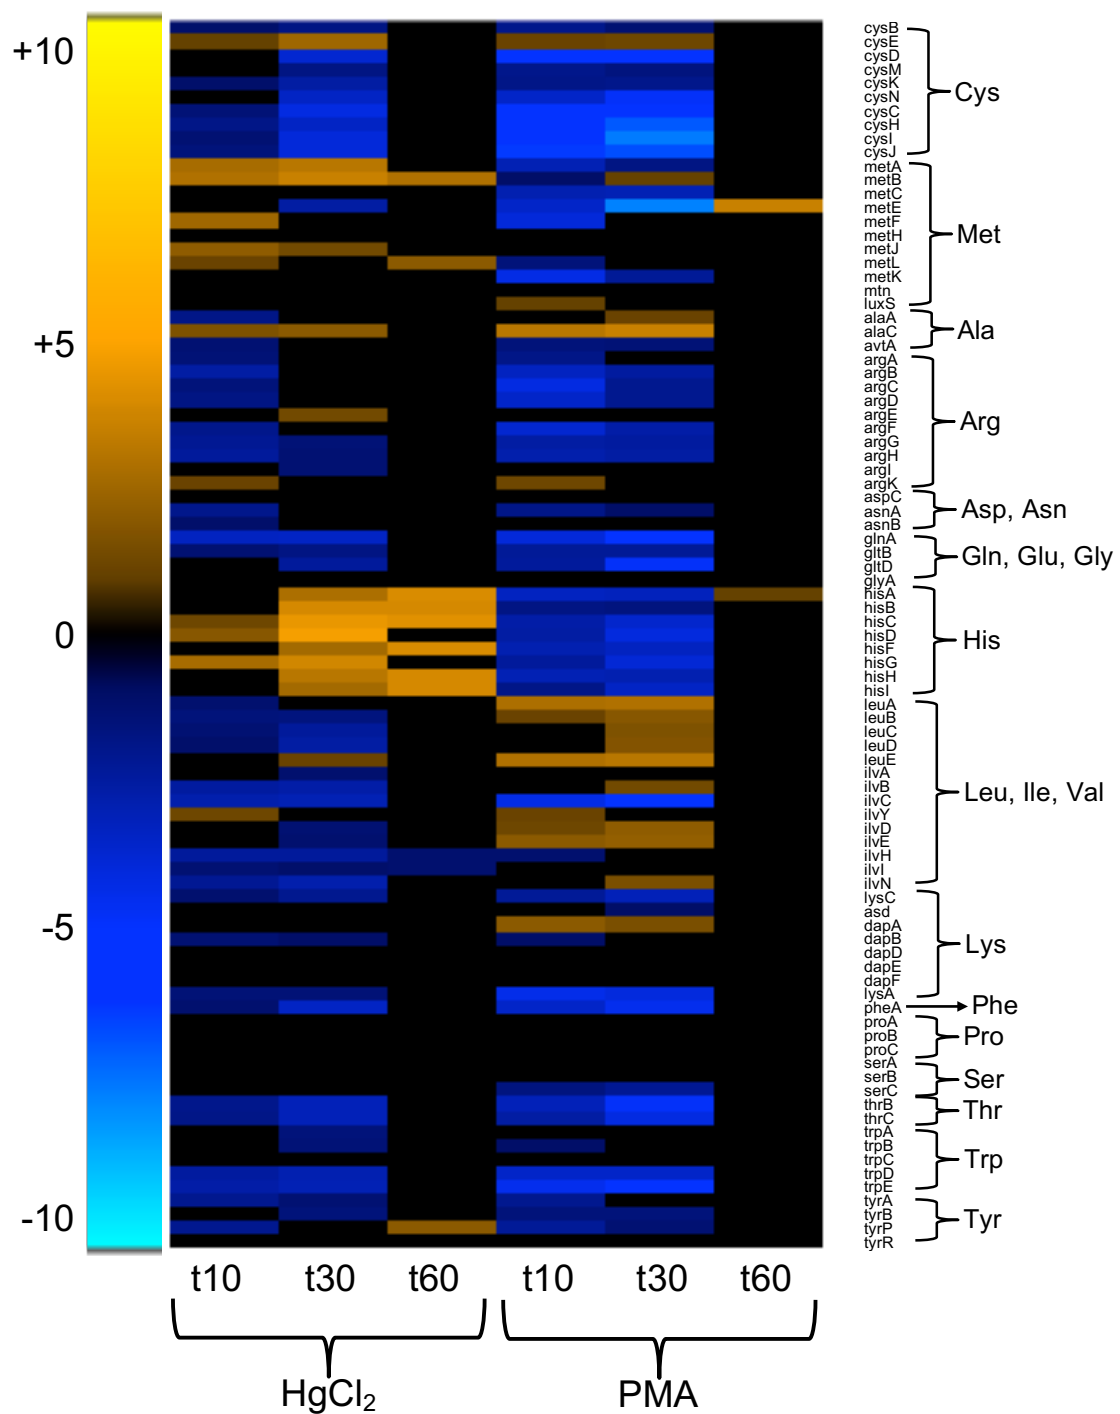

Figure S22 (Figure 8): Amino acid biosynthesis. (See Table S13 for details)

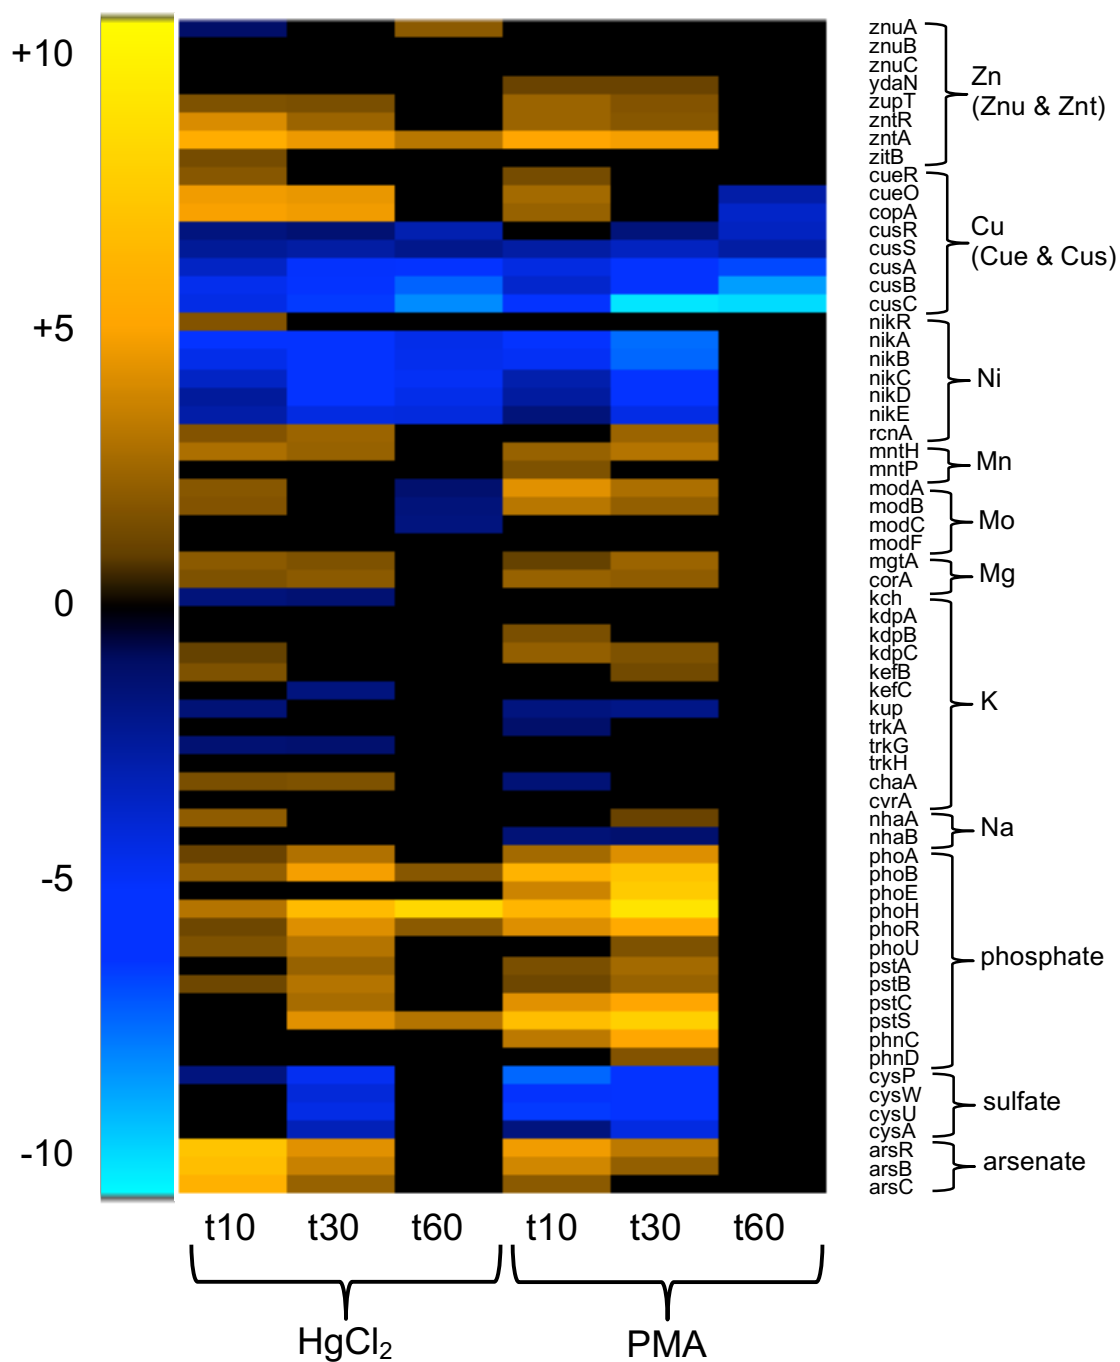

**Figure S23 (Figure 9): Non-ferrous metals homeostasis.** (See Table S13 for details)

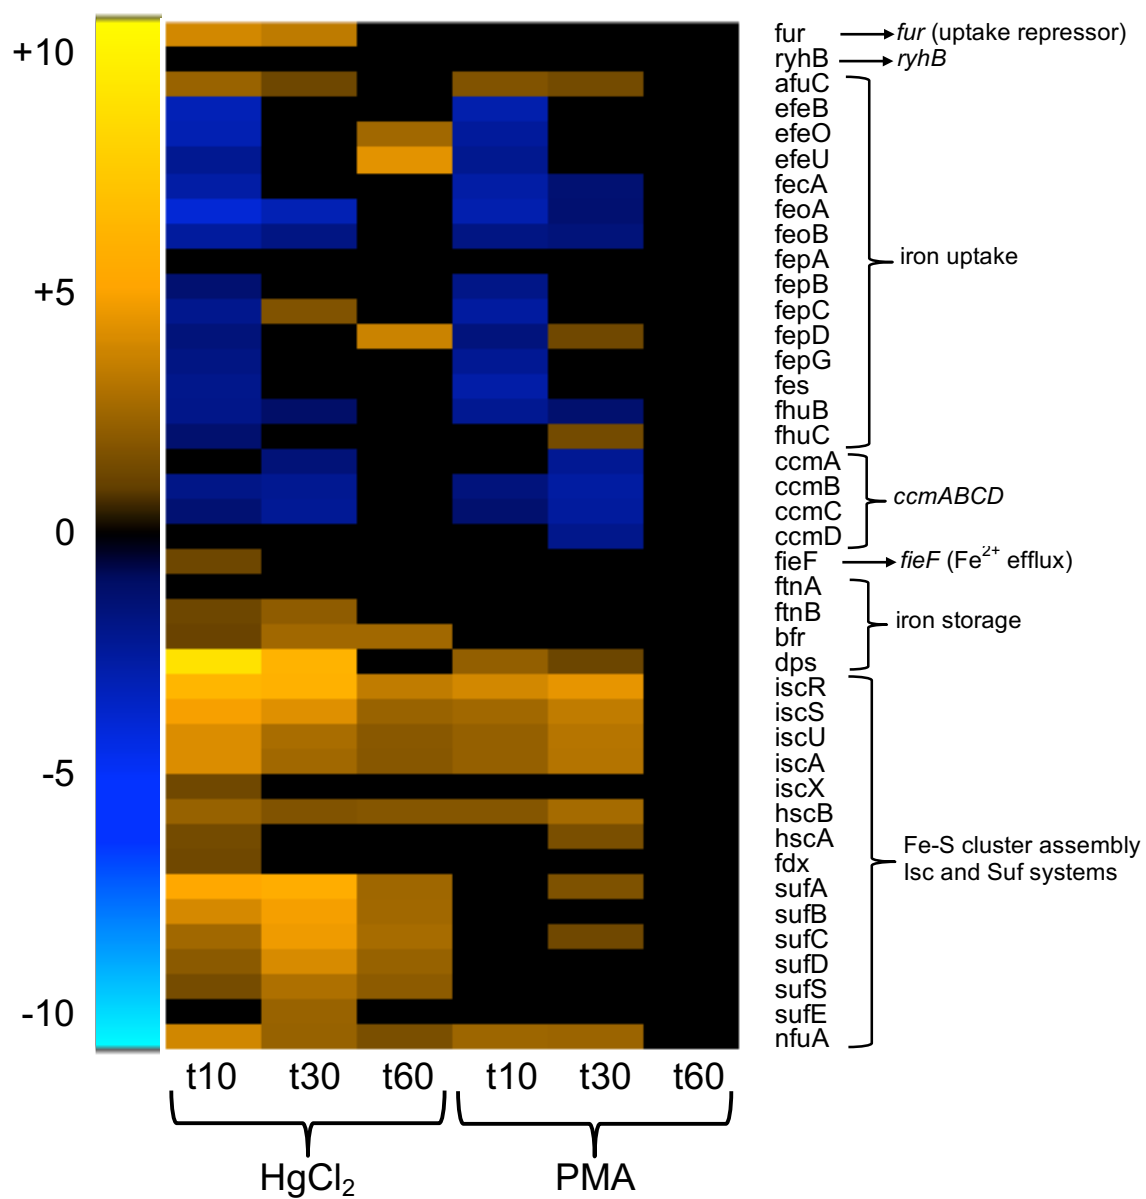

**Figure S24 (Figure 10): Iron homeostasis.** (See Table S13 for details)

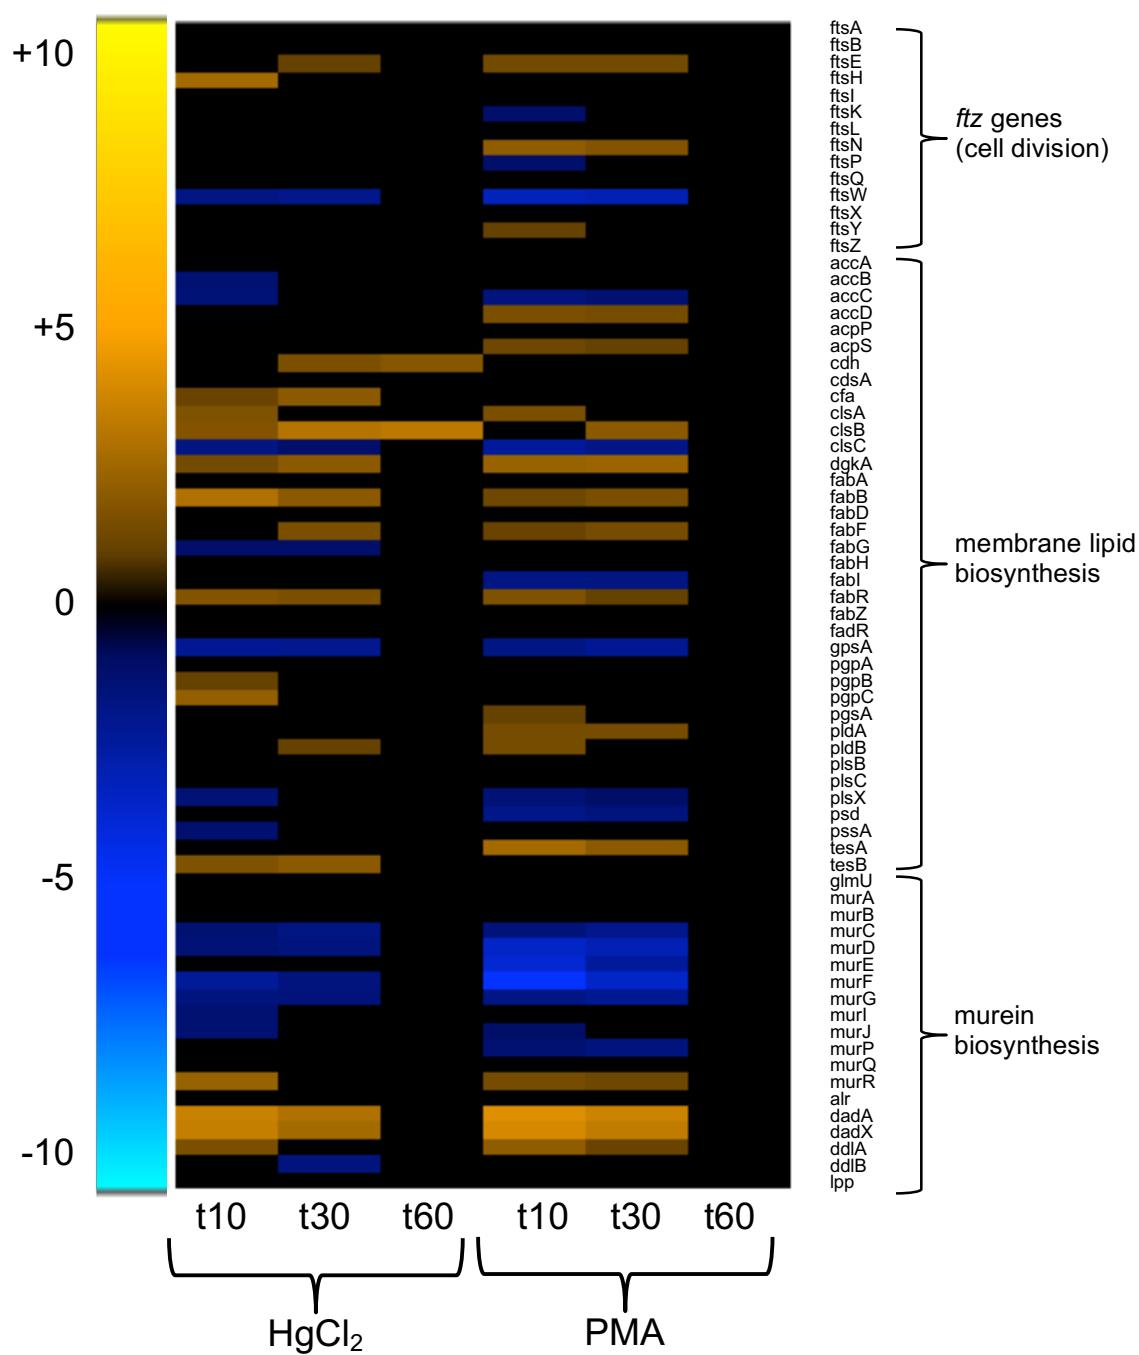

**Figure S25: Cell division and cell wall biosynthesis.** (See Table S13 for details)

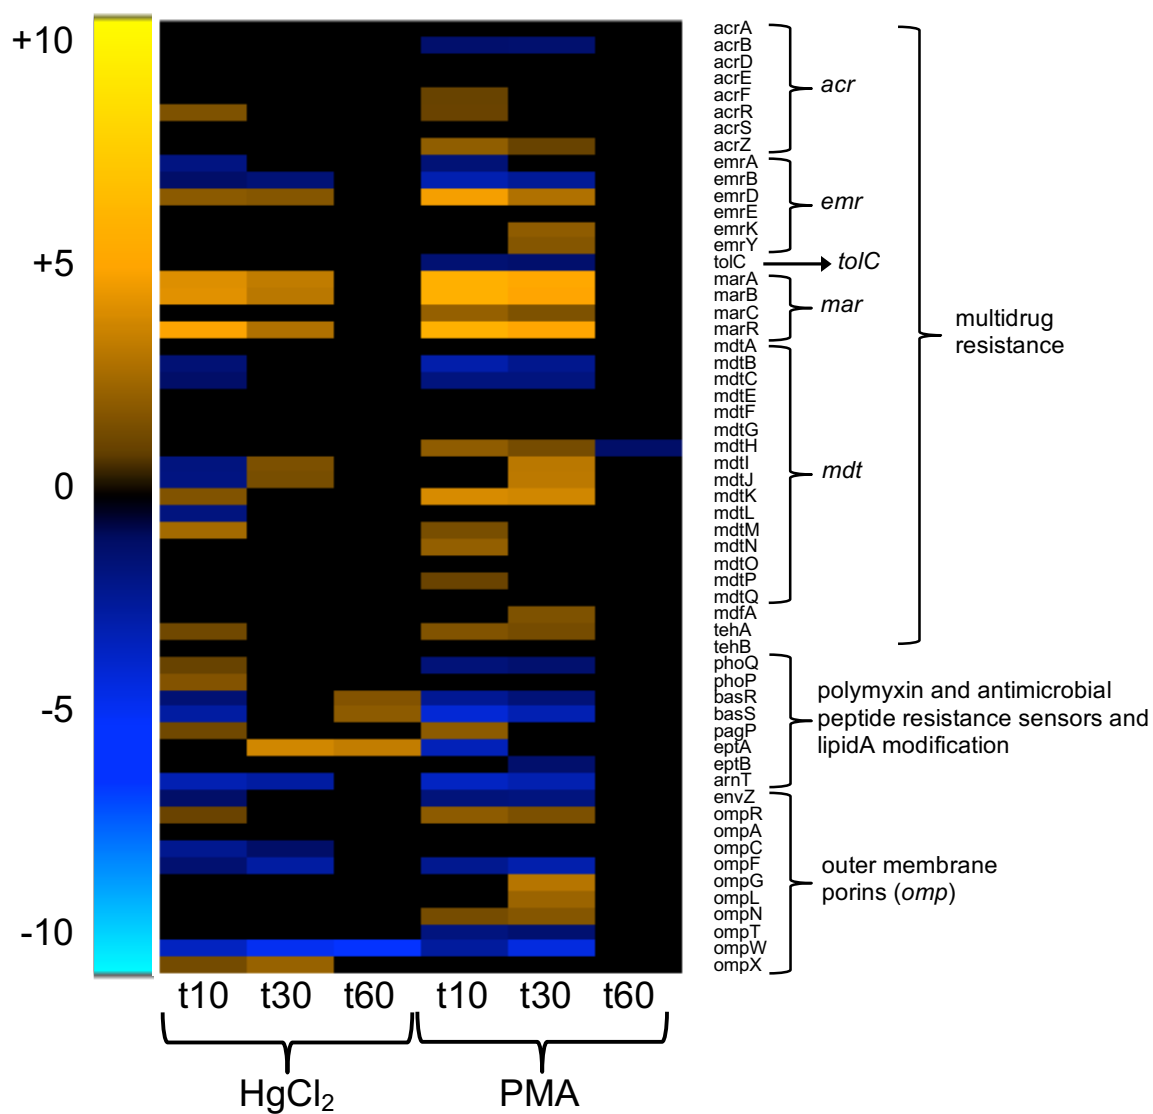

**Figure S26 (Figure 11): Antibiotic resistance and outer membrane porins.** (See Table S13 for details)

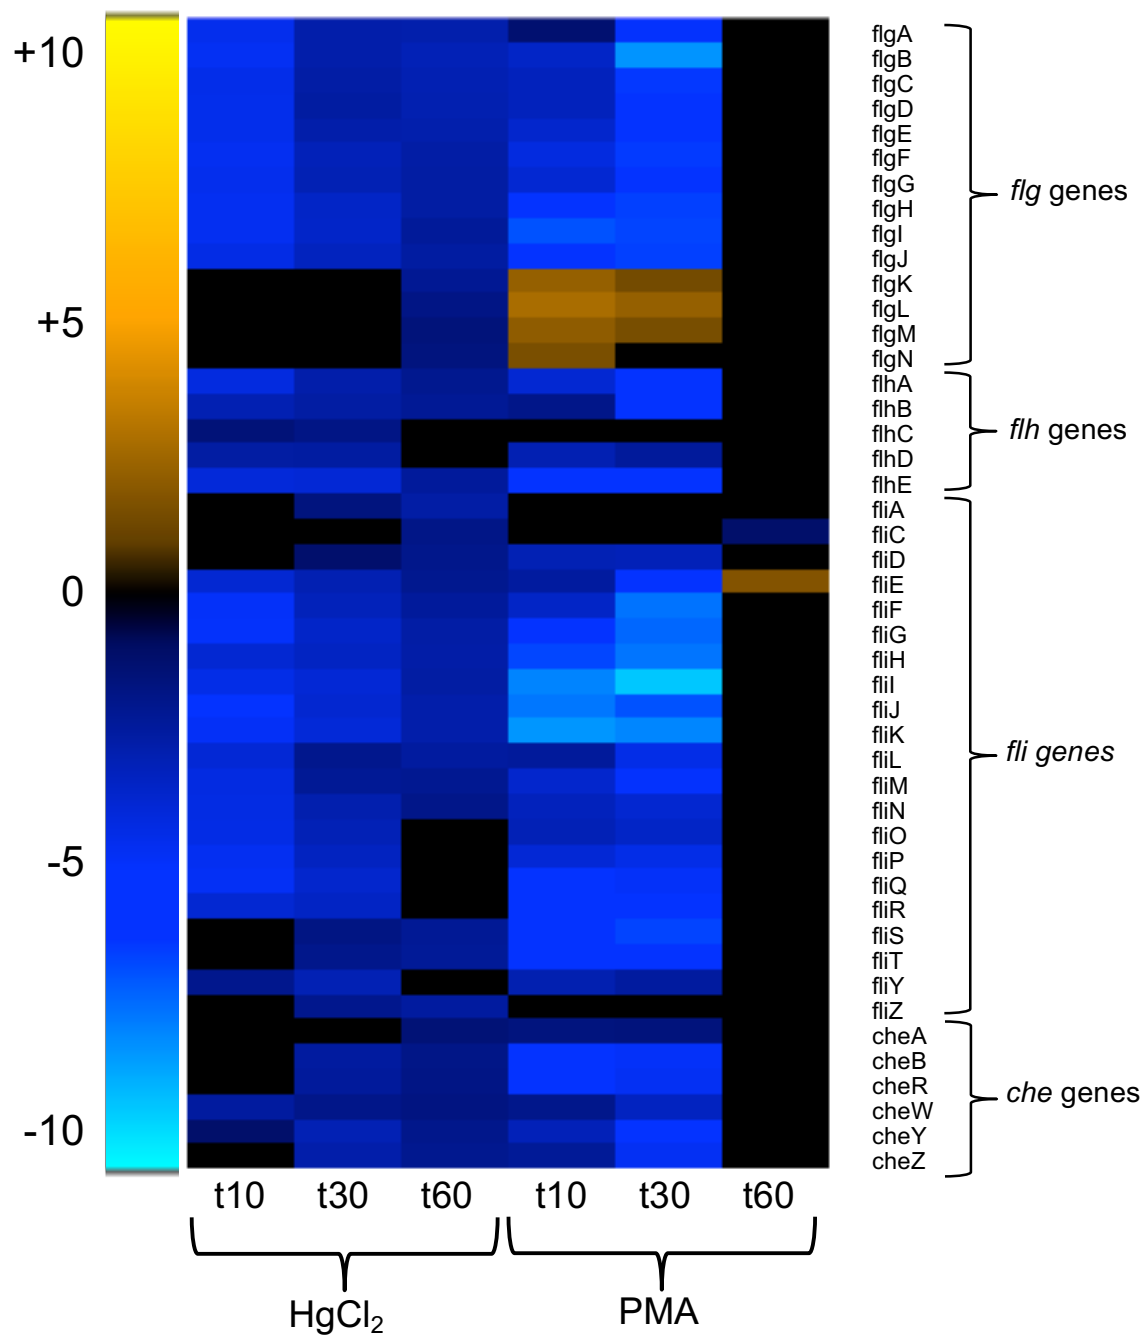

**Figure S27 (Figure 12): Flagella components and chemotaxis.** (See Table S13 for details)

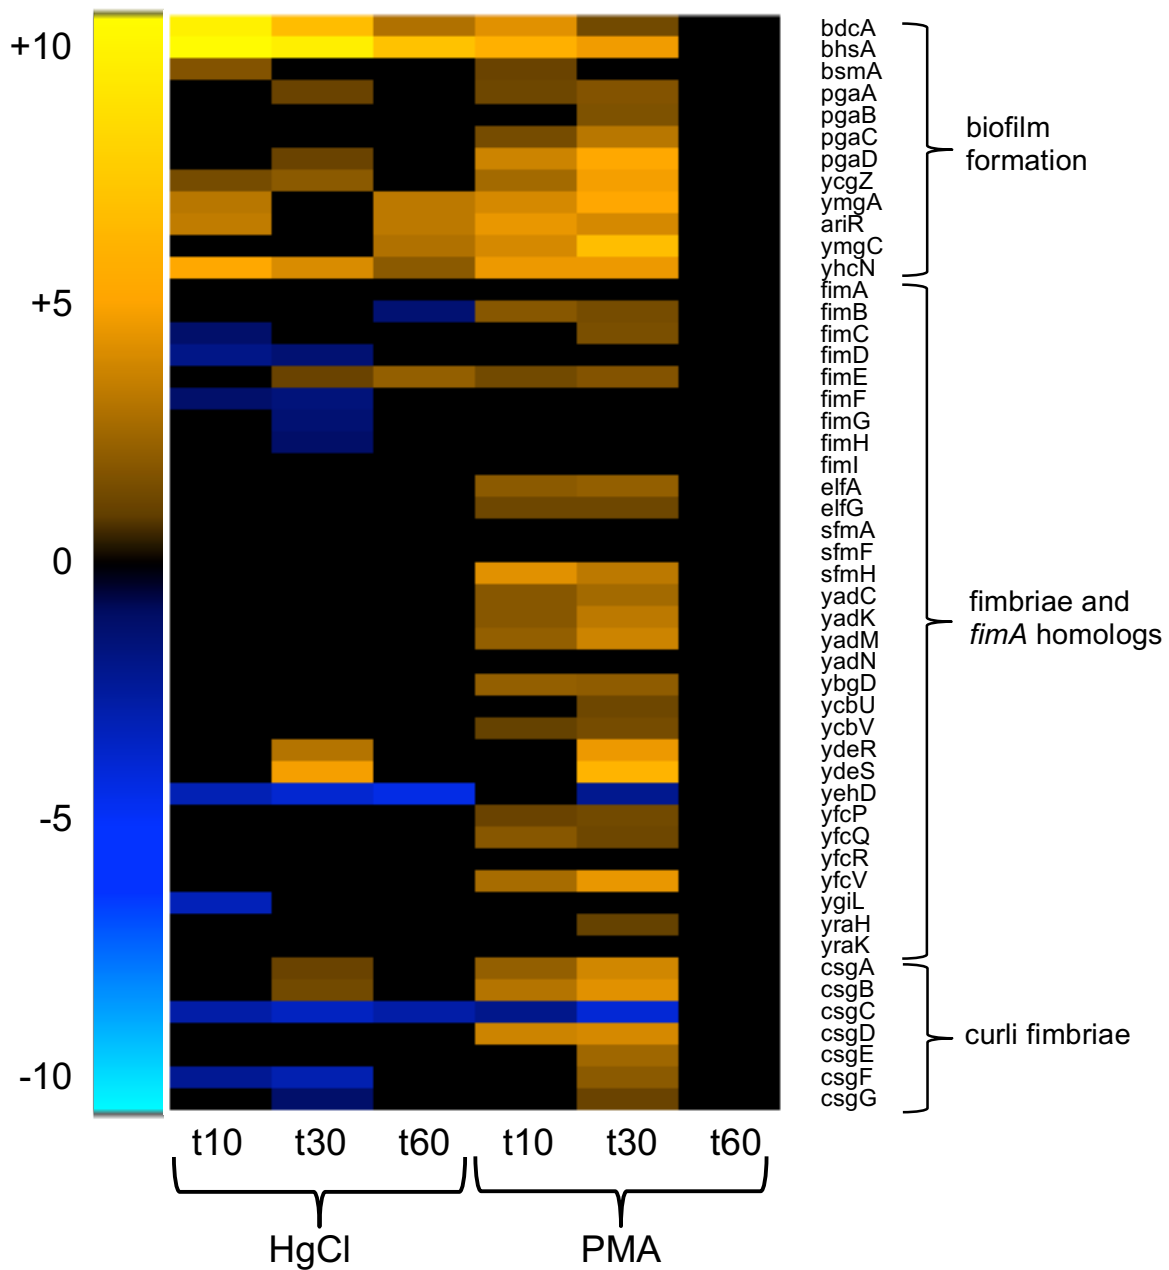

Figure S28 (Figure 13): Biofilm formation and fimbriae. (See Table S13 for details)

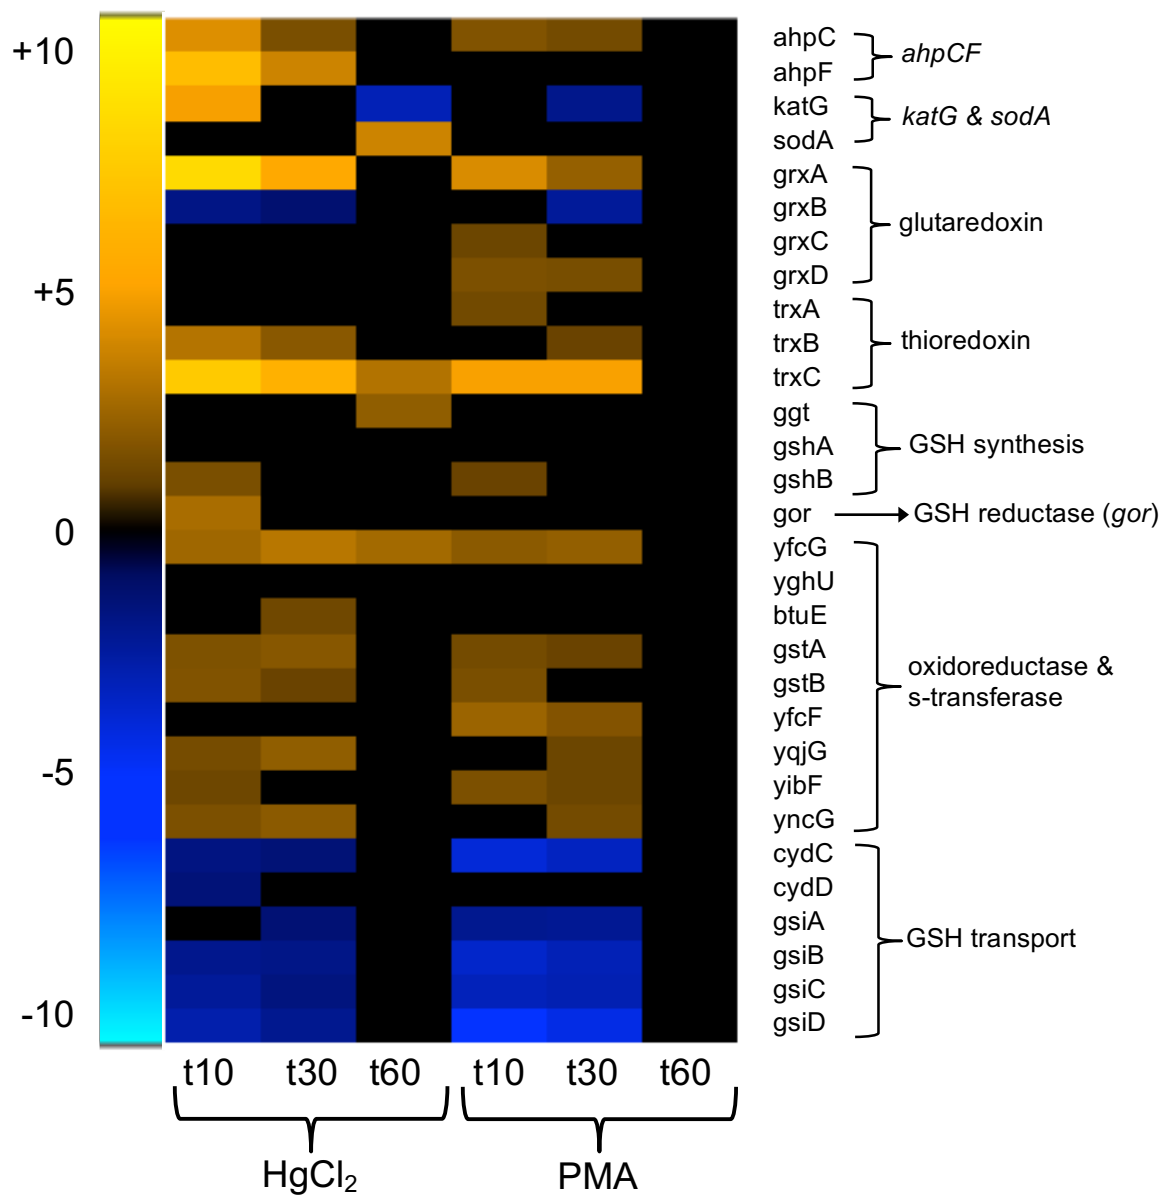

**Figure S29 (Figure 14): Oxidative stress defense and thiol homeostasis.** (See Table S13 for details)

## SUPPORTING REFERENCES:

1. Stead MB, Agrawal A, Bowden KE, Nasir R, Mohanty BK, Meagher RB, Kushner SR. RNAsnap: a rapid, quantitative and inexpensive, method for isolating total RNA from bacteria. *Nucleic acids research*. 2012;40(20):e156.
2. Galperin MY, Makarova KS, Wolf YI, Koonin EV. Expanded microbial genome coverage and improved protein family annotation in the COG database. *Nucleic acids research*. 2015;43(Database issue):D261-269.
3. Szklarczyk D, Franceschini A, Wyder S, Forslund K, Heller D, Huerta-Cepas J, Simonovic M, Roth A, Santos A, Tsafou KP *et al*. STRING v10: protein-protein interaction networks, integrated over the tree of life. *Nucleic acids research*. 2015;43(Database issue):D447-452.
4. Salgado H, Martinez-Flores I, Lopez-Fuentes A, Garcia-Sotelo JS, Porron-Sotelo L, Solano H, Muniz-Rascado L, Collado-Vides J. Extracting regulatory networks of Escherichia coli from RegulonDB. *Methods Mol Biol*. 2012;804:179-195.
5. Lemke JJ, Sanchez-Vazquez P, Burgos HL, Hedberg G, Ross W, Gourse RL. Direct regulation of Escherichia coli ribosomal protein promoters by the transcription factors ppGpp and DksA. *Proc Natl Acad Sci U S A*. 2011;108(14):5712-5717.
6. Seo SW, Kim D, Szubin R, Palsson BO. Genome-wide Reconstruction of OxyR and SoxRS Transcriptional Regulatory Networks under Oxidative Stress in Escherichia coli K-12 MG1655. *Cell Rep*. 2015;12(8):1289-1299.

7. Keseler IM, Mackie A, Peralta-Gil M, Santos-Zavaleta A, Gama-Castro S, Bonavides-Martinez C, Fulcher C, Huerta AM, Kothari A, Krummenacker M *et al.* EcoCyc: fusing model organism databases with systems biology. *Nucleic acids research*. 2013;41(Database issue):D605-612.
8. Yamada T, Letunic I, Okuda S, Kanehisa M, Bork P. iPath2.0: interactive pathway explorer. *Nucleic acids research*. 2011;39(Web Server issue):W412-415.

How the deposited data were processed for this re-analysis (not part of the article)

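RNA was sequenced from Escherichia coli K-12 MG1655 cultures left unexposed (0, 10, 30 and 60 min) or exposed to 3 µM HgCl2 or 3 µM PMA (10, 30 and 60 min), with 3 replicates of each of the 10 conditions, or 30 libraries. PMA was added in DMSO, which unexposed and HgCl2 cultures did not get, so effects of PMA are not separate from those of its solvent.

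The authors removed rRNA with Ribo-Zero, made stranded paired-end libraries, filtered and trimmed reads with FASTX, aligned them with Bowtie2, handled alignments with SAMtools, and counted read pairs per gene with HTSeq-count in its intersection-nonempty mode on the ASM584v2 annotation. The deposited values are raw counts, with a column per library and without normalization. Program versions and the strand setting of HTSeq-count are not stated. Of 4494 genes, 70 share at least 10% of their length with another. Reads of the overlap may be assigned to neither gene or to the other one. For genes on the same strand, such as sgrS and sgrT, this holds whatever the strand setting. For genes on opposite strands, such as ymfJ and its neighbour, it holds only if strands were not kept apart. Reads of near-identical genes, such as copies of a tRNA gene or tufA and tufB, are uncertain in the same way.

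Counts per library ranged from 2744079 to 9142670, with a median of 6564289. A gene with few counts has a wide error from sampling alone, and the spread between replicates exceeded that of sampling in each condition. Genes of rRNA (22) were left out of library sizes and tests, which leaves 4472. Of the 4494 gene IDs, 4484 are in the RefSeq table of locus tags. The table has 0 columns that were not used.

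Each comparison was fitted with edgeR on its own libraries, with TMM normalization and the filterByExpr filter (minimum count 10, minimum total 15). The quasi-likelihood test followed, with a prior count of 0.125 for the log2 fold change. Between 3751 and 4013 genes were tested. A DEG has an adjusted p (Benjamini-Hochberg) of at most 0.01 and a fold change of at least 2. The authors used baySeq with quantile normalization and the same thresholds; baySeq was not used here. There were 16 comparisons: each exposure against unexposed cells of its time, unexposed cells between times, HgCl2 against PMA at each time, and the change of each compound's effect from 10 to 60 min. CPM values are counts per 1000000 of the library size scaled by TMM over all 30 libraries (factors from 0.832 to 1.25). The fits have their own scaling, so a ratio of CPM values can differ from a fitted fold change. A fold against a group at or under 3 counts in each library is given as a bound.

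Each starter culture was split over the 3 exposures, so replicate numbers pair the libraries. The pairing was checked by correlating, between the 2 groups of a comparison, the deviations from the group's mean in libraries with the same number, over genes above 10 CPM in each library: 14 of 42 correlations over 14 comparisons were above 0.1, with a median of 0.048 and a range of -0.38 to 0.55. Taken by comparison, the mean of the same-number correlations was 0.115 to 0.343 between times of unexposed cells. It was -0.186 to 0.080 for exposed against unexposed cells and -0.214 to 0.058 between the compounds. The pooled median thus does not describe the comparisons of unexposed cells. The replicate number was not used as a block in the reported tests and was run as an alternative.

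Gene lists are those the paper's tables and supplement give, with sublists by symbol, and ariA was taken as ariR. The list of transcription factors has 202 genes. Additional files 2, 3, 4, 6, 9 and 10 were at hand only in part, so COG categories, STRING networks, KEGG pathways and sigma factor regulons were not analysed here. Single genes are named where the paper names them at a claim, and otherwise as the 10 largest changes of an exposure comparison among DEGs that went the same way in each replicate and had a mean of at least 10 counts in the higher group.

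The alternatives were an adjusted p of at most 0.05, no fold change threshold, DESeq2's size factors and Wald test, DESeq2's size factors inside edgeR, upper-quartile normalization, total counts, limma-voom with quantile normalization, no low-count filter, at least 10 counts in every library, one fit of all 30 libraries, the replicate block, leaving out each replicate number, glmTreat against a fold change of 2, and leaving out the 10 most abundant genes. Shares of feature classes were also taken without rRNA, and replicate correlations also on log2 CPM and as Spearman's rho. The comparison with unexposed cells at 0 min and the fits on thinned libraries were added after the data had been seen.

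The tests were tested on simulated data with 200 genes changed 4- or 8-fold. These were picked among genes with enough counts, and all groups had the same spread. At 10 min with HgCl2, 197 of 198 changed genes that could be tested were called and 0 of 3457 unchanged ones; at 60 min 169 of 197 were called with HgCl2 and 188 of 195 with PMA, and none in the wrong direction.

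The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9.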

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

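For both results below, the tests on other splits of the libraries, other scalings and the most abundant genes were chosen only after the results were seen. So were those on single replicate numbers, and the fits on libraries thinned to the same depth were added after the data were seen. The tests on gene length and the change of unexposed cells with time were chosen earlier. Each result is a difference between the effects of a compound at 2 time points, and 2 such comparisons were made. On simulated data, the test of the HgCl2 comparison found 160 of 200 changed genes.

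The effect of HgCl2 at 60 min differed from that at 10 min in 1467 genes, of which 703 were higher and 764 lower. Of them, 1011 were DEGs at 10 min and 1185 were not DEGs at 60 min. Of 100 splits of the 12 libraries, 1 gave as many genes, the real one, and the largest count of another was 200. The lowest count under 4 other scalings was 1387, and without the 10 most abundant genes it was 1463. With total counts the split between higher and lower was 991 and 435. On libraries thinned to the same total of 5044188 counts, 1393 genes passed. After a trend of the fold change over gene length was taken out, 1379 of the genes kept a 2-fold difference. In 78.3% of the genes (1148) the exposed cells changed more between the times than unexposed cells did. These values argue against other groupings of the libraries, scaling, a few abundant genes, depth, gene length and the change of unexposed cells as the source. Without replicate 1, 2 or 3 the count fell to 1335, 866 or 236, and of 100 splits of the 8 libraries left in each case 1 gave as many, the real one; the largest count of another was 1098, 273 or 160. The size of the count thus depends on the replicates used, but no single replicate number accounts for all of it. With glmTreat 580 genes passed. Reads shared between similar genes and GC content were not tested and stay open. In 1325 of the genes (90.3%) the change between the times was opposite in sign to the effect at 10 min, the direction that a recovery would give. Changes that went past the level of unexposed cells are counted too. The genes were picked for a difference between the same 2 effects, which favours this sign, so the share is weak evidence. The recovery of the cells, which the sampling times name, stays among the open explanations, with no test beyond this direction.

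The effect of PMA at 60 min differed from that at 10 min in 2019 genes, of which 1075 were higher and 944 lower. Of these, 1659 were DEGs at 10 min and 1989 were not DEGs at 60 min. The real split was again the 1 of 100 with as many genes, and the largest count of another was 264. Under 4 other scalings the lowest count was 1977, and without the 10 most abundant genes it was 2002; with total counts 850 genes were higher and 1302 lower, and with upper-quartile normalization 934 and 1154. On thinned libraries 1952 genes passed, and 1689 kept a 2-fold difference without the trend over gene length. In 82.0% of the genes the exposed cells changed more than unexposed cells between the times. The count was 1986, 1438 or 1721 without replicate 1, 2 or 3; in each case the real split was the 1 of 100 splits of the 8 libraries left with as many, and the largest count of another was 1328, 871 or 1451. With glmTreat 1308 genes passed. These values argue against each of the 7 explanations tested. Reads shared between similar genes and GC content were not tested, and the DMSO given with PMA and not to unexposed cells stays confounded with it. In 1993 of the genes (98.7%) the change between the times was opposite in sign to the effect at 10 min, a share with the same limits as that with HgCl2. The recovery of the cells stays among the open explanations, with no test beyond this direction, as with HgCl2.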

How the results depend on the processing

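The comparison with unexposed cells at 0 min was chosen only after the results were seen, and each other alternative below was set before the data were examined. A count is taken as changed when it moved by more than 1.5 times, a gene value when it passed or fell short of the thresholds or changed sign, and a value without a test when it moved by more than the SD between replicates. The number in parentheses is the value as reported. Of the 16 counts of DEGs, those with PMA at 10 min and with PMA at 30 min stayed within 1.5 times under each alternative, and those with HgCl2 at 10 min, with HgCl2 at 30 min, in the direct contrast at 10 min and for the change of the PMA effect from 10 to 60 min changed only with glmTreat. Among the 435 log2 fold changes of named genes, 280 kept their sign and their side of the thresholds under each alternative that could test the gene, and 155 did not. No named gene that passed the thresholds as reported changed sign under any alternative. Of the 290 counts over gene lists, 116 stayed within 1.5 times under each alternative and 174 did not.

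Some changes follow from how the alternative is built: an adjusted p of 0.05 or no fold change threshold lets more genes pass, glmTreat asks for a fold change beyond 2 and lets fewer pass, and asking for at least 10 counts in every library leaves fewer genes to test. For the remaining changes the cause was not tested.

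With an adjusted p of at most 0.05, the DEGs numbered 874 (497) with HgCl2 at 60 min, 241 (35) with PMA at 60 min, 94 (6) in unexposed cells at 10 against 0 min, 50 (9) in unexposed cells at 60 against 30 min and 524 (93) in the direct contrast at 60 min. The genes called at all times with HgCl2 came to 396 (216), called at all times with PMA to 119 (22), higher with both at 60 min to 51 (7), higher with HgCl2 only at 60 min to 399 (202), higher with PMA only at 60 min to 65 (15), lower with both at 60 min to 70 (6), lower with PMA only at 60 min to 55 (7), opposite at 60 min to 22 (0), delayed higher with HgCl2 to 173 (85), delayed higher with HgCl2 that PMA changed by 30 min to 95 (50), delayed higher with PMA to 41 (5), delayed higher with PMA that HgCl2 raised at any time to 27 (3), delayed higher with both to 7 (0), delayed lower with PMA to 53 (5). With an adjusted p of at most 0.05, the HgCl2 list counts became pseudogenes 10 up (1) at 60 min, transcription factors 22 up (13) at 60 min, glycolysis 8 down (5) at 60 min, histidine 2 up (0) at 10 min and 6 up (0) at 60 min, flagella 40 down (23) at 60 min, OxyR regulon 19 up (12) at 60 min. With an adjusted p of at most 0.05, the PMA list counts became pseudogenes 1 up (0) at 60 min, the Table 1 genes 3 down (1) at 60 min, HSPs 9 up (2) at 60 min, ETC 7 down (0) at 60 min, glycolysis 2 down (1) at 60 min, suf system 1 up (0) at 30 min, flagella 1 down (0) at 60 min, OxyR regulon 4 up (1) at 60 min, SoxRS regulon 1 up (0) at 60 min. With an adjusted p of at most 0.05, the direct-contrast counts (HgCl2 against PMA) became flagella 35 lower (0) at 60 min. Beyond these, 0 of 435 gene values fell short of the thresholds that they had passed and 13 newly passed them and 0 of 43 list medians moved by more than the SD over the replicates.

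With no fold change threshold, the DEGs numbered 13 (6) in unexposed cells at 10 against 0 min, 939 (495) in unexposed cells at 30 against 0 min, 1632 (841) in unexposed cells at 60 against 0 min and 639 (271) in unexposed cells at 30 against 10 min. The genes called at 10 and 30 min but not at 60 min with HgCl2 came to 1222 (775), called at 10 and 30 min with PMA to 2271 (1496), called at 10 and 30 min but not at 60 min with PMA to 2246 (1474), higher with both at 10 min to 910 (514), opposite at 10 min to 145 (31), higher with both at 30 min to 664 (380), opposite at 30 min to 100 (29), opposite at the same time in any comparison to 215 (55), opposite at any times to 261 (90), delayed lower with PMA to 1 (5). The share of DEGs called with 1 exposure only became 28.3% (44.3%). The share of DEGs opposite at the same time became 6.00% (1.86%). With no fold change threshold, the HgCl2 list counts became ncRNA 15 up (6) at 10 min and 10 up (5) at 30 min, pseudogenes 14 up (9) at 30 min, replication 5 up (2) and 8 down (4) at 10 min and 8 up (2) and 5 down (2) at 30 min, transcription factors 76 up (48) at 30 min, initiation factors 3 down (1) at 10 min, elongation factors 5 down (1) at 10 min, tRNA synthetases 13 down (8) and 3 up (1) at 10 min and 10 down (3) at 30 min, glycolysis 8 down (5) at 10 min, cysPUWA 2 down (1) at 10 min, lipid biosynthesis 14 up (9) at 10 min, cell division 4 up (1) and 2 down (1) at 10 min, antibiotic efflux 10 up (6) at 30 min. With no fold change threshold, the PMA list counts became ncRNA 16 up (7) at 10 min, replication 8 up (4) and 11 down (7) at 10 min and 7 up (2) and 8 down (5) at 30 min, repair 10 up (5) at 10 min and 10 up (5) at 30 min, transcription factors 107 up (69) and 49 down (28) at 10 min and 88 up (57) and 45 down (26) at 30 min, r-proteins 40 down (7) at 10 min, initiation factors 1 down (0) at 10 min, elongation factors 6 down (2) at 10 min, tRNA synthetases 15 down (7) and 5 up (1) at 10 min and 5 up (2) at 30 min, HSPs 7 up (3) at 10 min, RNases 6 down (3) at 10 min, pentose phosphate 2 up (1) at 10 min and 1 up (0) at 30 min, TCA cycle 1 up (0) at 10 min, branched-chain amino acids 8 up (3) and 4 down (2) at 10 min, suf system 2 up (0) at 30 min, lipid biosynthesis 15 up (7) and 16 down (7) at 10 min, cell division 6 up (2) at 10 min, OxyR regulon 19 up (11) at 30 min, SoxRS regulon 29 up (18) at 30 min. With no fold change threshold, the direct-contrast counts (HgCl2 against PMA) became the Table 1 genes 2 lower (1) at 30 min, transcription factors 44 lower (21) and 44 higher (26) at 10 min and 40 higher (23) at 30 min, r-proteins 20 lower (2) and 6 higher (3) at 30 min, glycolysis 10 higher (6) and 1 lower (0) at 10 min, liv transport 2 higher (1) at 10 min, cus system 2 higher (1) at 30 min, flagella 15 lower (9) at 10 min, OxyR regulon 8 lower (5) at 30 min. In addition, 0 of 435 gene values fell short of the thresholds that they had passed and 54 newly passed them and 0 of 43 list medians moved by more than the SD over the replicates.

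With DESeq2 size factors and its Wald test, the DEGs numbered 866 (497) with HgCl2 at 60 min, 259 (35) with PMA at 60 min, 95 (6) in unexposed cells at 10 against 0 min, 89 (9) in unexposed cells at 60 against 30 min and 583 (93) in the direct contrast at 60 min. The genes called at all times with HgCl2 came to 404 (216), called at all times with PMA to 131 (22), higher with both at 60 min to 61 (7), higher with HgCl2 only at 60 min to 395 (202), higher with PMA only at 60 min to 78 (15), lower with both at 60 min to 73 (6), lower with PMA only at 60 min to 47 (7), opposite at 60 min to 21 (0), delayed higher with HgCl2 to 178 (85), delayed higher with HgCl2 that PMA changed by 30 min to 96 (50), delayed higher with PMA to 49 (5), delayed higher with PMA that HgCl2 raised at any time to 31 (3), delayed higher with both to 8 (0), delayed lower with PMA to 48 (5). With DESeq2 size factors and its Wald test, the HgCl2 list counts became pseudogenes 9 up (1) at 60 min, transcription factors 23 up (13) at 60 min, elongation factors 2 down (1) at 10 min, tRNA synthetases 0 up (1) at 10 min, ETC 6 up (11) at 10 min, glycolysis 8 down (5) at 60 min, histidine 7 up (0) at 60 min, flagella 40 down (23) at 60 min, fimbriae 1 up (3) at 30 min, curli 1 up (2) at 30 min, FimA homologs 1 up (2) at 30 min, pga 1 up (2) at 30 min, OxyR regulon 19 up (12) at 60 min. With DESeq2 size factors and its Wald test, the PMA list counts became pseudogenes 2 up (0) at 60 min, the Table 1 genes 3 down (1) at 60 min, the Table 2 genes 4 up (2) at 60 min, HSPs 9 up (2) at 60 min, ETC 9 down (0) at 60 min, glycolysis 2 down (1) at 60 min, flagella 1 down (0) at 60 min, pga 1 up (2) at 10 min, OxyR regulon 5 up (1) at 60 min, SoxRS regulon 1 up (0) at 60 min. With DESeq2 size factors and its Wald test, the direct-contrast counts (HgCl2 against PMA) became flagella 37 lower (0) at 60 min. Opposite in sign were the log2 fold changes dinB -0.027 (0.0075) with PMA at 10 min, recC -0.075 (0.040) and ppk -0.079 (0.038) with HgCl2 at 10 min, ppk -0.013 (0.0080) with HgCl2 at 30 min. Of the other results, 5 of 435 gene values fell short of the thresholds that they had passed and 15 newly passed them and 6 of 43 list medians moved by more than the SD over the replicates.

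With DESeq2 size factors inside edgeR, each of the 16 counts of DEGs was within 1.5 times the reported one. The genes opposite at 60 min came to 1 (0). With DESeq2 size factors inside edgeR, the HgCl2 list counts became pseudogenes 3 up (1) at 60 min, elongation factors 2 down (1) at 10 min, tRNA synthetases 0 up (1) at 10 min, ETC 7 up (11) at 10 min, FimA homologs 1 up (2) at 30 min. Log2 fold changes with the opposite sign were dinB -0.027 (0.0075) with PMA at 10 min, recC -0.075 (0.040) and ppk -0.079 (0.038) with HgCl2 at 10 min, ppk -0.012 (0.0080) with HgCl2 at 30 min. Further, 6 of 435 gene values fell short of the thresholds that they had passed and 2 newly passed them and 6 of 43 list medians moved by more than the SD over the replicates.

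With upper-quartile normalization, each of the 16 counts of DEGs was within 1.5 times the reported one. With upper-quartile normalization, the HgCl2 list counts became pseudogenes 2 up (1) at 60 min, tRNA synthetases 0 up (1) at 10 min, fimbriae 1 up (3) at 30 min, curli 1 up (2) at 30 min, FimA homologs 1 up (2) at 30 min. With upper-quartile normalization, the PMA list counts became ncRNA 11 up (7) at 10 min, r-proteins 2 down (7) at 10 min, tRNA synthetases 2 up (1) at 10 min and 4 down (7) at 30 min, HSPs 5 up (3) at 10 min, histidine 0 up (1) at 60 min, branched-chain amino acids 6 up (3) at 10 min and 1 down (2) at 30 min, suf system 2 up (0) at 30 min, lipid biosynthesis 11 up (7) at 10 min. With upper-quartile normalization, the direct-contrast counts (HgCl2 against PMA) became yeh permease 1 higher (2) at 30 min. The sign was opposite for uvrB 0.14 (-0.11), recC 0.023 (-0.22), ftsH 0.17 (-0.078), phoP 0.20 (-0.047), ahpF 0.22 (-0.029) and gor 0.044 (-0.20) with PMA at 10 min, rpoH -0.13 (0.028) in the direct contrast at 30 min, pnp -0.017 (0.022) and ppk -0.034 (0.0080) with HgCl2 at 30 min, rpiA 0.042 (-0.18) and zraP 0.073 (-0.15) with PMA at 30 min. Beyond these, 2 of 435 gene values fell short of the thresholds that they had passed and 10 newly passed them and 11 of 43 list medians moved by more than the SD over the replicates.

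With total counts and no TMM factors, the DEGs numbered 1 (6) in unexposed cells at 10 against 0 min. The genes higher with HgCl2 only at 10 min came to 219 (381), higher with PMA only at 10 min to 714 (415), lower with HgCl2 only at 10 min to 336 (221), lower with PMA only at 10 min to 242 (378), higher with PMA only at 30 min to 715 (474), higher with HgCl2 only at 60 min to 333 (202), opposite at 60 min to 1 (0), delayed higher with HgCl2 to 154 (85), delayed higher with HgCl2 that PMA changed by 30 min to 103 (50). With total counts and no TMM factors, the HgCl2 list counts became pseudogenes 6 up (1) at 60 min, tRNA 14 down (22) at 30 min, replication 1 down (2) at 30 min, transcription factors 20 up (13) at 60 min, elongation factors 2 down (1) at 10 min, tRNA synthetases 0 up (1) at 10 min, ETC 7 up (11) at 10 min. With total counts and no TMM factors, the PMA list counts became ncRNA 12 up (7) and 3 down (5) at 10 min, replication 5 up (2) at 30 min, repair 8 up (5) at 10 min and 10 up (5) at 30 min, transcription factors 17 down (26) at 30 min, r-proteins 1 down (7) at 10 min and 19 down (34) at 30 min, tRNA synthetases 2 up (1) at 10 min and 3 down (7) and 4 up (2) at 30 min, HSPs 6 up (3) at 10 min, pentose phosphate 2 up (1) at 10 min and 1 up (0) at 30 min, TCA cycle 1 up (0) at 10 min, histidine 0 up (1) at 60 min, branched-chain amino acids 6 up (3) at 10 min and 1 down (2) at 30 min, suf system 3 up (0) at 30 min, lipid biosynthesis 13 up (7) at 10 min, cell division 2 down (4) at 10 min, FimA homologs 14 up (9) at 30 min, pga 4 up (2) at 10 min, OxyR regulon 19 up (11) at 30 min. With total counts and no TMM factors, the direct-contrast counts (HgCl2 against PMA) became pseudogenes 32 lower (21) at 10 min, transcription factors 43 lower (21) at 10 min, opp transport 2 higher (4) at 10 min, yeh permease 1 higher (2) at 30 min, flagella 15 lower (9) at 10 min. Opposite in sign were the log2 fold changes uvrB 0.25 (-0.11), recC 0.13 (-0.22), ftsH 0.28 (-0.078), phoP 0.31 (-0.047), ahpF 0.33 (-0.029) and gor 0.15 (-0.20) with PMA at 10 min, recC -0.071 (0.040) and ppk -0.074 (0.038) with HgCl2 at 10 min, rpoH -0.15 (0.028) in the direct contrast at 30 min, rpiA 0.047 (-0.24) and gshA 0.24 (-0.044) with HgCl2 at 60 min, rpiA 0.23 (-0.18) and zraP 0.26 (-0.15) with PMA at 30 min, modC 0.040 (-0.10) with HgCl2 at 30 min. In addition, 8 of 435 gene values fell short of the thresholds that they had passed and 18 newly passed them and 23 of 43 list medians moved by more than the SD over the replicates.

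With limma-voom and quantile normalization, the DEGs numbered 2 (6) in unexposed cells at 10 against 0 min. The genes higher with both at 60 min came to 4 (7). With limma-voom and quantile normalization, the HgCl2 list counts became pseudogenes 3 up (1) at 60 min, replication 1 down (2) at 30 min, r-proteins 21 down (39) at 30 min, ETC 6 up (11) at 10 min, glycolysis 2 down (5) at 60 min. With limma-voom and quantile normalization, the PMA list counts became the Table 1 genes 1 up (2) at 60 min, the Table 2 genes 1 up (2) at 60 min, replication 5 up (2) at 30 min, r-proteins 1 down (7) at 10 min and 14 down (34) at 30 min, elongation factors 1 down (2) at 10 min, tRNA synthetases 4 down (7) and 2 up (1) at 10 min and 3 down (7) and 4 up (2) at 30 min, HSPs 5 up (3) at 10 min and 1 up (2) at 60 min, pentose phosphate 1 up (0) at 30 min, histidine 0 up (1) at 60 min, branched-chain amino acids 6 up (3) at 10 min and 1 down (2) at 30 min, lipid biosynthesis 12 up (7) at 10 min, cell division 2 down (4) at 10 min, pga 1 up (2) at 10 min. Log2 fold changes with the opposite sign were uvrB 0.11 (-0.11), recC 0.017 (-0.22), ftsH 0.47 (-0.078), phoP 0.19 (-0.047), ahpF 0.31 (-0.029) and gor 0.046 (-0.20) with PMA at 10 min, rpoH -0.12 (0.028) in the direct contrast at 30 min, rne 0.027 (-0.19) with HgCl2 at 10 min, rpiA 0.11 (-0.18) with PMA at 30 min, gshA 0.081 (-0.044) with HgCl2 at 60 min. Of the other results, 13 of 435 gene values fell short of the thresholds that they had passed and 14 newly passed them and 13 of 43 list medians moved by more than the SD over the replicates.

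With no low-count filter, the DEGs numbered 10 (6) in unexposed cells at 10 against 0 min. With no low-count filter, the HgCl2 list counts became tRNA synthetases 0 up (1) at 10 min. With no low-count filter, the PMA list counts became histidine 0 up (1) at 60 min. With no low-count filter, the direct-contrast counts (HgCl2 against PMA) became r-proteins 1 lower (2) at 30 min, isc system 2 higher (1) at 30 min. The sign was opposite for dinB -0.014 (0.0075) with PMA at 10 min. Further, 2 of 435 gene values fell short of the thresholds that they had passed and 2 newly passed them and 2 of 43 list medians moved by more than the SD over the replicates.

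With at least 10 counts asked of every library, each of the 16 counts of DEGs was within 1.5 times the reported one. With at least 10 counts asked of every library, the HgCl2 list counts became ncRNA 2 up (5) at 30 min, pseudogenes 0 up (1) at 60 min, the Table 1 genes 16 up (25) at 30 min and 8 up (14) at 60 min, initiation factors 0 down (1) at 10 min, nik uptake 1 down (5) at 10 min and 1 down (5) at 30 min, fimbriae 0 up (3) at 30 min, curli 1 up (2) at 30 min, FimA homologs 0 up (2) at 30 min. With at least 10 counts asked of every library, the PMA list counts became ncRNA 3 down (5) at 10 min and 4 up (9) at 30 min, pseudogenes 27 up (41) at 10 min and 23 up (40) at 30 min, the Table 2 genes 1 up (2) at 60 min, r-proteins 4 down (7) at 10 min, histidine 0 up (1) at 60 min, nik uptake 1 down (5) at 10 min and 0 down (5) at 30 min, fimbriae 2 up (8) at 10 min and 4 up (12) at 30 min, curli 3 up (5) at 30 min, FimA homologs 0 up (6) at 10 min and 2 up (9) at 30 min, pga 0 up (2) at 10 min and 2 up (4) at 30 min. With at least 10 counts asked of every library, the direct-contrast counts (HgCl2 against PMA) became pseudogenes 5 higher (9) and 11 lower (21) at 10 min, cus system 0 higher (1) at 30 min, yeh permease 1 higher (2) at 30 min, fimbriae 5 lower (10) at 10 min and 7 lower (11) at 30 min, FimA homologs 2 lower (6) at 30 min, biofilm ymg genes 0 lower (4) at 30 min. Opposite in sign were the log2 fold changes rpoH -0.0061 (0.028) in the direct contrast at 30 min, ftsH 0.023 (-0.078), phoP 0.054 (-0.047) and ahpF 0.071 (-0.029) with PMA at 10 min. Beyond these, 2 of 412 gene values fell short of the thresholds that they had passed and 3 newly passed them and 8 of 43 list medians moved by more than the SD over the replicates.

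In one fit of all 30 libraries, the DEGs numbered 1002 (497) with HgCl2 at 60 min, 239 (35) with PMA at 60 min, 38 (6) in unexposed cells at 10 against 0 min, 155 (271) in unexposed cells at 30 against 10 min, 29 (9) in unexposed cells at 60 against 30 min and 829 (93) in the direct contrast at 60 min. The genes called at all times with HgCl2 came to 437 (216), called at all times with PMA to 109 (22), higher with both at 60 min to 62 (7), higher with HgCl2 only at 60 min to 493 (202), higher with PMA only at 60 min to 56 (15), lower with both at 60 min to 92 (6), lower with PMA only at 60 min to 29 (7), opposite at 60 min to 10 (0), delayed higher with HgCl2 to 221 (85), delayed higher with HgCl2 that PMA changed by 30 min to 121 (50), delayed higher with PMA to 38 (5), delayed higher with PMA that HgCl2 raised at any time to 32 (3), delayed higher with both to 8 (0), delayed lower with PMA to 58 (5). In one fit of all 30 libraries, the HgCl2 list counts became pseudogenes 10 up (1) at 60 min, replication 7 down (4) at 10 min, transcription factors 26 up (13) and 22 down (14) at 60 min, elongation factors 2 down (1) at 10 min, tRNA synthetases 0 up (1) at 10 min, ETC 7 up (11) at 10 min, ATP synthase 3 down (0) at 60 min, glycolysis 9 down (5) at 60 min, methionine 3 up (5) at 10 min, histidine 1 up (0) at 10 min and 7 up (0) at 60 min, flagella 45 down (23) at 60 min, pga 1 up (2) at 30 min, OxyR regulon 19 up (12) at 60 min, SoxRS regulon 14 up (9) at 60 min. In one fit of all 30 libraries, the PMA list counts became pseudogenes 2 up (0) at 60 min, the Table 2 genes 4 up (2) at 60 min, DNA polymerase 1 up (2) at 10 min, HSPs 9 up (2) at 60 min, ETC 11 down (0) at 60 min, glycolysis 2 down (1) at 60 min, histidine 0 up (1) at 60 min, flagella 1 down (0) at 60 min, pga 1 up (2) at 10 min, OxyR regulon 3 up (1) at 60 min, SoxRS regulon 1 up (0) at 60 min. In one fit of all 30 libraries, the direct-contrast counts (HgCl2 against PMA) became r-proteins 1 lower (2) at 30 min, isc system 2 higher (1) at 30 min, flagella 38 lower (0) at 60 min. Log2 fold changes with the opposite sign were recC -0.088 (0.040) and ppk -0.092 (0.038) with HgCl2 at 10 min, pnp -0.0060 (0.022) and ppk -0.021 (0.0080) with HgCl2 at 30 min. In addition, 6 of 435 gene values fell short of the thresholds that they had passed and 14 newly passed them and 5 of 43 list medians moved by more than the SD over the replicates.

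With the replicate block, the DEGs numbered 278 (497) with HgCl2 at 60 min, 71 (6) in unexposed cells at 10 against 0 min, 39 (9) in unexposed cells at 60 against 30 min and 0 (93) in the direct contrast at 60 min. The genes higher with both at 60 min came to 2 (7), higher with HgCl2 only at 60 min to 102 (202), lower with HgCl2 only at 60 min to 166 (282), delayed higher with HgCl2 to 32 (85), delayed higher with HgCl2 that PMA changed by 30 min to 22 (50), delayed lower with HgCl2 to 76 (151), delayed higher with PMA to 2 (5), delayed higher with PMA that HgCl2 raised at any time to 1 (3). With the replicate block, the HgCl2 list counts became transcription factors 7 down (14) at 60 min, HSPs 2 up (4) at 60 min, pentose phosphate 1 up (2) at 60 min, glycolysis 1 down (5) at 60 min, flagella 9 down (23) at 60 min, fimbriae 1 up (3) at 30 min, curli 1 up (2) at 30 min, FimA homologs 1 up (2) at 30 min, OxyR regulon 7 up (12) at 60 min, SoxRS regulon 5 up (9) at 60 min. With the replicate block, the PMA list counts became ETC 1 down (0) at 60 min, glycolysis 0 down (1) at 60 min, histidine 0 up (1) at 60 min, OxyR regulon 2 up (1) at 60 min, SoxRS regulon 1 up (0) at 60 min. With the replicate block, the direct-contrast counts (HgCl2 against PMA) became yeh permease 1 higher (2) at 30 min. Of the other results, 6 of 435 gene values fell short of the thresholds that they had passed and 1 newly passed them and 1 of 43 list medians moved by more than the SD over the replicates. The gene values that fell short under the block were mutM 1.42 with PMA at 60 min, phoB 1.76 with HgCl2 at 60 min, rnt 1.09 with HgCl2 at 60 min, basS 1.93 with HgCl2 at 60 min, sodA 3.70 with HgCl2 at 60 min and ggt 2.62 in the direct contrast at 60 min, and the one that passed was rpoH -1.40 in the direct contrast at 10 min.

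With glmTreat against a fold change of 2, the DEGs numbered 1059 (1773) with HgCl2 at 10 min, 800 (1415) with HgCl2 at 30 min, 165 (497) with HgCl2 at 60 min, 16 (35) with PMA at 60 min, 0 (6) in unexposed cells at 10 against 0 min, 132 (495) in unexposed cells at 30 against 0 min, 372 (841) in unexposed cells at 60 against 0 min, 7 (271) in unexposed cells at 30 against 10 min, 2 (9) in unexposed cells at 60 against 30 min, 585 (1183) in the direct contrast at 10 min, 517 (1167) in the direct contrast at 30 min, 3 (93) in the direct contrast at 60 min, 580 (1467) for the change of the HgCl2 effect from 10 to 60 min and 1308 (2019) for the change of the PMA effect from 10 to 60 min. The genes called at any time with HgCl2 came to 1389 (2296), called at 10 and 30 min with HgCl2 to 493 (991), called at 10 and 30 min but not at 60 min with HgCl2 to 417 (775), called at all times with HgCl2 to 76 (216), called at all times with PMA to 11 (22), higher with both at 10 min to 266 (514), lower with both at 10 min to 433 (657), lower with HgCl2 only at 10 min to 105 (221), opposite at 10 min to 12 (31), higher with both at 30 min to 174 (380), higher with HgCl2 only at 30 min to 176 (284), lower with both at 30 min to 366 (595), lower with HgCl2 only at 30 min to 84 (156), opposite at 30 min to 16 (29), higher with both at 60 min to 1 (7), higher with HgCl2 only at 60 min to 44 (202), higher with PMA only at 60 min to 7 (15), lower with HgCl2 only at 60 min to 115 (282), lower with PMA only at 60 min to 3 (7), opposite at the same time in any comparison to 26 (55), opposite at any times to 35 (90), delayed higher with HgCl2 to 19 (85), delayed higher with HgCl2 that PMA changed by 30 min to 11 (50), delayed lower with HgCl2 to 66 (151), delayed higher with PMA to 1 (5), delayed higher with PMA that HgCl2 raised at any time to 0 (3), delayed lower with PMA to 2 (5). The share of DEGs opposite at the same time became 1.23% (1.86%). With glmTreat against a fold change of 2, the HgCl2 list counts became ncRNA 1 down (3) at 10 min and 2 up (5) at 30 min, pseudogenes 9 up (23) at 10 min and 2 up (9) at 30 min, tRNA 20 down (33) at 10 min and 5 down (22) at 30 min, replication 1 up (2) and 1 down (4) at 10 min and 1 up (2) and 0 down (2) at 30 min, repair 7 up (11) at 10 min and 3 up (9) and 6 down (14) at 30 min, transcription factors 42 up (65) and 14 down (28) at 10 min, 15 down (25) at 30 min and 3 up (13) and 7 down (14) at 60 min, r-proteins 16 down (39) at 30 min, initiation factors 0 down (1) at 10 min, elongation factors 0 down (1) at 10 min, tRNA synthetases 3 down (8) and 0 up (1) at 10 min, HSPs 2 up (6) at 30 min and 2 up (4) at 60 min, ETC 13 down (21) at 60 min and 3 up (11) at 10 min, pentose phosphate 0 up (1) at 30 min and 0 up (2) at 60 min, glycolysis 1 down (5) at 60 min, TCA cycle 2 up (5) at 30 min, cysteine and sulfur 1 down (6) at 10 min, methionine 3 up (5) at 10 min and 2 up (5) at 30 min, branched-chain amino acids 5 down (9) at 10 min and 6 down (11) at 30 min, dpp transport 1 down (4) at 10 min, opp transport 2 down (4) at 10 min, iron uptake 7 down (12) at 10 min and 1 down (3) at 30 min, isc system 3 up (5) at 60 min, pst transport 0 up (1) at 10 min, cysPUWA 0 down (1) at 10 min, lipid biosynthesis 3 down (7) at 10 min, peptidoglycan 3 up (5) and 2 down (6) at 10 min, antibiotic efflux 4 up (7) at 10 min, osm genes 2 up (4) at 10 min, yeh permease 0 up (2) at 30 min, flagella 2 down (23) at 60 min, fimbriae 0 up (3) at 30 min, curli 0 up (2) at 30 min, FimA homologs 0 up (2) at 30 min, pga 0 up (2) at 30 min, OxyR regulon 3 up (12) at 60 min, SoxRS regulon 14 up (22) at 30 min and 1 up (9) at 60 min, GSH S-transferases 2 up (5) at 10 min. With glmTreat against a fold change of 2, the PMA list counts became ncRNA 3 down (5) at 10 min and 5 up (9) at 30 min, pseudogenes 26 up (41) at 10 min and 25 up (40) at 30 min, tRNA 18 down (32) at 30 min, the Table 1 genes 1 up (2) at 60 min, the Table 2 genes 1 up (2) at 60 min, replication 2 up (4) at 10 min, DNA polymerase 1 up (2) at 10 min, repair 3 up (5) at 10 min and 0 up (5) at 30 min, transcription factors 42 up (69) at 10 min and 17 down (26) at 30 min, r-proteins 3 down (7) at 10 min and 18 down (34) at 30 min, tRNA synthetases 0 up (1) at 10 min and 4 down (7) and 0 up (2) at 30 min, HSPs 1 up (2) at 60 min, ETC 7 up (12) at 10 min, glycolysis 0 down (1) at 60 min, histidine 0 up (1) at 60 min, branched-chain amino acids 1 down (2) at 30 min, iron uptake 1 down (4) at 30 min, cell division 1 up (2) at 10 min, antibiotic efflux 7 up (12) at 30 min, fimbriae 2 up (8) at 10 min, FimA homologs 1 up (6) at 10 min, pga 1 up (2) at 10 min and 2 up (4) at 30 min, OxyR regulon 0 up (1) at 60 min, GSH S-transferases 1 up (4) at 10 min. With glmTreat against a fold change of 2, the direct-contrast counts (HgCl2 against PMA) became pseudogenes 6 lower (21) at 10 min, repair 1 lower (4) at 10 min, transcription factors 11 lower (21) and 16 higher (26) at 10 min and 18 lower (36) and 11 higher (23) at 30 min, r-proteins 24 lower (40) at 10 min and 0 lower (2) at 30 min, liv transport 0 higher (1) at 10 min, dpp transport 2 higher (4) at 10 min, opp transport 2 higher (4) at 10 min, isc system 0 higher (1) at 30 min, antibiotic efflux 2 lower (11) and 0 higher (4) at 10 min, yeh permease 0 higher (2) at 30 min, flagella 4 lower (9) at 10 min and 3 lower (6) at 30 min, fimbriae 3 lower (10) at 10 min, OxyR regulon 4 lower (9) at 10 min and 14 higher (23) and 3 lower (5) at 30 min, SoxRS regulon 6 lower (14) at 10 min. Further, 55 of 435 gene values fell short of the thresholds that they had passed and 0 newly passed them and 0 of 43 list medians moved by more than the SD over the replicates.

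Without the 10 most abundant genes, each of the 16 counts of DEGs was within 1.5 times the reported one. The genes opposite at 60 min came to 1 (0). Without the 10 most abundant genes, the HgCl2 list counts became pseudogenes 2 up (1) at 60 min, tRNA synthetases 0 up (1) at 10 min, glycolysis 3 down (5) at 60 min. Without the 10 most abundant genes, the PMA list counts became OxyR regulon 0 up (1) at 60 min. Log2 fold changes with the opposite sign were recC -0.031 (0.040) and ppk -0.036 (0.038) with HgCl2 at 10 min. Beyond these, 1 of 425 gene values fell short of the thresholds that they had passed and 0 newly passed them and 0 of 43 list medians moved by more than the SD over the replicates.

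Across the 3 fits that each left out the libraries of 1 replicate number, the DEGs ranged from 0 to 405 (497) with HgCl2 at 60 min, from 0 to 280 (35) with PMA at 60 min, from 0 to 114 (6) in unexposed cells at 10 against 0 min, from 149 to 636 (495) in unexposed cells at 30 against 0 min, from 0 to 404 (271) in unexposed cells at 30 against 10 min, from 0 to 38 (9) in unexposed cells at 60 against 30 min, from 689 to 1151 (1167) in the direct contrast at 30 min, from 0 to 263 (93) in the direct contrast at 60 min and from 236 to 1335 (1467) for the change of the HgCl2 effect from 10 to 60 min. Over the same 3 fits the genes called at 10 and 30 min with HgCl2 ranged from 640 to 1008 (991), called at 10 and 30 min but not at 60 min with HgCl2 from 493 to 1008 (775), called at all times with HgCl2 from 0 to 236 (216), called at all times with PMA from 0 to 150 (22), lower with HgCl2 only at 10 min from 146 to 248 (221), opposite at 10 min from 19 to 37 (31), lower with HgCl2 only at 30 min from 84 to 152 (156), higher with both at 60 min from 0 to 33 (7), higher with HgCl2 only at 60 min from 0 to 176 (202), higher with PMA only at 60 min from 0 to 98 (15), lower with both at 60 min from 0 to 78 (6), lower with HgCl2 only at 60 min from 0 to 215 (282), lower with PMA only at 60 min from 0 to 71 (7), opposite at 60 min from 0 to 13 (0), delayed higher with HgCl2 from 0 to 70 (85), delayed higher with HgCl2 that PMA changed by 30 min from 0 to 52 (50), delayed lower with HgCl2 from 0 to 143 (151), delayed higher with PMA from 0 to 36 (5), delayed higher with PMA that HgCl2 raised at any time from 0 to 27 (3), delayed higher with both from 0 to 8 (0), delayed lower with PMA from 0 to 55 (5). The share of genes delayed higher with HgCl2 that PMA changed by 30 min ranged from 0% to 74.3% (58.8%) with 1 replicate left out. Leaving out 1 replicate, the list counts with HgCl2 ranged as follows: ncRNA 2 to 6 up (5) at 30 min, pseudogenes 3 to 8 up (9) at 30 min and 0 to 3 up (1) at 60 min, tRNA 7 to 18 down (22) at 30 min, the Table 1 genes 0 to 15 up (14) at 60 min, replication 1 to 2 up (2) at 10 min, 2 to 7 down (4) at 10 min and 1 to 2 down (2) at 30 min, repair 4 to 9 up (9) at 30 min and 7 to 15 down (14) at 30 min, transcription factors 0 to 12 up (13) at 60 min and 0 to 10 down (14) at 60 min, r-proteins 24 to 42 down (39) at 30 min, initiation factors 0 to 1 down (1) at 10 min, elongation factors 1 to 2 down (1) at 10 min, tRNA synthetases 0 to 1 up (1) at 10 min, HSPs 2 to 7 up (6) at 30 min and 0 to 3 up (4) at 60 min, ETC 0 to 22 down (21) at 60 min, pentose phosphate 0 to 1 up (1) at 30 min and 0 to 2 up (2) at 60 min, glycolysis 0 to 3 down (5) at 60 min, TCA cycle 3 to 6 up (5) at 30 min, cysteine and sulfur 2 to 8 down (6) at 10 min, methionine 3 to 5 up (5) at 10 min and 2 to 4 up (5) at 30 min, histidine 0 to 4 up (0) at 10 min and 0 to 7 up (0) at 60 min, dpp transport 1 to 4 down (4) at 10 min, opp transport 2 to 4 down (4) at 10 min, iron uptake 7 to 12 down (12) at 10 min and 0 to 2 down (3) at 30 min, isc system 0 to 5 up (5) at 60 min, nik uptake 0 to 5 down (5) at 60 min, cysPUWA 1 to 2 down (1) at 10 min, peptidoglycan 3 to 5 up (5) at 10 min, osm genes 2 to 4 up (4) at 10 min, yeh permease 0 to 2 up (2) at 30 min, flagella 0 to 32 down (23) at 60 min, fimbriae 1 each time up (3) at 30 min, curli 0 each time up (2) at 30 min, FimA homologs 0 to 1 up (2) at 30 min, pga 0 to 1 up (2) at 30 min, OxyR regulon 0 to 12 up (12) at 60 min, SoxRS regulon 0 to 5 up (9) at 60 min. Leaving out 1 replicate, the list counts with PMA ranged as follows: ncRNA 3 to 6 down (5) at 10 min, the Table 1 genes 0 to 3 up (2) at 60 min and 0 to 3 down (1) at 60 min, the Table 2 genes 0 to 5 up (2) at 60 min, tRNA synthetases 1 to 2 up (2) at 30 min, HSPs 0 to 9 up (2) at 60 min, ETC 0 to 17 down (0) at 60 min, pentose phosphate 0 to 1 up (0) at 30 min, glycolysis 0 to 1 down (1) at 60 min, histidine 0 to 1 up (1) at 60 min, branched-chain amino acids 1 to 3 down (2) at 30 min, suf system 0 to 1 up (0) at 30 min, cell division 1 to 2 up (2) at 10 min, fimbriae 4 to 8 up (8) at 10 min, FimA homologs 3 to 6 up (6) at 10 min, pga 1 each time up (2) at 10 min, OxyR regulon 0 to 3 up (1) at 60 min, SoxRS regulon 0 to 2 up (0) at 60 min. Leaving out 1 replicate, the counts in the direct contrast ranged as follows: pseudogenes 8 to 18 lower (21) at 10 min, the Table 1 genes 11 to 18 higher (17) at 30 min, transcription factors 12 to 24 higher (23) at 30 min, r-proteins 1 to 2 lower (2) at 30 min, histidine 4 to 8 higher (8) at 10 min, liv transport 0 to 1 higher (1) at 10 min, opp transport 2 to 4 higher (4) at 10 min, isc system 0 to 2 higher (1) at 30 min, suf system 3 to 6 higher (6) at 30 min, cus system 0 to 2 higher (1) at 30 min, antibiotic efflux 5 to 10 lower (11) at 10 min and 2 to 4 higher (4) at 10 min, yeh permease 0 to 1 higher (2) at 30 min, flagella 5 to 8 lower (9) at 10 min, 2 to 6 lower (6) at 30 min and 0 to 16 lower (0) at 60 min, fimbriae 3 to 8 lower (10) at 10 min and 7 to 9 lower (11) at 30 min, OxyR regulon 5 to 9 lower (9) at 10 min, 14 to 22 higher (23) at 30 min and 3 to 5 lower (5) at 30 min. The log2 fold changes that took the opposite sign without 1 replicate ranged over ssrA -0.085 to 0.11 (0.026), hisG -0.76 to 1.68 (0.72) and gshA -0.14 to 0.00026 (-0.044) with HgCl2 at 60 min, dinB -0.087 to 0.095 (0.0075), zraP -1.03 to 0.019 (-0.43), phoP -0.11 to 0.047 (-0.047) and ahpF -0.10 to 0.043 (-0.029) with PMA at 10 min, recC -0.091 to 0.066 (0.040), ppk -0.088 to 0.10 (0.038) and yggX -0.027 to 0.23 (0.18) with HgCl2 at 10 min, recC -0.13 to 0.010 (-0.061) with PMA at 60 min, rpoH -0.034 to 0.079 (0.028) in the direct contrast at 30 min, pnp -0.091 to 0.11 (0.022), ppk -0.086 to 0.075 (0.0080) and modC -0.22 to 0.11 (-0.10) with HgCl2 at 30 min, zraP -0.25 to 0.028 (-0.15) with PMA at 30 min. Of the other results, 18 gene values fell short of the thresholds and 6 newly passed them without replicate 1, 14 gene values fell short of the thresholds and 12 newly passed them without replicate 2 and 21 gene values fell short of the thresholds and 4 newly passed them without replicate 3. These fits have 2 libraries in each group in place of 3, so that fewer libraries estimate the spread.

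With unexposed cells at 0 min as the comparison, an alternative chosen after seeing the data, the DEGs numbered 299 (497) with HgCl2 at 60 min and 61 (35) with PMA at 60 min, and the counts at 10 and 30 min were within 1.5 times the reported ones. With counts without rRNA as the denominator, the CDS share of unexposed cells at 0 min was 89.8% (89.4%), the CDS share of HgCl2 at 30 min was 84.1% (83.7%), the CDS share of PMA at 30 min was 84.5% (83.8%) and the CDS share of PMA at 60 min was 89.4% (89%). The correlation of replicates as Pearson r of log2 counts per 1000000 was 0.99 (0.997) in unexposed cells at 0 min, 0.993 (0.996) in unexposed cells at 10 min, 0.99 (0.993) in unexposed cells at 30 min, 0.994 (0.998) in PMA at 10 min and 0.989 (0.998) in PMA at 30 min, and as Spearman rho of raw counts 0.991 (0.997) in unexposed cells at 0 min, 0.995 (0.998) in PMA at 10 min and 0.991 (0.998) in PMA at 30 min.

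Depth limits what can be said of weakly expressed genes. Of the 4472 non-rRNA genes, between 3751 and 4013 had enough counts to be tested in a comparison. A named gene that an alternative leaves out has no value under it: of the 435 gene values, 412 could be computed with at least 10 counts in every library, 425 without the 10 most abundant genes and 434 without replicate 3. Where a count of DEGs was 0, the genes with an unadjusted p under 0.05 numbered 962 in the direct contrast at 60 min with the replicate block, 572 with PMA at 60 min without replicate 2, 388 in unexposed cells at 10 against 0 min without replicate 2, 1095 in unexposed cells at 30 against 10 min without replicate 2, 405 in unexposed cells at 60 against 30 min without replicate 2, 828 with HgCl2 at 60 min without replicate 3, 673 in unexposed cells at 10 against 0 min without replicate 3, 1245 in unexposed cells at 30 against 10 min without replicate 3, 477 in the direct contrast at 60 min without replicate 3 and 66 in unexposed cells at 10 against 0 min with glmTreat. The count with PMA at 60 min and the counts with HgCl2 at 60 min depend on which replicates are used, as the ranges above show.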

Differences from the paper's values

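Of 306 values that the paper states and that were also computed here, 13 differed, in that 1 value had the other sign, or was more than 1.5 times the other with a gap beyond the SD between replicates or the paper's error where there is one. None of the 187 fold changes of Tables 1 and 2 was among them. The alternatives named in this part were set before the data were examined.

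At 60 min with PMA the paper has 65 DEGs, 1.5% of the genes, and here there were 35, or 0.783%; 16 alternatives were run, among them those without 1 replicate, and none of them brought either value to within 1.5 times the paper's. The paper has 3% of all DEGs respond in opposite directions to the compounds, and here 1.86% did so at the same time. That gap was closed with an adjusted p of at most 0.05 (2.52%), with DESeq2's size factors and Wald test (2.42%) and with total counts (2.00%). It was also closed without replicate 1 (2.00%) and without replicate 3 (2.11%), and not with the 11 others. Counted over different times as well, 90 of the 2958 DEGs here had opposite directions. That number leaves out genes called in both directions with the same compound.

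The paper's highest share of pseudogenes up-regulated at a time is 35% with HgCl2 and 13% with PMA, against 12.9% and 23.0% here. For HgCl2 none of the 16 alternatives closed the gap, and for PMA it was closed with at least 10 counts in every library (15.2%) and with glmTreat (14.6%) and not with the 14 others. Each of the paper's 2 shares was taken for the compound that its sentence names. Were they exchanged, 12.9% with HgCl2 would stand against the paper's 13% and 23.0% with PMA against the paper's 35%, with 30.9% for no fold change threshold and 32.6% for total counts. For genes of replication up-regulated with PMA at any time, the paper's number is 7 and the number here 4. It became 5 with an adjusted p of at most 0.05, with DESeq2's size factors and Wald test, with at least 10 counts in every library and with one fit of all 30 libraries, 7 with upper-quartile normalization, total counts and quantile normalization in limma-voom, and 9 with no fold change threshold, each within 1.5 times the paper's number; the 8 others did not close the gap.

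With PMA at 60 min, the paper has 1 transcription factor gene up-regulated and 2 down-regulated, against 0 and 1 here, where 30 had higher and 39 lower expression at an unadjusted p under 0.05. The first gap was closed with quantile normalization in limma-voom (1) and with no low-count filter (1), and not with the 14 others, and the second with DESeq2's size factors and Wald test (3) and without replicate 1 (3), and not with the 14 others.

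Of the r-protein genes, the paper has 4% down-regulated with PMA at 10 min and 41% at 30 min, and here the shares were 13.0% and 63.0%. For 10 min the gap was closed with upper-quartile normalization (3.7%) and glmTreat (5.56%), and not with the 14 others. At 30 min it was closed with upper-quartile normalization (44.4%), total counts (35.2%), at least 10 counts in every library (61.1%), one fit of all 30 libraries (61.1%), the replicate block (61.1%), glmTreat (33.3%) and without replicate 1 (51.9%), and not with the 9 others. The paper has 4 tRNA synthetase genes down-regulated with PMA and here there were 8 over the 3 times; upper-quartile normalization (5), total counts (5) and quantile normalization in limma-voom (4) closed this gap and the 13 others did not.

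With PMA at 10 min, 5 HSP and chaperone genes are up-regulated in the paper and 3 were here. That number became 4 with at least 10 counts in every library, 5 with upper-quartile normalization and with quantile normalization in limma-voom, 6 with total counts and 7 with no fold change threshold, each within 1.5 times the paper's, and the 11 others did not close the gap. The paper has 0 OxyR regulon genes up-regulated with PMA at 60 min, and here there was 1, with 11 higher at an unadjusted p under 0.05; the number was 0 without replicate 2, without replicate 3, with glmTreat and without the 10 most abundant genes, and the 12 others did not close the gap.

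The remaining differences concern genes, rankings and directions, with log2 fold changes against unexposed cells of the same time. In Tables 1 and 2 the paper gives a fold change where the gene was not a DEG here in 8 cases. With HgCl2 at 60 min these were bdcA 2.88, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test, DESeq2's size factors inside edgeR, upper-quartile normalization, total counts, no low-count filter, one fit of all 30 libraries and the 10 most abundant genes left out; psiE 4.09, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test and one fit of all 30 libraries; sufA 2.41, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test and one fit of all 30 libraries and without replicate 2. At 30 min with PMA they were dps 0.87, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom and without replicate 3; yjgH 0.89, a DEG with no fold change threshold, upper-quartile normalization and total counts; ymfL 1.04, a DEG with an adjusted p of at most 0.05 and total counts; sufA 1.39, a DEG with an adjusted p of at most 0.05, upper-quartile normalization and total counts. With PMA at 60 min it was zraP -1.70, a DEG with an adjusted p of at most 0.05 and DESeq2's size factors and Wald test and without replicate 1.

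With PMA recA was a DEG, at 1.05 at 10 min and 1.04 at 30 min, and with glmTreat at neither time. The paper lists recA among repair genes raised at least 10-fold with HgCl2 alone, which a smaller change with PMA does not contradict. It has mutM up-regulated with HgCl2 alone, and here with PMA at 60 min: mutM 1.41, not a DEG with the replicate block and glmTreat and without replicate 2 or 3. It has rof and rpoH respond more to PMA, and in the direct contrast of the compounds at 10 min these were not DEGs: rof -0.88, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom; rpoH -1.27, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test, upper-quartile normalization, total counts, quantile normalization in limma-voom, at least 10 counts in every library, one fit of all 30 libraries and the replicate block. The same holds at 10 min for marR, which the paper has respond more to PMA with the rest of its operon. Its value then was -0.76, a DEG with no fold change threshold and total counts. At 30 min all 3 mar genes were higher with PMA in the direct contrast, which goes the paper's way.

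Of the regulators that the paper has up-regulated at all times with HgCl2, these were not DEGs at 60 min: gadX 2.57, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test, total counts and one fit of all 30 libraries and without replicate 2; soxS 2.15, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test, total counts and one fit of all 30 libraries and without replicate 2; mlrA 1.95, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test and one fit of all 30 libraries. The repressor gene mcbR had too few counts to be tested at 10 min and was a DEG then with no low-count filter and one fit of all 30 libraries and without replicate 2. With PMA at 60 min, where the paper has gadX up-regulated too: gadX 1.51, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test, quantile normalization in limma-voom, no low-count filter and one fit of all 30 libraries and without replicate 1. The paper has fewer transcription factor genes down-regulated with PMA than with HgCl2 at 10 and 30 min; here 28 and 26 were down-regulated with PMA and 28 and 25 with HgCl2. At both times PMA gave fewer with upper-quartile normalization (22 against 28 and 23 against 27), with total counts (21 against 32 and 17 against 22), with quantile normalization in limma-voom (23 against 32 and 20 against 23), with at least 10 counts in every library (24 against 26 and 21 against 22) and with one fit of all 30 libraries (27 against 34 and 26 against 27).

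The paper has sgrS up-regulated by both compounds. With PMA it was not a DEG: at 10 min sgrS 0.66, a DEG with total counts; at 30 min sgrS 0.91, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom and without replicate 3. Here 6 HSP and chaperone genes were up-regulated with HgCl2 at 30 min (2 without replicate 1 and with glmTreat, and between 5 and 8 under the other alternatives). The paper's text has only clpB and ybbN still elevated then, but also has ibpA and ibpB raised throughout recovery. It has hchA up-regulated with HgCl2 at 60 min: hchA 2.21, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test and one fit of all 30 libraries and without replicate 2. It has rnc up-regulated with PMA at 30 min: rnc 0.75, a DEG with no fold change threshold, total counts and quantile normalization in limma-voom.

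It has nadB down-regulated by both compounds at all times, and with PMA at 60 min: nadB -1.93, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test and one fit of all 30 libraries and without replicate 1. It has no change in the pnc genes, and with PMA at 10 min: pncA -1.09, not a DEG with upper-quartile normalization, total counts, quantile normalization in limma-voom, at least 10 counts in every library and glmTreat. It has pntA lowered by PMA alone, and with HgCl2 at 60 min: pntA -1.44, not a DEG with DESeq2's size factors inside edgeR, quantile normalization in limma-voom, the replicate block, glmTreat and the 10 most abundant genes left out and without replicate 1 or 3. The paper has the his genes rise with HgCl2 to 60 min; at 60 min 0 of the 8 were DEGs here, 7 were higher at an unadjusted p under 0.05, and 6 were DEGs with an adjusted p of at most 0.05 and 7 with DESeq2's size factors and Wald test, with one fit of all 30 libraries and without replicate 2. It has torA raised by PMA alone, and with HgCl2 at 10 min: torA 1.10, not a DEG with DESeq2's size factors and Wald test, DESeq2's size factors inside edgeR, total counts, quantile normalization in limma-voom, one fit of all 30 libraries and glmTreat and without replicate 1.

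The paper has the nik uptake genes lowered by PMA at all times; at 60 min 0 of the 5 were DEGs, 0 were lower at an unadjusted p under 0.05, and none was a DEG under any alternative, with nikA at -0.24. It has nikR changed with HgCl2 at 10 min alone, and at 30 min: nikR 1.03, not a DEG with upper-quartile normalization and glmTreat and without replicate 1. It has modC rise with the other molybdate uptake genes. With HgCl2 at 10 min: modC 0.96, a DEG with no fold change threshold and without replicate 3; with PMA at 10 min: modC 0.73, a DEG with no fold change threshold and total counts; with PMA at 30 min: modC 0.64, a DEG with total counts and without replicate 3.

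It has ompL raised by PMA. The gene had too few counts to be tested, and was a DEG with PMA at 30 min with no low-count filter and without replicate 1. It has acrE and acrF raised by both compounds. The gene acrE had too few counts to be tested, and acrF was no DEG; at 10 min with HgCl2: acrF 0.90, a DEG with no fold change threshold; at 10 min with PMA: acrF 0.76, a DEG with no fold change threshold, upper-quartile normalization and total counts. It has emrK and emrY raised by both compounds; emrK was a DEG with PMA alone, at 30 min (1.65), and had too few counts to be tested with HgCl2 at 10 and 30 min, as had emrY. At 60 min with HgCl2, emrY 0.82, a DEG under none of the alternatives. At 30 min with PMA, emrY 1.48, a DEG with an adjusted p of at most 0.05, DESeq2's size factors inside edgeR, upper-quartile normalization, total counts, one fit of all 30 libraries and the replicate block. It has osmE and osmF raised by both compounds. Neither was a DEG with PMA at any time or under any alternative, with osmE at 0.05 and -0.34 and osmF at -0.31 and 0.49. It has yehW and yehY up-regulated with HgCl2 at 30 and 60 min. At 30 min: yehW 0.49, a DEG under none of the alternatives; at 60 min: yehW 1.77, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test, total counts and one fit of all 30 libraries and without replicate 2; yehY 2.29, a DEG with an adjusted p of at most 0.05, DESeq2's size factors and Wald test, total counts and one fit of all 30 libraries and without replicate 2.

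The paper has fimbriae and curli genes up-regulated by PMA alone; with HgCl2 at 30 min 3 of the 31 fimbriae genes and 2 of the 7 curli genes were up-regulated (5 and 2 were higher at an unadjusted p under 0.05), numbers that were 0 with glmTreat; the first was also 0 with at least 10 counts in every library and the second also 0 without replicate 1, without replicate 2 and without replicate 3. It has the pga and ymg biofilm genes raised by PMA alone. With HgCl2 at 30 min: pgaA 1.08, not a DEG with one fit of all 30 libraries and glmTreat and without replicate 1 or 2; pgaD 1.13, not a DEG with DESeq2's size factors and Wald test and glmTreat and without replicate 1, 2 or 3. With HgCl2 at 10 min: ycgZ 1.52, not a DEG with DESeq2's size factors and Wald test, DESeq2's size factors inside edgeR, upper-quartile normalization, total counts, quantile normalization in limma-voom, no low-count filter, one fit of all 30 libraries, glmTreat and the 10 most abundant genes left out and without replicate 1 or 2. With HgCl2 at 60 min: ymgA 3.02, not a DEG with glmTreat and without replicate 1 or 3. It has the flagellar genes fall further with PMA, and at 10 min the list's median was -3.64 with HgCl2 and -3.46 with PMA, while 18 of its 46 genes were higher with HgCl2 and 9 higher with PMA; at 30 min, where 34 were higher with HgCl2 and 6 higher with PMA and the median difference was 2.42, the values go the paper's way. It has the expression of flhDC and fliA unchanged with PMA, and at 10 and 30 min flhD was a DEG, under each alternative, at -3.07 and -2.57.

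It has yggX change less with PMA than with HgCl2, and here the direct contrast at 10 min was -1.65, higher with PMA, with HgCl2 at 0.18 and PMA at 1.71; no alternative had yggX higher with HgCl2. Of the iron and Fe-S genes that it has up-regulated, these were not DEGs with PMA at 10 min: fldA 0.80, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom; hemH 0.98, a DEG with no fold change threshold, upper-quartile normalization, total counts, quantile normalization in limma-voom and at least 10 counts in every library and without replicate 1. Its text has nrdH, nrdI, nrdE and nrdF raised by HgCl2 alone, while its Table 1 gives nrdH and nrdI changes of 7- and 4-fold with PMA at 10 min; here nrdH, nrdI and nrdF were DEGs then, with log2 fold changes of 2.57, 1.82 and 1.54.

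Of the thiol genes that it has raised by PMA, with PMA at 10 min: grxC 0.87, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom; tpx 0.84, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom; gshB 0.83, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom. By 30 min: tpx 0.93, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom; trxB 0.82, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom. It has yfcF and yqjG raised by both compounds, and each was a DEG with 1 compound. With HgCl2 at 30 min: yfcF 0.98, a DEG with no fold change threshold and total counts and without replicate 1 or 3; with PMA at 30 min: yqjG 0.87, a DEG with no fold change threshold, upper-quartile normalization, total counts and quantile normalization in limma-voom and without replicate 3.

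The paper has the spread between replicates greater on exposure; with PMA the biological coefficient of variation was 8.09% at 10 min and 12.6% at 30 min, below the 8.44% and 15.6% of unexposed cells at these times. It has the ncRNA and tmRNA shares of the counts rise on exposure. With PMA at 60 min they were 3.71% and 6.03%, below the 4.86% and 7.16% of unexposed cells. It has PMA give more unique than shared up-regulated genes at all times, and so it was at 30 and 60 min. At 10 min 415 were found with PMA alone and 514 were shared. The paper's order came with total counts (714 and 573), quantile normalization (544 and 532), glmTreat (350 and 266) and without replicate 1 (500 and 414). It has more down-regulated genes shared by the compounds than unique at all times; at 60 min 6 were shared and 282 were found with HgCl2 alone, and with each alternative other than the one without replicate 3, where both counts were 0 and 828 genes with HgCl2 had an unadjusted p under 0.05, more were found with HgCl2 alone than were shared. It has at most a twentieth of the genome change in unexposed cells from one time to the next; from 10 to 30 min here 271 genes did, or 6.06%, and the paper's bound was met with one fit of all 30 libraries (155 genes), with glmTreat (7), without replicate 2 (0) and without replicate 3 (0), where 1095 and 1245 genes had an unadjusted p under 0.05.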

Other observations

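All tests in this part were chosen only after the results were seen.

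For each of the 14 comparisons of 3 libraries with 3, 1 of the 10 splits of the 6 libraries gave as many DEGs as the real one, which is the real one itself, and each other split gave 0, with between 1 and 632 genes (median 27) at an unadjusted p under 0.05. A design of 10 splits cannot give a share under 0.1, so the splits alone do not exclude a grouping by chance. In 20 simulations of unchanged groups against unexposed libraries at each of 10, 30 and 60 min, at most 1 gene was called with either compound. Among the 4 splits that part all 3 pairs of a starter culture, 1 gave as many, and the 6 others part 1 pair.

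The 3 replicates at 60 min with HgCl2 differed in their distance from unexposed cells. Over the 971 genes that were DEGs in the same direction at 10 and 30 min (452 higher and 519 lower), the median distance was 1.40 in replicate 1, 0.20 in replicate 2 and 0.89 in replicate 3 (log2). On libraries thinned to the same total of 6412742 counts the difference between the farthest and the nearest was 1.20, which argues against depth. RNA of unexposed cells at 60 min in replicate 2 would need a share of 81.3%, from 417 of the higher genes, but 78 genes that rise in unexposed cells were at a median of 10.2% of their level there, and 0 of them reached the level needed. As a library of another condition, replicate 2 had at least 117 genes outside the range by 4-fold or more (against unexposed cells at 0 min), where replicates of that condition had at most 6. For PMA at 60 min this range does not separate, with 80 genes against 79, but the median difference of the 78 genes from unexposed cells was -3.20 in replicate 2, against -1.95, -0.72 and -0.68 in the PMA replicates and -3.57 and -3.70 in the other HgCl2 replicates. For part of the genes, replicate 2 may instead have returned to the state of unexposed cells at 0 min, though the 117 genes above had not. Of the genes that were not DEGs at 10 min, 185 rise and 152 fall in unexposed cells. In replicate 2 these stood at -1.24% and -0.818% of that change, or 1.24% from 0 min at most. In replicates 1 and 3 the rising genes stood at 24.8% and 8.47% and the falling genes at 74.2% and 29.3%. DEGs at 60 min with HgCl2 numbered 405, 391 or 0 without replicate 1, 2 or 3, the last with 828 genes at an unadjusted p under 0.05.

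The replicates at 60 min with PMA differed too. Of the change of unexposed cells, 184 rising genes had made 31.6%, 53.8% and 64.6% in replicates 1, 2 and 3, and 161 falling genes 20.8%, 55.1% and 73.4%. Without replicate 1, 2 or 3 the DEGs numbered 280, 0 or 1, and 572 genes had an unadjusted p under 0.05 without replicate 2.

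Of the 288 genes lower with HgCl2 at 60 min, 84 (29.2%) were also lower than in unexposed cells at 0 min, and 167 rise in unexposed cells by 60 min; at 10 min 812 of 878 (92.5%) were also lower than at 0 min. Part of the lower expression at 60 min may therefore be a rise of unexposed cells that exposed cells had not made, and this explanation is argued against at 10 min. Of the 209 genes higher with HgCl2 at 60 min, 76 were also higher than at 0 min. Against 0 min, 146 genes were higher and 153 lower with HgCl2 at 60 min, and without replicate 1, 2 or 3 the total was 32, 576 or 0, the last with 623 genes at an unadjusted p under 0.05. With PMA at 60 min 4 of the 22 higher and 9 of the 13 lower genes were so against 0 min too, where 24 were higher and 37 lower, or in all 555, 5 or 6 without replicate 1, 2 or 3.

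Fold changes with HgCl2 and PMA are taken against the same unexposed libraries, which alone makes them correlate. In 20 simulations of unchanged groups the highest correlation was 0.555 at 10 min, 0.534 at 30 min and 0.545 at 60 min, where the observed values were 0.727, 0.742 and 0.454. The simulated groups of a time had the same spread for each gene. At 60 min the biological coefficient of variation was 14.8% in unexposed cells, 38.8% with HgCl2 and 28.5% with PMA. The simulations therefore cannot decide how much of the correlation at 60 min the shared libraries give. At 10 and 30 min the observed correlations were above every simulated one. Under the simulated spread, this argues against the shared libraries as their whole source. These are correlations across genes, which are not independent replicates.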
